# Boundary domain genes were recruited to suppress bract growth and promote branching in maize

**DOI:** 10.1126/sciadv.abm6835

**Published:** 2022-06-15

**Authors:** Yuguo Xiao, Jinyan Guo, Zhaobin Dong, Annis Richardson, Erin Patterson, Sidney Mangrum, Seth Bybee, Edoardo Bertolini, Madelaine Bartlett, George Chuck, Andrea L. Eveland, Michael J. Scanlon, Clinton Whipple

## Abstract

Grass inflorescence development is diverse and complex and involves sophisticated but poorly understood interactions of genes regulating branch determinacy and leaf growth. Here, we use a combination of transcript profiling and genetic and phylogenetic analyses to investigate *tasselsheath1* (*tsh1*) and *tsh4*, two maize genes that simultaneously suppress inflorescence leaf growth and promote branching. We identify a regulatory network of inflorescence leaf suppression that involves the phase change gene *tsh4* upstream of *tsh1* and the ligule identity gene *liguleless2* (*lg2*). We also find that a series of duplications in the *tsh1* gene lineage facilitated its shift from boundary domain in nongrasses to suppressed inflorescence leaves of grasses. Collectively, these results suggest that the boundary domain genes *tsh1* and *lg2* were recruited to inflorescence leaves where they suppress growth and regulate a nonautonomous signaling center that promotes inflorescence branching, an important component of yield in cereal grasses.

## INTRODUCTION

The transition from vegetative to reproductive growth in plants is typically accompanied by marked morphological changes. Among these changes, leaf outgrowth, the dominant vegetative characteristic in most plants, is often highly reduced or completely suppressed. Leaves subtending reproductive structures (inflorescence branches or flowers) are called bracts, and some level of bract reduction or suppression is common but not universal in the angiosperms (*1*).

Similar to most grasses, maize suppresses a subset of inflorescence bracts, which are only visible as a small ridge during early stages of inflorescence development (*2*, *3*). While some inflorescence bracts (floret lemmas and spikelet glumes) are not suppressed in the grasses, all bracts subtending inflorescence branches and spikelets are suppressed. This selective bract suppression in grasses is morphologically distinct from other angiosperm lineages such as the Brassicaceae, where bracts subtending both flowers and inflorescence branches are generally suppressed (*4*). Positionally specific suppression of bracts is a morphological innovation of the grass family as close outgroups in Poales do not suppress bracts at any position in their inflorescence (*3*).

Analysis of several bract suppression mutants in maize has provided key insights into the molecular regulation of bract suppression in the grass family. These mutants include the *tassel sheath 1* to *5* (*tsh1* to *tsh5*) loci (*3*), of which two have been cloned. *tsh1* encodes a GATA domain zinc-finger transcription factor (*3*), while *tsh4* encodes a *SQUAMOSA PROMOTER BINDING PROTEIN* (*SBP*) transcription factor (*5*). The dominant *Cg1* also displays derepressed bracts and encodes a microRNA that targets *tsh4* and related *SBP* family members (*6*). Two *SBP* genes, *unbranched2* and *unbranched3*, are closely related to and function redundantly with *tsh4* to regulate bract suppression and inflorescence branching (*7*). Other *tsh* loci have not yet been cloned, but it is intriguing that genes from at least two unrelated transcription factor families are required for bract suppression in maize, suggesting that a complex transcriptional network for bract suppression evolved in the grass family.

Bract suppression in eudicots and grasses is likely controlled by distinct genes. In *Arabidopsis thaliana* (arabidopsis), bract suppressing genes include *LEAFY* (*8*) and *BLADE ON PETIOLE* (*BOP*) *1* and *BOP2* (*9*, *10*). Of these, *LFY* plays a major role, which appears to be conserved in eudicot lineages that independently evolved bract suppression, including Solanaceae and Fabaceae (*11*–*13*). However, loss-of-function mutants for orthologs of *LFY* and other eudicot bract suppression genes show no bract growth defects in the grasses (*14*–*16*). Similarly, grass bract suppression genes have no bract suppression role in arabidopsis. While *tsh4* and orthologous *SBP* genes have a conserved phase transition function in both eudicots (*17*) and monocots (*5*, *7*), *SBP-like 9* (*SPL9*) and *SPL15* genes, the arabidopsis orthologs of *tsh4*/*ub2*/*ub3*, do not influence bract suppression (*18*). A comparison of *tsh1* function across eudicots and grasses reveals even more divergence in their bract suppression pathways. Knockouts of the arabidopsis *tsh1* orthologs *HANABA TARANU* (*HAN*), *HAN-like1*, and *HAN-like2* show defects in floral organ initiation and separation, and embryo patterning consistent with a boundary domain function (*19*–*21*). These boundary phenotypes are not evident in *tsh1* mutants, indicating a substantial shift in *HAN* versus *tsh1* function at some point in angiosperm evolution. Why grasses evolved a novel and complex bract suppression network that is morphologically targeted to only a subset of inflorescence branching events is not clear.

While the developmental and evolutionary role of bract suppression is still an open question, a proposed explanation is that the emerging bract competes with the adjacent meristem for cells and growth factors. Bract suppression, in this interpretation, diverts limited growth resources away from leaves and toward meristem growth and branching after the floral transition (*22*–*25*). In support of this hypothesis, derepressed bract growth is correlated with reduced branching in maize *tsh1* and *tsh4* mutants (*3*, *5*). This correlation is not complete, however, as *tsh* mutants will often form bracts without affecting the determinacy of their adjacent meristem (*3*). Conversely, *ub2* and *ub3* affect branching but not bract growth, despite their localization to the bract primordium and redundant function when combined with *tsh4* to suppress bracts (*7*). The partial decoupling of bract growth from branch suppression raises the possibility that the suppressed bract and the meristem it subtends interact in a manner beyond mere competition for resources. One possibility is that *tsh1* and *tsh4* genes are involved in regulation of grass branch architecture as part of a suppressed bract signaling center that nonautonomously regulates the determinacy of the branch meristem (*26*).

Considering the importance of meristem determinacy to inflorescence architecture and yield traits in domesticated cereals, we sought to better understand the contribution of bract suppression to inflorescence development and the bract transcriptional networks regulated by *tsh1* and *tsh4*. Here, we report our investigation of genetic interactions and transcriptional changes associated with these bract suppression mutants. We identify a core transcriptional network involving *tsh1*, *tsh4*, and the boundary domain gene *liguleless2* (*lg2*), which jointly regulate both bract suppression and inflorescence branch meristem determinacy. We detect a series of duplications in the grass *tsh1* gene lineage that preceded the recruitment of this boundary domain gene to the suppressed bract. Our results suggest that the phase change regulator *tsh4* recruited *tsh1* and *lg2* to a targeted role in inflorescence development and that bract suppression indirectly resulted from recruiting these boundary domain genes to form a novel signaling center that promotes branch meristem indeterminacy in grasses.

## RESULTS

### *tsh4* acts synergistically with *tsh1* to regulate bract suppression and branch meristem indeterminacy

In an ongoing effort to characterize additional *tsh* loci, we identified a novel allele of *tsh4* (described previously as *tsh2*) containing a *Mutator* transposon insertion in the first intron, which we designated *tsh4-rm* (fig. S1, A and C). In a separate screen for genetic modifiers of the weak *tsh1-2* allele, we isolated a semidominant *tsh1* enhancer that was also allelic to *tsh4* (tsh4-ent*355; fig. S1, B and C), which segregated as a single recessive locus in the absence of *tsh1-2*. In addition, we identified a large deletion paired with a *Mu* transposon insertion as the causative lesion in the *tsh1-ref* allele (fig. S1D).

The marked enhancement of the weak *tsh1-2* phenotype by tsh4-ent*355 suggests a synergistic interaction. To more fully investigate the nature of this interaction, we measured both tassel branching and bract suppression in an F2 population segregating *tsh4-rm* and *tsh1-ref*, each introgressed ≥5× to the reference B73 genetic background. Introgression of *tsh4-rm* into B73 notably suppressed the phenotype (compare fig. S1A with Fig. 4D), indicating that natural modifiers in B73 ameliorate the phenotypic severity of *tsh4* mutants. Nevertheless, *tsh4* and *tsh1* showed a consistent and synergistic interaction. As shown in Fig. 1 and Table 1, *tsh1 tsh4* double mutant tassels produce no long tassel branches and, compared to *tsh1* and *tsh4* single mutants, *tsh1 tsh4* double mutant tassels also have a nonadditive increase in the percentage of solitary spikelets, empty nodes, and nodes with subtending derepressed bracts. The phenotypic enhancement was not limited to the double mutant, as *tsh1*/*+*; *tsh4*/*tsh4* and *tsh1*/*tsh1*; *tsh4*/*+* individuals had fewer branches and more bract growth than *tsh1* or *tsh4* single mutants.

**Fig. 1.**
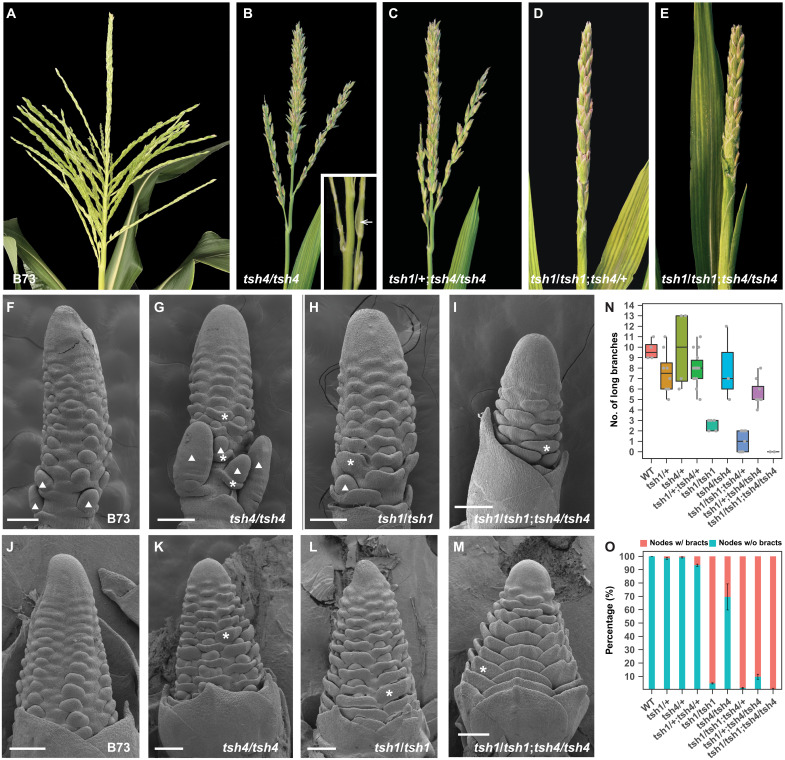
*tsh1* and *tsh4* act synergistically to regulate bract suppression and inflorescence branching. (**A** to **E**) Tassel phenotype of plants in *tsh1-ref/+*: *tsh4-rm/*+ (B73) segregating population showing progressive enhancement of *tsh4* (B) as *tsh1* function is progressively removed. B73, wild-type tassel control (A). (**F** to **M**) Scanning electron microscopy of tassel (F to I) and ear (J to M) inflorescence primordia of wild-type B73 (F and J), *tsh4* (G and K), *tsh1* (H and L), and *tsh1 tsh4* double mutant (I and M). (**N** and **O**) Quantification of branching (N) and bract (O) phenotype in all segregating genotypes. In (N), the colored boxes define the upper or lower quartile, with horizontal lines designating the median, and the gray dots represent individual data points. Arrow in (B) designates a bract, as do asterisks (*) in (F) to (M). Arrowheads in (F) to (M) indicate long tassel branches. Scale bars, 200 μm.

**Table 1.** Phenotypic characterization of *tsh1*/*+*; *tsh4*/+ segregating population. A *tsh1-ref*/+, *tsh4-rm*/+ segregating population containing 57 plants was grown in Spanish Fork, UT in 2018 and PCR-genotyped. Mature tassels from all genotyped plants were inspected manually for branch and bract growth. In this table, we report the mean value for each genotype with the SEM in parentheses. Statistical significance was determined by one-way analysis of variance (significance level = 0.05) followed by post hoc comparisons to determine whether statistically significant differences exist between the *tsh1* single mutant (*tsh1*/*tsh1* homozygote) and the *tsh1 tsh4* mutants (*tsh1*/*tsh1*; *tsh4*/+ mutant or *tsh1*/*tsh1*; *tsh4*/*tsh4* mutant) or between *tsh4* single mutant (*tsh4*/*tsh4* homozygote) and the *tsh1 tsh4* mutants (*tsh1*/+; *tsh4*/*tsh4* mutant or *tsh1*/*tsh1*; *tsh4*/*tsh4* mutant) by using the Fisher’s least significant difference method. Significant difference, **P < 0.01; ***P < 0.001; ns, not significant.

**Genotype**	**No. of long branches**	**% Nodes with long branches**	**% Nodes with paired spikelets**	**% Nodes with solitary spikelets**	**% Empty nodes**	**% Nodes with subtending bracts**
*WT*	9.750 (0.479)	0.040 (0.005)	0.907 (0.024)	0.053 (0.019)	0.000 (0.000)	0.000 (0.000)
*tsh1/+*	7.625 (0.730)	0.030 (0.002)	0.941 (0.012)	0.029 (0.010)	0.000 (0.000)	0.015 (0.008)
*tsh4/+*	9.750 (1.887)	0.039 (0.004)	0.904 (0.008)	0.057 (0.007)	0.000 (0.000)	0.008 (0.005)
*tsh1/+;tsh4/+*	8.000 (0.432)	0.032 (0.002)	0.907 (0.008)	0.0061 (0.006)	0.001 (0.000)	0.067 (0.008)
*tsh4/tsh4*	8.000 (2.082)	0.030 (0.005)	0.792 (0.055)	0.170 (0.050)	0.009 (0.003)	0.304 (0.098)
*tsh1/+;tsh4/tsh4*	5.625 (0.460)^ns^	0.032 (0.0003)^ns^	0.463 (0.037)^***^	0.498 (0.038)^***^	0.007 (0.002)^ns^	0.903 (0.019)^***^
*tsh1/tsh1*	2.600 (0.245)	0.021 (0.002)	0.753 (0.025)	0.216 (0.024)	0.010 (0.003)	0.952 (0.004)
*tsh1/tsh1 tsh4/+*	1.000 (0.333)^ns^	0.010 (0.003)^**^	0.591 (0.033)^***^	0.360 (0.032)^***^	0.040 (0.007)^***^	0.987 (0.004)^ns^
*tsh1/tsh1;tsh4/tsh4*	0.000 (0.000)^***^	0.000 (0.000)^**^	0.289 (0.036)^***^	0.543 (0.043)^***^	0.168 (0.007)^***^	0.994 (0.006)^***^

To investigate the early ontogeny of the branching and bract growth defects, we examined tassel and ear primordia of *tsh1* and *tsh4* single and double mutants by scanning electron microscopy (Fig. 1, F to M). While most nodes were associated with a derepressed bract in *tsh1*, bract growth was more pronounced in the double mutant, particularly in the ear. While the axillary meristems were clearly subtended by derepressed bracts in *tsh1* and *tsh4* single mutants, their meristems initiated at later nodes compared to B73. In addition, *tsh1 tsh4* double mutants lack any obvious axillary meristems at early stages, although older nodes may have meristems obscured by the large bracts (Fig. 1M). These results confirm that *tsh1* and *tsh4* act redundantly to suppress bract growth and promote meristem initiation.

### *tsh1* and *tsh4* regulate diverse pathways involved in meristem and leaf development, hormone signaling, and boundary domains

Transcripts of both *tsh1* and *tsh4* are localized to the bract primordium from the earliest stages of bract initiation (*3*, *5*, *6*). However, the molecular processes regulated by these genes within this very narrow domain are unclear. To identify transcriptional changes associated with *tsh1-* and *tsh4*-mediated bract suppression, we generated RNA sequencing (RNA-seq) transcriptomes of laser-microdissected (LM) bract primordia of the wild-type (B73), *tsh1*, *tsh4*, and *tsh1 tsh4* double mutants. 

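The authors prepared 12 libraries, 3 biological replicates of each of the 4 genotypes, from RNA that was amplified in vitro after capture. The authors aligned the reads to the B73 reference genome AGPv3.31, counted them on annotated genes, kept genes above 0.25 CPM (read counts scaled to library size) in at least 3 libraries and scaled the libraries by the trimmed mean of M values (TMM). The values analyzed are these normalized CPM for 20168 genes. In each library, 100% of the values were whole multiples of the CPM of 1 read, which gives the number of reads behind every value. Between 49481413 and 110703826 reads per library were counted on genes, with a median of 56740384 in B73, 55225481 in *tsh1*, 51969156 in *tsh4*, and 61451736 in *tsh1 tsh4*. Replicate 1 was the deepest library of each genotype. A gene counted as detected in a library above 3 reads, which correspond to 0.0265 to 0.0651 CPM depending on the library. This floor covers counting error alone, because reads of amplified RNA without molecular identifiers are not independent molecules. The 10 most highly expressed genes took 7.16% to 9.43% of the reads of a library. Each mutant was compared with B73 by limma with Benjamini-Hochberg adjustment, in a fit to all 12 libraries on the log2(CPM + 0.1) scale, on which fold changes of weakly expressed genes are understated. DEGs were genes with an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1, the thresholds of the paper's methods.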

Specifically, we collected cells from ear bract primordia where the bract ridge, but not the adjacent meristem, is visible (Fig. 2A). 

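Pearson's correlation of log2(CPM + 0.1) across all genes was computed for every pair of libraries, with the reservation that genes are not independent replicates. The 12 pairs of replicates of the same genotype had an r of 0.970 to 0.991, with a median of 0.985. The 54 pairs of libraries of different genotypes had an r of 0.945 to 0.985, with a median of 0.972, so the ranges overlapped. The lowest correlation between replicates was found in *tsh1 tsh4*. A PCA of the 500 most variable genes placed the libraries at a PC1 score of −27.9 ± 2.52 (SD, n = 3) in B73, −19.1 ± 2.69 in *tsh1*, 16.6 ± 1.28 in *tsh4*, and 30.4 ± 1.93 in *tsh1 tsh4*. The PC2 scores were −11.6 ± 1.38 in B73, 17.8 ± 2.28 in *tsh1*, −14.5 ± 0.863 in *tsh4*, and 8.36 ± 0.474 in *tsh1 tsh4*. The genotypes did not overlap on PC1, where the closest libraries of B73 and *tsh1* had scores of −26.1 and −21.1.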

Principal components analyses (PCAs) confirmed that the biological replicates were highly correlated within genotypes (fig. S2). In addition, *tsh1* and *tsh4* transcript levels were significantly down-regulated in their respective mutants (fig. S3). 

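The deposited table lists genes by identifier alone. The row of each gene was found by matching its 4 genotype means to the means drawn in fig. S3, which left 1 row of 20168 for each: GRMZM2G325850 for *tsh1* and GRMZM2G307588 for *tsh4*. These rows therefore give no independent check of that figure. In *tsh1* mutants, *tsh1* expression fell from 67.4 ± 19.6 CPM (SD, n = 3) in B73 to 0.527 ± 0.246 CPM, a log2 fold change of −6.78 (SE 0.27, adjusted p = 1.02e-10 from limma with Benjamini-Hochberg adjustment). The fold change of *tsh1* moved most with a pseudocount of 1 in place of 0.1, which gave −5.46. In *tsh4* mutants, *tsh4* expression fell from 1323 ± 249 to 73.7 ± 7.83 CPM, a log2 fold change of −4.15 (SE 0.23, adjusted p = 1.34e-08 from the same limma fit). In the double mutant, *tsh1* was at 0.521 ± 0.0749 CPM and *tsh4* at 60.1 ± 16.7 CPM. Every mutant library was below every B73 library in these comparisons, for which a 2-sided exact permutation test gave p = 0.1, the smallest value that 3 against 3 libraries allow.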

To confirm the tissue specificity of our LM, we investigated the known suppressed bract marker *zea yabby15* (*zyb15*) (*3*), as well as the meristem-specific *Knotted1* (*Kn1*), which is strongly down-regulated in the suppressed bract (*27*). 

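The shoot apical meristem libraries of fig. S4 were not analyzed here. In the bract libraries, *zyb15* (GRMZM2G529859) was expressed at 1270 ± 269.8 CPM (SD, n = 3) in B73, 1642 ± 256 CPM in *tsh1*, 1496 ± 135 CPM in *tsh4*, and 1551 ± 179 CPM in *tsh1 tsh4*. *Kn1* (GRMZM2G017087) was expressed at 179 ± 28.9, 139 ± 55.4, 112 ± 29.4, and 175 ± 66.0 CPM in the same order of genotypes. Relative to *EF1α* (GRMZM2G153541), the gene used as reference in fig. S4, the ratio of *zyb15* was 0.703 ± 0.0973 in B73 and ranged from 0.594 to 0.818 over the 12 libraries. The ratio of *Kn1* to *EF1α* was 0.100 ± 0.0207 in B73, 0.0578 ± 0.0176 in *tsh1*, 0.0566 ± 0.0136 in *tsh4*, and 0.0725 ± 0.0237 in *tsh1 tsh4*. The log2 fold change of *Kn1* was −0.42 in *tsh1*, −0.70 in *tsh4*, and −0.10 in *tsh1 tsh4*, with adjusted p-values of 0.798, 0.258, and 0.919 from limma with Benjamini-Hochberg adjustment, so no difference from B73 passed the threshold. Leaving out single libraries changed the sign of the *Kn1* fold change in *tsh1 tsh4*, from −0.35 to 0.24.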

As expected, there was significant enrichment of *zyb15* and reduction of *Kn1* compared to their expression in LM shoot apical meristem tissue (fig. S4). Thus, our transcriptomes are reliable and will likely uncover transcriptional changes associated with bract suppression downstream of *tsh1* and *tsh4*.

**Fig. 2.**
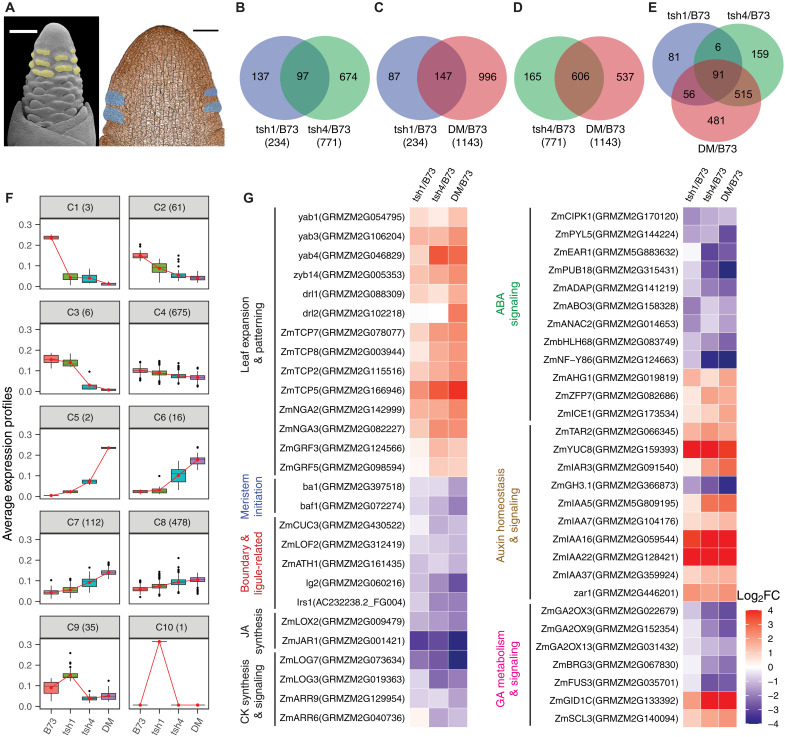
Transcript profiling of LM suppressed and growing ear bract primordia. (**A**) Scanning electron microscopy (left) and thin section (right) of young ear primordium indicating the cells targeted for laser capture (yellow and blue, respectively). Scale bars, 200 μm (left) or 100 μm (right). (**B** to **E**) Venn diagram of common and unique differentially regulated bract genes in *tsh1*, *tsh4* single and *tsh1 tsh4* double mutants (DM). (**F**) Ten coexpression clusters (C1 to C10) were identified from the 1389 genes that were differentially expressed between B73 and the *tsh* mutants. Connected red lines correspond to the mean expression profiles for each cluster. Boxes define the upper or lower quartile, and dots outside the bars indicate outliers. (**G**) Genes with well-documented function in leaf expansion and patterning, meristem initiation, boundary and ligule establishment, and hormone metabolism/signaling were differentially expressed in *tsh* mutants compared to that in the wild type. FC, fold change.

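The filter of the authors' methods leaves 20168 genes with a value in every library. Of these genes, 20134 had more than 0.25 normalized CPM in at least 3 libraries. The other 34 genes passed this level in fewer libraries after TMM scaling, the lowest in 1 library. The 20168 genes equal 51.1% of the 39479 gene models on which the paper's methods counted reads. Between 23 and 66 of these genes had 0 reads in a given library.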

In total, 31.8% (20,168) of maize annotated genes (AGPv3_5b+) were expressed in at least one sample (table S1). 

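All 20168 genes were tested in each comparison. The comparison of *tsh1 tsh4* with B73 gave 1178 DEGs, of which 543 were up-regulated and 635 down-regulated. Counted over the 3 comparisons, 1430 genes (7.1%) were differentially expressed in at least 1 mutant. The choice that moved this count most was a pseudocount of 1, which gave 791 genes. Of the genes in the paper's Table S4, 1108 were called in *tsh1 tsh4* and 35 were not, and 1341 of the 1389 genes in the paper's Tables S2 to S4 were among the 1430. The largest fall in *tsh1 tsh4* was that of GRMZM2G065757, from 265 ± 27.9 CPM in B73 to 0.224 ± 0.00252 CPM (log2 fold change −9.67, SE 0.16, adjusted p = 3.98e-16 from limma with Benjamini-Hochberg adjustment). In the libraries of the other genotypes, this gene was at 188 to 296 CPM. GRMZM2G000264 fell from 66.9 ± 6.79 to 0.225 ± 0.144 CPM in *tsh1 tsh4*, a log2 fold change of −7.78. The largest rises in *tsh1 tsh4* were those of GRMZM2G007969, from 0.221 ± 0.216 to 49.4 ± 24.8 CPM (log2 fold change 7.33), and GRMZM2G178182, from 1.64 ± 1.29 to 153 ± 31.8 CPM (log2 fold change 6.69).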

Of these, 6.9% (1389) were differentially expressed genes (DEGs) between B73 and at least one of the mutants (Fig. 2, B to E, and tables S2 to S5). Over three times more genes were differentially expressed in *tsh4* (771) compared to *tsh1* (234), suggesting that *tsh1* regulates a narrower set of downstream genes (Fig. 2B). 

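With the thresholds above, *tsh1* had 234 DEGs (89 up-regulated and 145 down-regulated) and *tsh4* had 768 (411 up-regulated and 357 down-regulated), a ratio of 3.28. Among the alternatives, the ratio was lower with edgeR's exact test (384 and 955 DEGs), DESeq2 (370 and 899), and a pseudocount of 1 (150 and 414). It was higher with only the genotypes compared in the fit (226 and 888) and with the replicate number as a block (193 and 740). Without adjustment, 1875 genes in *tsh1* and 3078 genes in *tsh4* had a p of at most 0.05. Over the alternatives, the count in *tsh1* ran from 135, with an adjusted p of at most 0.01, to 384, with edgeR's exact test on the recovered reads. Of the paper's calls, 216 of 234 in Table S2 and 732 of 771 in Table S3 were also called here. In *tsh1*, the largest falls were those of GRMZM2G026013, a gene within the *tsh1-ref* deletion, which was at least 312-fold lower than in B73, and of *tsh1* itself. The largest rises in *tsh1* were those of GRMZM2G456853, from 0 reads in every B73 library to 41.1 ± 15.8 CPM (at least 943-fold higher), and of GRMZM2G120833, from at most 1 read to 19.1 ± 1.54 CPM (at least 439-fold higher). Neither gene was a DEG in *tsh1 tsh4*. In *tsh4*, GRMZM2G000264 had the largest fall, a log2 fold change of −7.07 (SE 0.96), but its libraries ranged from 0.0210 to 6.38 CPM. GRMZM2G069016 fell from 78.4 ± 9.77 to 2.95 ± 0.643 CPM in *tsh4* (log2 fold change −4.70). The largest rises in *tsh4* were those of GRMZM2G130149, from 0.198 ± 0.0626 to 32.1 ± 11.1 CPM (log2 fold change 6.72), and GRMZM2G430526, from at most 1 read to 9.83 ± 2.31 CPM (at least 226-fold higher).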

DEGs in the *tsh1 tsh4* double mutant included not only most of the genes that were differentially expressed in *tsh1* and *tsh4* individually (60 and 78%, respectively) but also an additional 481 DEGs not present in either single mutant, consistent with the synergistic phenotype of *tsh1 tsh4* (Fig. 2, C to E). 

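Of the 234 DEGs in *tsh1*, 146 (62.4%, 95% Wilson confidence interval 56.0 to 68.4%) were also DEGs in *tsh1 tsh4*, 143 of them in the same direction. Of the 768 DEGs in *tsh4*, 598 (77.9%, 74.8 to 80.7%) were also DEGs in *tsh1 tsh4*, 597 of them in the same direction. These intervals treat genes as independent and do not cover variation between libraries. Over the fits that each left out 1 library, the share ranged from 58.3% to 66.1% for *tsh1* and from 68.2% to 84.2% for *tsh4*. The calls shared by all 3 mutants numbered 90. A further 524 genes were DEGs in *tsh1 tsh4* alone, 215 up-regulated and 309 down-regulated. These 524 genes had a median absolute log2 fold change of 1.40 in *tsh1 tsh4*. Taken in the direction of the change in *tsh1 tsh4*, their medians were 0.75 in *tsh4*, 0.48 in *tsh1*, and 1.22 for the sum of both single mutants, and 420 of them (80.2%) changed in that direction in both single mutants. The 3 comparisons share the B73 libraries, so these values are not independent, and choosing genes by their calls favors larger changes in *tsh1 tsh4*. Departure from additivity on the log2 scale was tested by the interaction contrast of the same limma fit. It passed a Benjamini-Hochberg adjusted p of 0.05 in 58 of 20168 genes, and in 16 of the 524. Without adjustment, 1073 genes had a p of at most 0.05. Permuting the residuals of the additive model gave at least as many genes in 11 of 100 draws, the observed assignment included. Among the 58 genes, the change in *tsh1 tsh4* was nearer to 0 than the sum of the single-mutant changes in 39 and farther from 0 in 19. The sum carries more error than the change in *tsh1 tsh4*, because it adds separate comparisons with B73. This by itself favors the first outcome, and the split expected by chance was not computed, so no direction of interaction can be read from it.

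**Figure D1:**
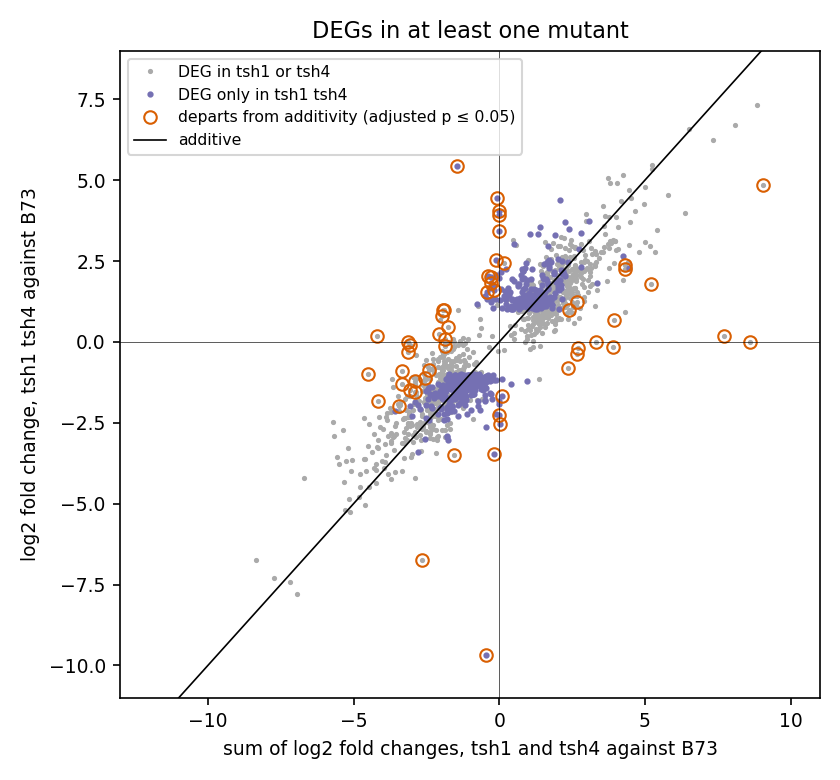
Log2 fold change in *tsh1 tsh4* against the sum of the log2 fold changes in *tsh1* and *tsh4*, each relative to B73, for the 1430 DEGs, with 1 point per gene. Purple points are the 524 genes called in *tsh1 tsh4* alone, the line marks additive effects, and circles mark the 54 of the 58 genes with an adjusted p of at most 0.05 for departure from additivity that are DEGs.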

The PCA was largely consistent with these conclusions, as PC1 (63% of variance) is mostly explained by *tsh4*, while PC2 (17% of variance) is explained by *tsh1*, indicating partially nonoverlapping roles for *tsh1* and *tsh4*, but with more notable impact from *tsh4* (fig. S2). 

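In the PCA of the 500 most variable genes, PC1 held 60.6% of the variance and PC2 held 19.0%. The presence of the *tsh4* mutation accounted for 93.7% of the variance of the 12 scores on PC1, and the presence of the *tsh1* mutation for 5.44%. On PC2 the shares were 92.7% for *tsh1* and 5.14% for *tsh4*. With all 20168 genes in place of the 500, PC1 held 33.5% and remained associated with *tsh4* (91.5%), but PC2 held 22.0% and *tsh1* accounted for 29.0% of its scores. In that setting the *tsh1* mutation accounted for 51.2% of the scores on PC3, which held 10.6% of the variance.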

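There were 96 DEGs common to *tsh1* and *tsh4*, 89 with the same direction of change in both and 7 with opposite directions. The comparisons share the 3 B73 libraries, so these sets are not independent. The shared genes made up 41.0% of the *tsh1* DEGs (95% Wilson confidence interval 34.9 to 47.4%) and 12.5% of the *tsh4* DEGs (10.3 to 15.0%). The same 96 genes are the numerator of both shares. The intervals treat genes as independent. Over the fits that each left out 1 library, the shares ranged from 35.3% to 46.6% of the *tsh1* DEGs and from 9.43% to 14.4% of the *tsh4* DEGs. DEGs in *tsh1* alone numbered 82, and DEGs in *tsh4* alone numbered 164.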

While *tsh1* and *tsh4* have distinct DEG profiles, a significantly larger portion of *tsh1* DEGs were shared with *tsh4* than vice versa (41% versus 12%) (Fig. 2B). This raises the possibility that *tsh1* functions downstream of *tsh4*. Therefore, we examined expression of *tsh1* in *tsh4* single mutants and vice versa. 

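In *tsh4* mutants, *tsh1* was expressed at 22.5 ± 3.42 CPM (SD, n = 3), a log2 fold change of −1.55 from B73 (SE 0.27, adjusted p = 0.00168 from limma with Benjamini-Hochberg adjustment). All 3 *tsh4* libraries were below all 3 B73 libraries (2-sided exact permutation test, p = 0.1). Across the 12 fits that each left out 1 library, this fold change ranged from −1.72 to −1.33 and passed the threshold in every fit. In *tsh1* mutants, *tsh4* was expressed at 1063 ± 273 CPM, which is 80.3% of its level in B73 (log2 fold change −0.33, SE 0.23, adjusted p = 0.790 from the same limma fit). The libraries of the genotypes overlapped (2-sided exact permutation test, p = 0.3).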

While *tsh4* expression in *tsh1* single mutants is similar to B73 controls, *tsh1* is significantly decreased in *tsh4* mutants (fig. S3), consistent with *tsh4* functioning upstream of *tsh1*.

To gain further insight into the molecular processes associated with bract suppression, we used a combination of *K*-means clustering and Gene Ontology (GO) classification enrichment analysis on DEGs in at least one *tsh* mutant. *K*-means analysis identified 10 unique clusters of coexpressed genes across the different genotypes (Fig. 2F and table S6, A to E). Clusters 1 to 4 showed similar patterns of decreased expression in the mutants; genes in these clusters likely function downstream of *tsh1* and *tsh4* to repress bract growth. 

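The 1430 DEGs were grouped by K-means into 10 clusters after a log centered log ratio transformation of the CPM of the 12 libraries with a pseudocount of 0.1, from 50 random starts. The paper's clusters come from RPKM values that were not analyzed here, so cluster numbers do not correspond. In 4 clusters, which held 749 genes (52.4%), the mean log2 fold change was negative in all 3 mutants. The largest had 552 genes with means of −0.70 in *tsh1*, −0.88 in *tsh4*, and −1.32 in *tsh1 tsh4*. Clusters of 138 and 51 genes had means of −0.25 and −1.51 in *tsh1*, −1.85 and −2.84 in *tsh4*, and −2.19 and −3.61 in *tsh1 tsh4*. A cluster of 8 genes fell mainly in the genotypes with the *tsh1* mutation, with means of −4.46 in *tsh1*, −0.75 in *tsh4*, and −6.30 in *tsh1 tsh4*. Counted gene by gene, 635 DEGs (44.4%) were below B73 in all 3 mutants.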

Clusters 5 to 8 showed the opposite trend, with increased expression in the mutants; genes in these clusters likely promote bract outgrowth. 

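Positive means in all 3 mutants were found in 5 of the 10 clusters, with 680 genes (47.6%). The largest had 537 genes with mean log2 fold changes of 0.34 in *tsh1*, 1.18 in *tsh4*, and 1.33 in *tsh1 tsh4*, followed by a cluster of 121 genes with means of 0.43, 1.86, and 2.79. Smaller clusters of 12 and 8 genes had means of 4.65 and 5.61 in *tsh1 tsh4*. The remaining cluster had 1 gene, GRMZM2G000264, and mixed signs. With 12 clusters in place of 10, the share in clusters with positive means was 42.2%, the largest shift for these clusters. Gene by gene, 453 DEGs (31.7%) were above B73 in all 3 mutants.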

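Among the 635 DEGs below B73 in every mutant, 461 (72.6%) fell more in *tsh4* than in *tsh1*, and 471 (74.2%) fell more in *tsh1 tsh4* than in either single mutant. Their median log2 fold changes were −0.73 in *tsh1*, −1.11 in *tsh4*, and −1.50 in *tsh1 tsh4*. Among the 453 DEGs above B73 in every mutant, 352 (77.7%) rose more in *tsh4* than in *tsh1*, and 306 (67.5%) rose more in *tsh1 tsh4* than in either single mutant. The medians of these genes were 0.59, 1.27, and 1.55. The cluster means increased in size from *tsh1* to *tsh4* to *tsh1 tsh4* in 7 of the clusters with a common sign, which held 1419 genes, but not in the other clusters, which held 10 genes. When the genes were centered on the log2 scale before clustering, 652 genes were in clusters with this order and 778 were not. The genes were chosen by calls in these same comparisons, 234 in *tsh1*, 768 in *tsh4*, and 1178 in *tsh1 tsh4*. This choice by itself favors the order, so the shares, medians, and cluster means give no separate support for it.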

A common trend observed in clusters 1 to 8 was a larger response in *tsh4* mutants compared to *tsh1*, with the strongest response in the double mutant, consistent with *tsh4* acting upstream of *tsh1*. In contrast, clusters 9 and 10 include a small set of genes that were up-regulated only in *tsh1*. 

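By the thresholds used here, 23 genes were up-regulated in *tsh1* and not called in *tsh4* or *tsh1 tsh4*. Their median log2 fold changes were 1.69 in *tsh1*, 0.03 in *tsh4*, and 0.45 in *tsh1 tsh4*, and 5 of them were below B73 in both other mutants. In 5 of the 23, the change in *tsh1 tsh4* departed from the sum of the changes in the single mutants (interaction contrast, limma with Benjamini-Hochberg adjusted p of at most 0.05). In the clustering, 2 genes formed a cluster of their own with a mean log2 fold change of 8.04 in *tsh1*, against 0.12 in *tsh4* and 0.10 in *tsh1 tsh4*.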

We performed GO enrichment analysis for genes in clusters 1 to 4 and 5 to 8 (fig. S5). Overall, these clusters are enriched for genes involved in the regulation of gene expression, organ developmental processes (leaf, root, flower, inflorescence, meristem), cell growth and differentiation, and hormone metabolism and signaling. Some enriched GO categories were exclusive to the upward versus downward trending expression in clusters 1 to 4 versus 5 to 8. In particular, genes involved in inflorescence development, gibberellin metabolic process, response to abscisic acid (ABA), response to ethylene, extracellular matrix assembly, and dormancy were unique to clusters 1 to 4, while genes involved in leaf morphogenesis, auxin metabolic process, auxin transport, and auxin-activated signaling pathways were only enriched in clusters 5 to 8. Clusters 9 and 10 contain only 36 genes with no significantly enriched GO terms.

A closer look at individual DEGs revealed several genes with known roles in leaf expansion and patterning as well as branch meristem initiation and determinacy. These results were largely expected based on the bract growth and branch suppression phenotypes of *tsh1* and *tsh4*. In addition to these genes, we were particularly interested in genes involved in hormone metabolism/signaling and boundary formation given the known function of *HANABA TARANU* (*HAN*, the arabidopsis *tsh1* ortholog) as a boundary gene that regulates hormone dynamics (*19*–*21*).

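Fig. 2G pairs 56 gene names with identifiers, all of which are in the table. By the thresholds used here, 9 of the 56 genes were DEGs in *tsh1*, 37 in *tsh4*, and 48 in *tsh1 tsh4*, and 52 were DEGs in at least 1 mutant. The change had the direction given in Fig. 2G for 54 genes in *tsh1*, 56 in *tsh4*, and 56 in *tsh1 tsh4*. Adjusted over all genes, 11, 38, and 50 of them had a p of at most 0.05 in *tsh1*, *tsh4*, and *tsh1 tsh4* by limma. Adjusted over the list alone by the Benjamini-Hochberg method, these counts were 29, 51, and 55, but the list holds the paper's own calls on the same libraries and so shows no stability. Genes of the list with a mean below 1 CPM numbered 11.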

#### Leaf expansion and patterning

Multiple transcription factor families with well-documented roles in leaf development and patterning were differentially regulated in *tsh* mutants, consistent with the bract outgrowth phenotype of these mutants (Fig. 2G). This included up-regulation of multiple *YABBY* transcription factors (*yab1*, *yab3*, *zyb14*, *drl1*, and *drl2*), which have critical roles in leaf expansion (*28*, *29*). In addition, *TEOSINTE BRANCHED1*, *CYCLOIDEA*, and *PCF1* (*TCP*) transcription factors including both class I (*ZmTCP7* and *ZmTCP8*) and class II TCP-CIN (*ZmTCP2* and *ZmTCP5*) orthologs were up-regulated in *tsh.* While the function of class I TCPs is poorly understood, they are thought to regulate cell division (*30*). 

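The genes *yab3* (GRMZM2G106204) and *zyb14* (GRMZM2G005353) were up-regulated in all 3 mutants. Expression of *yab3* rose from 2.36 ± 0.647 CPM (SD, n = 3) in B73 to 10.5 ± 1.99 CPM in *tsh1 tsh4*, with log2 fold changes of 1.42 in *tsh1*, 1.39 in *tsh4*, and 2.13 in *tsh1 tsh4* (SE 0.24 each). Expression of *zyb14* rose from 41.0 ± 12.3 to 199 ± 61.8 CPM, with log2 fold changes of 1.28, 1.73, and 2.28 (SE 0.22 each). Both *drl1* (GRMZM2G088309) and *drl2* (GRMZM2G102218) were DEGs in *tsh1 tsh4* alone. Expression of *drl1* was 11.2 ± 5.74 CPM in *tsh1 tsh4* against 3.58 ± 0.961 CPM in B73 (log2 fold change 1.54, SE 0.29, adjusted p = 0.00198 from limma). Expression of *drl2* was 6.78 ± 0.943 CPM in *tsh1 tsh4* against 1.13 ± 0.409 CPM in B73 (log2 fold change 2.53, adjusted p = 6.87e-05 from limma), while its log2 fold changes in the single mutants were −0.14 and 0.04. Its departure from additivity was 2.63 (SE 0.46, adjusted p = 0.0183 from limma) and kept an adjusted p of at most 0.05 in 7 of the 12 fits that each left out 1 library. *yab1* (GRMZM2G054795) rose from 66.1 ± 31.8 to 152 ± 69.0 CPM in *tsh1 tsh4*, a log2 fold change of 1.2 (SE 0.38) with an adjusted p of 0.0635 from limma, and was not a DEG in any mutant. It was called in *tsh1 tsh4* in 2 of the 11 alternative fits, those with equal library totals and with edgeR's exact test.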

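The class I genes *ZmTCP7* (GRMZM2G078077) and *ZmTCP8* (GRMZM2G003944) rose from 3.14 ± 0.376 and 0.848 ± 0.392 CPM (SD, n = 3) in B73 to 15.7 ± 6.15 and 3.64 ± 0.906 CPM in *tsh1 tsh4*, with log2 fold changes of 2.22 and 2.04 (SE 0.24 and 0.29). The class II genes *ZmTCP2* (GRMZM2G115516) and *ZmTCP5* (GRMZM2G166946) rose from 1.71 ± 0.326 and 0.159 ± 0.0732 CPM to 7.51 ± 0.873 and 2.16 ± 0.556 CPM, with log2 fold changes of 2.09 and 3.13 (SE 0.24 and 0.46). All 4 genes were DEGs in *tsh4*, with log2 fold changes of 1.56 to 2.57, and in *tsh1 tsh4*, with adjusted p-values between 1.18e-05 and 0.000253 by limma with Benjamini-Hochberg adjustment. In *tsh1* the changes had the same sign but none of the 4 was a DEG.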

Class II TCP orthologs, however, have a well-documented role in leaf development (*31*) and interact with *NGATHA* (*NGA*) genes to promote cell differentiation and leaf expansion (*32*)*. NGA2* and *NGA3* are also up-regulated in *tsh* bracts. 

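*ZmNGA2* (GRMZM2G142999) was up-regulated in all 3 mutants, from 1.11 ± 0.114 CPM (SD, n = 3) in B73 to 3.18 ± 0.301 CPM in *tsh1*, 3.63 ± 0.856 CPM in *tsh4*, and 5.84 ± 1.86 CPM in *tsh1 tsh4*. The log2 fold change in *tsh1 tsh4* was 2.25 (SE 0.26, adjusted p = 2.26e-05 from limma with Benjamini-Hochberg adjustment). *ZmNGA3* (GRMZM2G082227) was at 0.521 ± 0.146 CPM in B73 and was a DEG in *tsh4* (log2 fold change 2.10, SE 0.36) and in *tsh1 tsh4* (1.93). Its rise in *tsh1*, 0.96, had an adjusted p of 0.320 from limma.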

Last, two *GROWTH-REGULATING FACTOR* transcription factors (*GRF3* and *GRF5*) are up-regulated. These genes regulate cell proliferation in Arabidopsis (*33*) and are enriched in the actively dividing regions of the maize leaf (*34*), consistent with a role in early leaf expansion.

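*ZmGRF3* (GRMZM2G124566) rose from 45.5 ± 13.0 CPM (SD, n = 3) in B73 to 120.1 ± 14.9 CPM in *tsh4*, a log2 fold change of 1.43 (SE 0.27, adjusted p = 0.00376 from limma with Benjamini-Hochberg adjustment). Its log2 fold change in *tsh1 tsh4* was 1.02, with 95.2 ± 41.5 CPM. *ZmGRF5* (GRMZM2G098594) rose from 30.8 ± 5.25 to 63.4 ± 0.786 CPM in *tsh4* (log2 fold change 1.05, SE 0.19). In *tsh1 tsh4*, its log2 fold change of 0.95 had an adjusted p of 0.00353 from limma but lay under the fold change threshold of 1. Neither gene was a DEG in *tsh1*, where the log2 fold changes were 0.30 and 0.15.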

#### Meristem initiation

Inflorescence branching is controlled by genes that regulate axillary meristem initiation and determinacy. In maize, the transcription factors *barren stalk1* (*ba1*) and *barren stalk fastigiate1* (*baf1*) are required for axillary meristem initiation in the inflorescence (*35*, *36*). 

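Expression of *ba1* (GRMZM2G397518) was 133 ± 13.9 CPM (SD, n = 3) in B73, 92.3 ± 4.43 CPM in *tsh1*, 90.0 ± 31.9 CPM in *tsh4*, and 47.8 ± 11.0 CPM in *tsh1 tsh4*. It was a DEG in *tsh1 tsh4* alone, with a log2 fold change of −1.49 (SE 0.22, adjusted p = 0.000251 from limma with Benjamini-Hochberg adjustment). The adjusted p-values for *ba1* were 0.438 in *tsh1* and 0.153 in *tsh4*. Expression of *baf1* (GRMZM2G072274) was 37.7 ± 6.97 CPM in B73, 24.2 ± 6.12 CPM in *tsh1*, 17.0 ± 5.81 CPM in *tsh4*, and 9.72 ± 1.90 CPM in *tsh1 tsh4*. It was a DEG in *tsh4* (log2 fold change −1.19, adjusted p = 0.00831 from the limma fit) and in *tsh1 tsh4* (−1.95, SE 0.25). The call of *baf1* in *tsh4* held in 10 of the 12 fits that each left out 1 library. In *tsh1*, the log2 fold change of *baf1* was −0.66 with an adjusted p of 0.333. The meristem marker *Kn1* fell by a log2 fold change of −0.70 in *tsh4* (adjusted p = 0.258 from limma), where its libraries did not overlap those of B73. In *tsh1 tsh4* it changed by −0.10, and its sign depended on single libraries.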

Both genes are significantly down-regulated in *tsh* mutants (Fig. 2G), consistent with the reduced and delayed branch meristem initiation in *tsh* mutants. *ba1* and *baf1* are not expressed in the suppressed bract, but in an adjacent boundary domain adaxial to the axillary meristem. It is possible that adjacent cells expressing *ba1/baf1* were sampled inadvertently from the margins of captured bract cells during laser microdissection.

#### Hormone homeostasis and signaling

Lateral organ growth is regulated by a complex interplay of hormone signaling. In light of this, it is not surprising to find a number of hormone signaling genes that were differentially regulated. Specifically, our data consistently indicate that ABA, auxin, and gibberellic acid (GA) signaling were altered.

ABA signaling components including maize orthologs of *CBL-INTERACTING PROTEIN KINASE 1* (*CIPK1*), *PYRABACTIN RESISTANCE 1-LIKE 5* (*PYL5*), *ENHANCER OF ABA CO-RECEPTOR 2* (*EAR1*), *PLANT U-BOX 18* (*PUB18*), *ARIA-INTERACTING DOUBLE AP2 DOMAIN PROTEIN* (*ADAP*), *ABA OVERLY SENSITIVE MUTANT 3* (*ABO3*), *ARABIDOPSIS NAC DOMAIN CONTAINING PROTEIN 2* (*ANAC2*), *BASIC HELIX-LOOP-HELIX DNA-BINDING FAMILY PROTEIN* (*bHLH68*), and *NUCLEAR FACTOR Y*, *SUBUNIT B6* (*NF-YB6*) were down-regulated in *tsh* mutants (Fig. 2G), suggesting that *tsh1* and *tsh4* promote ABA signaling in the suppressed bract. 

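All 9 of these genes were below B73 in all 3 mutants. By the thresholds used here, 3 were DEGs in *tsh1* (*ZmCIPK1*, *ZmABO3*, and *ZmANAC2*), 4 in *tsh4*, and 8 in *tsh1 tsh4*. The strongest fall was that of *ZmNF-YB6* (GRMZM2G124663), from 245 ± 82.3 CPM (SD, n = 3) in B73 to 12.9 ± 8.90 CPM in *tsh1 tsh4*, a log2 fold change of −4.47 (SE 0.53, adjusted p = 2.67e-05 from limma with Benjamini-Hochberg adjustment). *ZmEAR1* (GRMZM5G883632) fell from 349 ± 123 to 43.0 ± 9.92 CPM in *tsh4* and 57.9 ± 11.1 CPM in *tsh1 tsh4*, while its log2 fold change in *tsh1* was −0.08. *ZmPUB18* (GRMZM2G315431) and *ZmPYL5* (GRMZM2G144224) fell from 3.03 ± 1.19 and 1.72 ± 0.533 CPM to 0.160 ± 0.0873 and 0.237 ± 0.0837 CPM in *tsh1 tsh4*. *ZmCIPK1* (GRMZM2G170120) was called only in *tsh1* (log2 fold change −1.73, SE 0.37), and its adjusted p in *tsh1 tsh4* was 0.0992 from limma. Its departure from additivity was 1.86, with an adjusted p of 0.280. In *tsh1 tsh4*, the log2 fold changes of the 9 genes ranged from −4.47 to −1.08.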

Consistent with this, the orthologs of three negative regulators of ABA signaling, including *ABA-HYPERSENSITIVE GERMINATION 1* (*AHG1*), *ZINC FINGER PROTEIN 7* (*ZFP7*) (*37*), and *INDUCER OF CBF EXPRESSION 1* (*ICE1*) (*38*), were up-regulated in *tsh* mutants (Fig. 2G). 

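The 3 genes were DEGs in *tsh1 tsh4*, with log2 fold changes of 1.84 for *ZmAHG1* (GRMZM2G019819, SE 0.36), 1.42 for *ZmZFP7* (GRMZM2G082686, SE 0.40), and 1.77 for *ZmICE1* (GRMZM2G173534, SE 0.20). Their adjusted p-values in *tsh1 tsh4* were 0.00335, 0.0353, and 2.26e-05 from limma. Expression of *ZmICE1* rose from 4.38 ± 0.440 CPM (SD, n = 3) in B73 to 15.1 ± 0.903 CPM in *tsh1 tsh4*. *ZmAHG1* was also a DEG in *tsh1* (log2 fold change 1.59) and *ZmZFP7* in *tsh4* (1.73). The call of *ZmZFP7* in *tsh1 tsh4* held in 6 of the 12 fits that each left out 1 library and in 9 of the 11 alternative fits. The quasi-likelihood test of edgeR did not call *ZmAHG1* in *tsh1*.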

As ABA is associated with dormancy and growth inhibition in multiple developmental contexts (*39*), *tsh1/tsh4* may promote ABA signaling to inhibit bract outgrowth.

Auxin is another crucial regulator of lateral organ initiation and outgrowth (*40*). 

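The conjugate hydrolase *ZmIAR3* (GRMZM2G091540) was expressed at 1.12 ± 0.496 CPM (SD, n = 3) in B73, 1.36 ± 0.287 CPM in *tsh1*, 4.85 ± 0.401 CPM in *tsh4*, and 8.36 ± 1.37 CPM in *tsh1 tsh4*. Its log2 fold change in *tsh1 tsh4* was 2.85 (SE 0.27, adjusted p = 2.35e-06 from limma with Benjamini-Hochberg adjustment). The amido synthetase *ZmGH3.1* (GRMZM2G366873) fell from 18.2 ± 5.04 CPM in B73 to 2.96 ± 1.18 CPM in *tsh4* and 1.45 ± 0.977 CPM in *tsh1 tsh4* (log2 fold change −3.77, SE 0.47). The biosynthesis genes *ZmTAR2* (GRMZM2G066345) and *ZmYUC8* (GRMZM2G159393) were weakly expressed. *ZmTAR2* was a DEG in *tsh4* alone, with 1.16 ± 0.492 against 0.259 ± 0.0522 CPM (log2 fold change 1.74, adjusted p = 0.0281 from limma). *ZmYUC8* had 0 to 2 reads in the B73 libraries and was at least 4.78-fold higher in *tsh4* (adjusted p = 0.0936 from limma), and it was not called in any mutant. It was called in *tsh4* in 5 of the 10 alternative fits that include it, among them the 3 that model the recovered reads.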

The auxin biosynthesis genes *TRYPTOPHAN AMINOTRANSFERASE RELATED 2* (*TAR2*) and *YUCCA 8* (*YUC8*) and the auxin conjugate hydrolase *IAA-ALANINE RESISTANT 3* (*IAR3*) were up-regulated in *tsh* mutants, whereas the auxin inactivation gene indole-3-acetic acid (IAA) amido synthetase *GH3.1* was down-regulated compared to wild type (Fig. 2G). This suggests that *tsh1* and *tsh4* may inhibit auxin production in the suppressed bract primordium. Consistent with this, auxin-responsive Aux/IAA family transcription factors including *IAA5*, *IAA7*, *IAA16*, *IAA22*, and *IAA37* were up-regulated in *tsh* mutants. Similarly, the auxin-inducible gene *zar1*, a positive regulator of cell proliferation and lateral organ size (*41*), was up-regulated, consistent with the bract outgrowth phenotype in *tsh* mutants.

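Of these 5 genes, 3 were DEGs in *tsh4* and 4 in *tsh1 tsh4*, and none was a DEG in *tsh1*. *ZmIAA7* (GRMZM2G104176) rose from 83.6 ± 8.75 CPM (SD, n = 3) in B73 to 219.6 ± 41.8 CPM in *tsh1 tsh4*, a log2 fold change of 1.38 (SE 0.17, adjusted p = 3.83e-05 from limma with Benjamini-Hochberg adjustment). *ZmIAA37* (GRMZM2G359924) rose from 9.60 ± 1.36 to 27.8 ± 6.83 CPM (log2 fold change 1.50, SE 0.19). *ZmIAA16* (GRMZM2G059544) and *ZmIAA22* (GRMZM2G128421) had 0 reads in the B73 libraries and reached 0.775 ± 0.319 and 2.02 ± 0.230 CPM in *tsh1 tsh4*. These values are at least 17.8-fold and 46.3-fold higher than in B73. *ZmIAA5* (GRMZM5G809195) was at 0.0407 ± 0.0270 CPM in B73 and 0.312 ± 0.306 CPM in *tsh1 tsh4* (log2 fold change 1.21, SE 0.52, adjusted p = 0.217 from limma) and was called only in the 3 alternative fits that model the recovered reads and in 1 fit that left out a library.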

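*zar1* (GRMZM2G446201) was a DEG in all 3 mutants, at 0.388 ± 0.178 CPM (SD, n = 3) in B73, 1.80 ± 0.495 CPM in *tsh1*, 1.45 ± 0.261 CPM in *tsh4*, and 1.80 ± 1.02 CPM in *tsh1 tsh4*. The log2 fold changes were 1.99, 1.71, and 1.89 (SE 0.35 each), with adjusted p-values of 0.00637, 0.00728, and 0.00214 from limma with Benjamini-Hochberg adjustment.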

GA promotes organ growth by inducing cell division and elongation (*42*). We found that the GA inactivation enzymes *ZmGA2OX3*, *ZmGA2OX9*, and *ZmGA2OX13* and GA response inhibitors *BOI-RELATED GENE 3* (*BRG3*) (*43*) and *FUSCA3* (*FUS3*) (*44*) were down-regulated in *tsh* mutants (Fig. 2G). Conversely, orthologs of a GA receptor *GA INSENSITIVE DWARF1C* (*GID1C*) and the positive regulator of GA signaling *SCARECROW-LIKE 3* (*SCL3*) (*45*) were up-regulated. 

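All 5 genes were DEGs in *tsh4* and in *tsh1 tsh4*, and none was a DEG in *tsh1*. *ZmGA2OX3* (GRMZM2G022679) fell from 48.6 ± 11.1 CPM (SD, n = 3) in B73 to 6.69 ± 3.25 CPM in *tsh1 tsh4*, a log2 fold change of −2.97 (SE 0.32, adjusted p = 1.21e-05 from limma with Benjamini-Hochberg adjustment). For *ZmGA2OX9* (GRMZM2G152354) and *ZmGA2OX13* (GRMZM2G031432) the log2 fold changes in *tsh1 tsh4* were −2.58 and −1.38 (SE 0.29 and 0.30). *ZmFUS3* (GRMZM2G035701) fell from 15.3 ± 3.21 to 2.36 ± 0.257 CPM in *tsh4* and 2.56 ± 0.175 CPM in *tsh1 tsh4* (log2 fold change −2.52, SE 0.22). *ZmBRG3* (GRMZM2G067830) fell from 30.5 ± 11.1 to 6.67 ± 2.59 CPM in *tsh1 tsh4*. The call of *ZmGA2OX13* in *tsh4* had an adjusted p of 0.0496 from limma, close to the threshold.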

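*ZmGID1C* (GRMZM2G133392) had 0 reads in all 3 B73 libraries and was at 0.438 ± 0.131 CPM (SD, n = 3) in *tsh4* and 0.318 ± 0.100 CPM in *tsh1 tsh4*. It was at least 10.1-fold higher in *tsh4* and at least 7.31-fold higher in *tsh1 tsh4* than in B73, with adjusted p-values of 0.000437 and 0.00109 from limma with Benjamini-Hochberg adjustment. *ZmSCL3* (GRMZM2G140094) rose from 0.134 ± 0.0699 to 0.611 ± 0.147 CPM in *tsh1 tsh4*, a log2 fold change of 1.63 (SE 0.40, adjusted p = 0.0146 from limma), and was not a DEG in *tsh1* or *tsh4*.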

Together, these data indicate that *tsh1* and *tsh4* potentially inhibit GA signaling to suppress bract growth.

In addition to ABA, auxin, and GA, several genes involved in the metabolism and/or signaling of jasmonic acid (JA) and cytokinin (CK) were differentially expressed between wild-type and *tsh* bracts (Fig. 2G). These included orthologs of the JA biosynthesis genes *LIPOXYGENASE 2* (*LOX2*) and *JASMONATE RESISTANT 1* (*JAR1*), which were down-regulated in *tsh* mutants. 

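*ZmLOX2* (GRMZM2G009479) fell from 4.17 ± 0.924 CPM (SD, n = 3) in B73 to 1.48 ± 0.339 CPM in *tsh4* and 1.09 ± 0.336 CPM in *tsh1 tsh4*, log2 fold changes of −1.44 and −1.87 (SE 0.30). Its fall in *tsh1*, −1.16, had an adjusted p of 0.0687 from limma. *ZmJAR1* (GRMZM2G001421) was a DEG in all 3 mutants. It varied in B73, at 8.06 ± 5.59 CPM, and was at 0.888 ± 0.376 CPM in *tsh1*, 1.1 ± 0.332 CPM in *tsh4*, and 0.524 ± 0.492 CPM in *tsh1 tsh4*. Its log2 fold change in *tsh1 tsh4* was −3.78 (SE 0.49, adjusted p = 7.28e-05 from limma with Benjamini-Hochberg adjustment).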

CK-activating enzymes [*LONELY GUY 3* (*LOG3*) and *LOG7*] and CK signaling components [*TYPE-A RESPONSE REGULATOR 6* (*ARR6*) and *ARR9*] were down-regulated in *tsh* mutants, suggesting attenuated CK biosynthesis and signaling in the *tsh* bracts. 

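*ZmLOG3* (GRMZM2G019363) fell from 33.1 ± 12.1 CPM (SD, n = 3) in B73 to 6.62 ± 2.24 CPM in *tsh4* and 8.36 ± 1.43 CPM in *tsh1 tsh4* (log2 fold changes −2.28 and −1.90, SE 0.34). *ZmLOG7* (GRMZM2G073634) fell from 1.81 ± 1.41 to 0.0537 ± 0.0556 CPM in *tsh1 tsh4* (log2 fold change −3.41, SE 0.70, adjusted p = 0.00460 from limma with Benjamini-Hochberg adjustment). *ZmARR9* (GRMZM2G129954) was a DEG in *tsh1 tsh4* alone, with a log2 fold change of −1.41 (SE 0.34). *ZmARR6* (GRMZM2G040736) was not called in any mutant. Its log2 fold changes were 0.25 in *tsh1*, −1.22 in *tsh4*, and −1.03 in *tsh1 tsh4*, with adjusted p-values of 0.948, 0.0898, and 0.135 from limma. It was called in *tsh1 tsh4* in 1 of the 12 fits that each left out 1 library.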

Together, our transcriptomic analysis suggests that *tsh1* and *tsh4* promote ABA, JA, and CK signals while attenuating auxin and GA signals in the bract primordium.

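By hormone class, the numbers of DEGs in *tsh1 tsh4* were 2 of 2 genes of JA synthesis and 3 of 4 genes of CK synthesis and signaling, all down-regulated. For ABA signaling, 8 of 9 genes listed as down-regulated and 3 of 3 listed as up-regulated were DEGs in *tsh1 tsh4*. For auxin, 6 of 9 genes listed as up-regulated and 1 of 1 listed as down-regulated were DEGs, and for GA, 5 of 5 listed as down-regulated and 2 of 2 listed as up-regulated. Whether the changes in *tsh1* and *tsh4* differ from each other was not tested for these genes. From the changes of the hormone genes of Fig. 2G, the paper proposes roles for *tsh1* and *tsh4* in the bract primordium. By this proposal, they promote signals of ABA, JA, and CK, and attenuate those of auxin and GA.

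**Figure D2:**
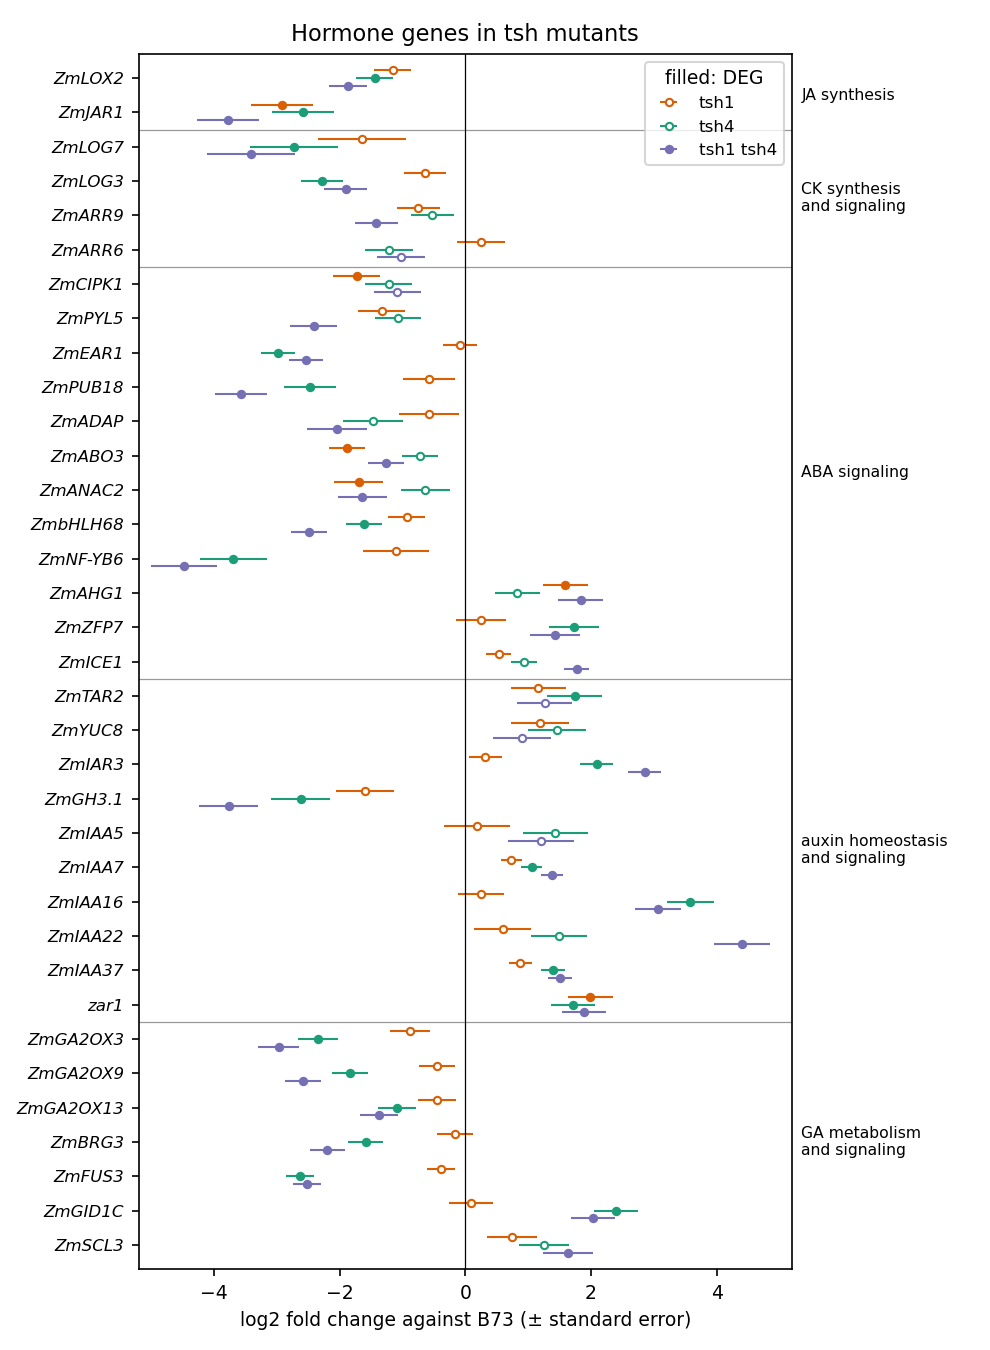
Log2 fold change against B73 (x axis, mean of 3 libraries ± SE) of the hormone genes of Fig. 2G, with 1 row per gene and 1 color per mutant. Filled points are DEGs. In *tsh1 tsh4*, the points range from −4.47 for *ZmNF-YB6* to 4.40 for *ZmIAA22*.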

#### Boundary domain and ligule-associated genes

Boundary domain genes were first described in eudicots where they separate and promote morphogenesis of determinate lateral organs from indeterminate meristems (*46*). Less is known about boundary formation in the monocots, and grasses in particular appear to have a novel boundary in the leaf that separates proximal sheath from distal blade compartments (*47*). The morphology of this boundary region is complex and composed of both ligule and auricle tissues, but we will use the term “ligular boundary” to refer to the entire boundary region. Mutants defective in the ligular boundary also have defects in tassel branching (*48*–*50*) similar to *tsh* mutants. Furthermore, the rice *tsh1* ortholog *NECKLEAF1* is expressed in the ligular boundary (*51*), and *tsh1* expression was shown to be enriched in the ligular boundary compared to adjacent blade and sheath tissue (*52*). While there is no obvious ligule phenotype on vegetative leaves of *tsh* mutants, we did notice ligule-auricle disruptions on the flag leaf of *tsh1-2* mutants (fig. S7C). Considering these correlations between boundary genes, ligules, and tassel branching, we were curious whether boundary or ligule genes were differentially regulated in *tsh* mutants.

We found several genes with documented boundary domain functions in arabidopsis including orthologs of *CUP SHAPED COTYLEDON3* (*CUC3*) (*53*), *LATERAL ORGAN FUSION2* (*LOF2*) (*54*), and *ARABIDOPSIS THALIANA HOMEOBOX GENE1* (*ATH1*) (*55*), all of which were down-regulated in the *tsh* mutants (Fig. 2G).

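*ZmCUC3* (GRMZM2G430522) fell from 253 ± 35.7 CPM (SD, n = 3) in B73 to 110.4 ± 2.38 CPM in *tsh4*, where it was a DEG (log2 fold change −1.19, SE 0.20, adjusted p = 0.00137 from limma with Benjamini-Hochberg adjustment), and 128 ± 30.1 CPM in *tsh1 tsh4* (−0.99, adjusted p = 0.00373). *ZmLOF2* (GRMZM2G312419) and *ZmATH1* (GRMZM2G161435) were DEGs in *tsh1 tsh4* alone, with log2 fold changes of −1.0 and −1.15 (SE 0.21 and 0.24). In *tsh1 tsh4*, *ZmLOF2* was just past the fold change threshold of 1 and *ZmCUC3* just short of it. In *tsh1*, the log2 fold changes of *ZmCUC3*, *ZmLOF2*, and *ZmATH1* were −0.24, −0.56, and −0.95, and none was a DEG.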

In addition to canonical boundary domain genes, we found that *lg2* and *liguleless-related sequence1* (*lrs1*), a paralog of *lg2*, were down-regulated in *tsh* mutants (Fig. 2G). 

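Expression of *lg2* (GRMZM2G060216) was 76.3 ± 14.3 CPM (SD, n = 3) in B73, 22.9 ± 6.09 CPM in *tsh4*, and 11.0 ± 4.79 CPM in *tsh1 tsh4*. The log2 fold changes were −1.75 in *tsh4* (SE 0.29, adjusted p = 0.00137 from limma with Benjamini-Hochberg adjustment) and −2.88 in *tsh1 tsh4* (adjusted p = 6.10e-06). Expression of *lrs1* (AC232238.2_FG004) was 24.1 ± 6.88 CPM in B73, 14.4 ± 0.220 CPM in *tsh1*, 6.92 ± 2.34 CPM in *tsh4*, and 6.28 ± 1.84 CPM in *tsh1 tsh4*. Its log2 fold changes were −1.81 in *tsh4* (SE 0.27, adjusted p = 0.000579 from limma) and −1.92 in *tsh1 tsh4*, and in *tsh1* the log2 fold change of −0.70 had an adjusted p of 0.358. The paper calls *lrs1* a paralog of *lg2*, and how reads common to both were counted is not known from the table.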

Considering the apparent connections between bracts and the ligular boundary discussed above, we were curious whether transcriptional changes associated with ligular boundary were similarly present in our dataset. To investigate this, we compared our bract transcriptome with a published LM expression profile of cells early in ligule specification (*52*). Compared to neighboring blade and sheath cells, the emergent ligule was enriched for 619 genes (*52*). Among these 619 DEGs, a significant portion (141 genes, 22.8%, hypergeometric test *P* value = 3.209 × 10^−99^) were also differentially expressed between wild-type and *tsh* bract primordia (fig. S6 and table S7). The same study also identified 96 DEGs between wild type and *liguleless1* (*lg1*), another gene required for ligule development (*56*). A significant proportion of these (24 genes, 25%, hypergeometric test *P* value = 1.967 × 10^−15^) were also differentially expressed in *tsh* mutants (fig. S6). In addition, 21 (87.5%) of these 24 shared DEGs exhibited a similar trend of expression change in *lg1* and *tsh* mutants (table S8). Together, these results confirm that many transcriptomic changes associated with ligule determination are also associated with bract suppression.

### TSH4 binds regulatory DNA of *tsh1* and *lg2*

The down-regulation of *tsh1* in *tsh4* mutants suggests that *tsh4* is upstream of *tsh1* in a bract suppression network. To test whether this interaction is direct, we used a previously developed TSH4 antibody (*5*) to perform chromatin immunoprecipitation (ChIP). The TSH4 antibody was used to precipitate chromatin from ≤5-mm ear primordia, and enrichment was quantitated by quantitative polymerase chain reaction (qPCR) amplification of five regions across the *tsh1* gene (Fig. 3A). Compared with chromatin purified by immunoglobulin G (IgG) negative control, strong enrichment was observed for two adjacent regions (b and c) in the *tsh1* promoter approximately 1.5 kb upstream of the transcription start site. In addition, we found that these two ChIP-enriched regions overlap a region bound by TSH4 in a TSH4 DAP-seq (DNA affinity purification sequencing) dataset (*57*), demonstrating that *tsh1* is a direct binding target of TSH4 in vivo. While *tsh1* levels are strongly reduced in *tsh4* mutants, some residual expression suggests that additional factors are required to initiate *tsh1* in the suppressed bract, consistent with the notably milder bract suppression phenotype of *tsh4* compared to *tsh1*.

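In the 3 *tsh4* libraries, *tsh1* was at 18.7 to 25.3 CPM, from 996 to 2430 reads, which is 33.4% of the mean in B73. In the *tsh1* mutants, 17 to 67 reads per library were counted on *tsh1*, 0.781% of the mean in B73.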

**Fig. 3.**
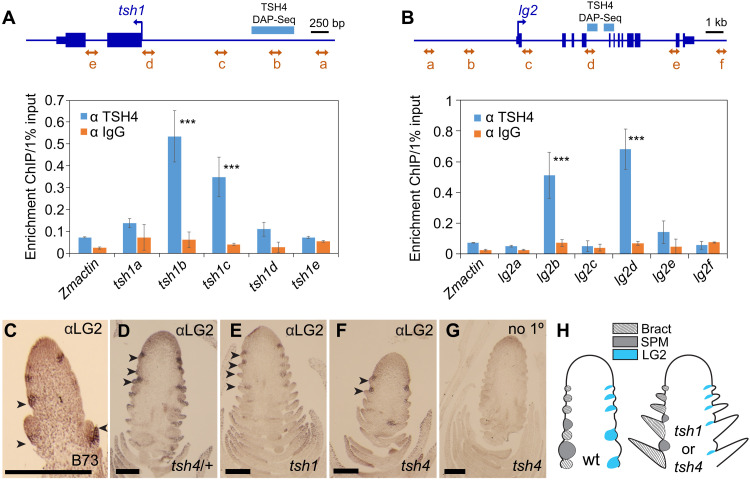
TSH4 binds promoters of *tsh1* and *lg2* and is necessary for suppressed bract expression of *lg2*. (**A**) Anti-TSH4 ChIP using primers designed to five locations (arrows a to e) in the *tsh1* genomic region. Bar graph shows enrichment of an anti-TSH4 ChIP compared to an anti-IgG control. Significant enrichment was found for promoter regions *tsh1b* and *tsh1c*. (**B**) Anti-TSH4 ChIP as in (A), using primers designed to six regions (a to f) of the *lg2* genomic region. Significant enrichment was observed for the promoter (*lg2b*) and the fourth intron (*lg2d*). TSH4 DAP-seq peak regions as identified in (*57*). (**C** to **F**) Immunolocalization of LG2 on a wild-type (B73) tassel primordium (C) and ear primordia of *tsh4/+* (D), *tsh1* (E), and *tsh4* (F). (**G**) Immunolocalization control without primary anti-LG2 antibody shows that the bract and boundary domain localization in (C) to (F) is specific to anti-LG2. (**H**) Summary of LG2 localization in the wild-type (wt) (left) and *tsh1* or *tsh4* mutants (right). SPM, spikelet pair meristem. Arrowheads in (C) to (F) indicate bract primordia. Scale bars, 0.5 mm (C to G). ***P < 0.001, two-tailed Student’s *t* test.

Among the genes differentially regulated by *tsh1* and *tsh4* is *lg2*, a transcription factor required for ligule development (*58*). Considering the reduced branching of *lg2* mutants (*48*), *lg2* may interact with *tsh1* and *tsh4* in their branch promotion roles. While *lg2* mutants were not originally described as having any bract suppression defects, we noticed that both tassels and ears of *lg2* mutants stochastically produce large bracts with low penetrance (fig. S7, A and B), further pointing to a connection between bract regulation and branch meristem determinacy.

We asked whether transcriptional regulation of *lg2* could be explained by direct binding of TSH4 to its promoter. Through ChIP qPCR across the *lg2* genic region, we identified two strong binding regions located in the proximal promoter and the fourth intron, respectively (Fig. 3B). Of these two apparent binding sites, the fourth intron was also bound by TSH4 in a TSH4 DAP-seq dataset (*57*). These results suggest that *lg2* is a transcriptionally modulated direct target of TSH4. Our results reveal that *tsh4* is a positive regulator of *tsh1* and *lg2.* In addition, since *lg2* is down-regulated in *tsh1* single mutants, *tsh1* appears to positively regulate *lg2* independent of and redundantly with *tsh4*.

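In the *tsh1* mutants, *lg2* was at 39.1 ± 5.94 CPM (SD, n = 3), and the log2 fold change from B73 was −0.96 (SE 0.29) with an adjusted p of 0.160 from limma with Benjamini-Hochberg adjustment, so *lg2* was not a DEG in *tsh1*. Without adjustment over genes, the limma p was 0.00489. The *tsh1* libraries, at 33.2 to 45.1 CPM, were all below the B73 libraries, at 67.5 to 92.8 CPM (2-sided exact permutation test, p = 0.1). Over the 11 alternative fits, the log2 fold change ranged from −1.03 to −0.93 and the adjusted p from 0.0360 to 0.250, and none of these fits called *lg2* in *tsh1*. The departure of *lg2* from additivity in *tsh1 tsh4* was −0.17 (SE 0.42).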

To investigate the localization of LG2 during tassel development, we raised an antibody specific to LG2 (fig. S7C) and used this for immunolocalization at early stages of inflorescence development. We found that LG2 localizes to a broad domain that includes both the suppressed bract and the boundary between the suppressed bract and the adjacent meristem (Fig. 3, C and D). The localization of LG2 overlaps with the bract expression of *tsh1* and *tsh4* (*3*, *5*). Given the reduced *lg2* mRNA levels in both *tsh1* and *tsh4*, we hypothesized that these regulators of bract suppression are necessary to promote LG2 protein accumulation within the suppressed bract. LG2 expression is indeed reduced or absent from the suppressed bract region of *tsh1* and *tsh4* mutants, while largely maintained in the narrow boundary between the suppressed bract and the adjacent meristem (Fig. 3, E to G), confirming our LM RNA-seq and ChIP data that *lg2* is downstream of *tsh1* and *tsh4* within the suppressed bract.

### *lg2* interacts synergistically with *tsh1* and *tsh4* to regulate bract suppression and branch meristem determinacy

Our observation that *tsh1* and *tsh4* redundantly promote *lg2* in the suppressed bract raises the possibility that these factors cooperate in bract suppression and/or inflorescence branch meristem determinacy. To assess any genetic interaction of *lg2* with *tsh1* or *tsh4*, we generated *tsh1*/*+*; *lg2*/*+* and *tsh4*/*+*; *lg2*/*+* segregating populations using alleles introgressed into the B73 background and compared the tassel phenotype of each individual genotype in the populations (Fig. 4 and tables S9 and S10). Removing a copy of *lg2* (*lg2*/+) from a *tsh1* or a *tsh4* homozygous background significantly reduced long basal branches (Fi. 4, B and E). Similarly, removing a copy of *tsh1* (*tsh1*/+) or *tsh4* (*tsh4*/+) from a homozygous *lg2* background reduced long branches. Double mutants of *tsh1 lg2* and *tsh4 lg2* completely lacked long branches. Similar shifts of paired to solitary spikelets or nodes lacking any spikelet were observed for each of these genotypes (tables S9 and S10). While *lg2* only rarely produces tassel bracts, removing a copy of *tsh1* (*tsh1/+*) or *tsh4* (*tsh4/+*) from an *lg2* homozygous background resulted in consistent bract production, and the double mutants (both *tsh1 lg2* and *tsh4 lg2*) had a significant increase in tassel nodes with bracts (Fig. 4, C and F). These synergistic interactions are consistent with redundant and cooperative roles for *lg2* with both *tsh1* and *tsh4* in suppressing inflorescence bract growth and promoting branch meristem indeterminacy. We also noticed that while bracts often subtended branches in *tsh* mutants, reduced branches (solitary spikelets and empty nodes) were not always subtended by bracts (fig. S8 and tables S11 and S12), consistent with a role for *tsh1* and *tsh4* in promoting branch indeterminacy independent of their role in bract suppression. Furthermore, meristem determinacy defects were significantly more pronounced in the long branch zone compared to the central spike in both double mutant populations (fig. S9), suggesting a proximo-distal gradient of *tsh1*, *tsh4*, and *lg2* meristem determinacy activity. Overall, these genetic interactions further confirm that *lg2* functions in a common regulatory network with *tsh1* and *tsh4*, and underscore the importance of boundary domain genes in bract suppression and associated branch meristem determinacy.

**Fig. 4.**
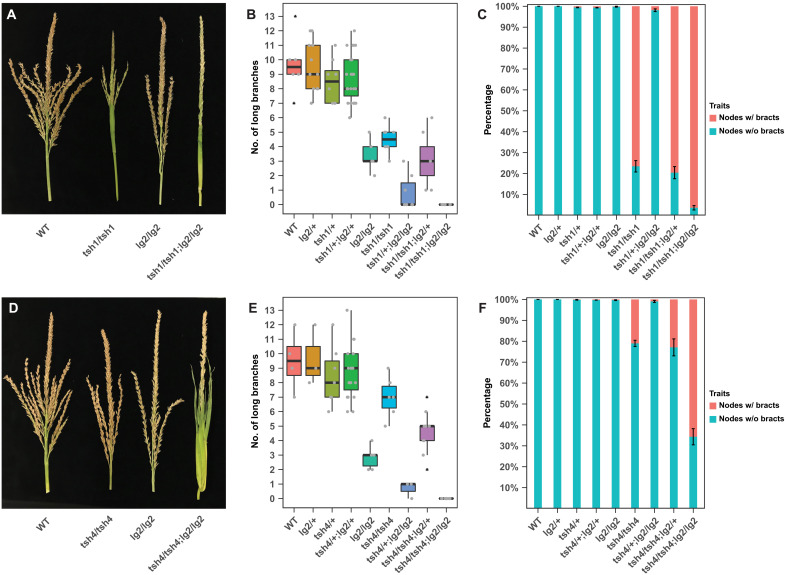
Synergistic *tsh1 lg2* and *tsh4 lg2* interactions promote bract growth and branch repression. (**A** to **C**) *tsh1 lg2* and (**D** to **F**) *tsh4 lg2* genetic interactions. Mature tassel phenotypes (A and D) show an enhancement of bract growth and reduced tassel branching in double mutants, which is further confirmed in a quantification of the number of long branches (B and E) and nodes (i.e., branching sites of the inflorescence) with bracts (C and F). In (B) and (E), the colored boxes define the upper or lower quartile with horizontal lines designating the median, gray dots represent the individual data points, and the black triangles indicate outliers. WT, wild type.

### *tsh1* was likely recruited from an ancestral boundary domain function

The expression pattern and mutant phenotypes of *tsh1* and orthologous genes in the grasses (*3*, *59*) sharply contrast with arabidopsis *HAN* (*60*). One possible explanation for this divergence is that the boundary domain expression and function in arabidopsis is ancestral, and that the grass *NECKLEAF1*, *tsh1*, *THIRD OUTER GLUME* (*NTT*) clade evolved a novel expression and function related to bract suppression and branch promotion. Given the known duplications of the eudicot *HAN-like* and grass *NTT* genes (*3*, *19*), such neofunctionalization is a possibility. As a first step toward investigating the functional divergence of the *HAN-NTT* gene family, we reconstructed their phylogeny focusing in particular on the history of duplications in the grasses (Poaceae) and broader Poales (Fig. 5A). Our analysis revealed that the *HAN-NTT* subfamily of GATA domain transcription factors (i.e., those containing both a GATA and HAN domain) is present throughout the land plants, including the liverwort *Marchantia polymorpha* and the moss *Physcomitrium patens*. Within the eudicots, multiple duplications are apparent, and although our sampling was not sufficient to resolve the timing for each of these, none showed evidence of dating to deep nodes.

**Fig. 5.**
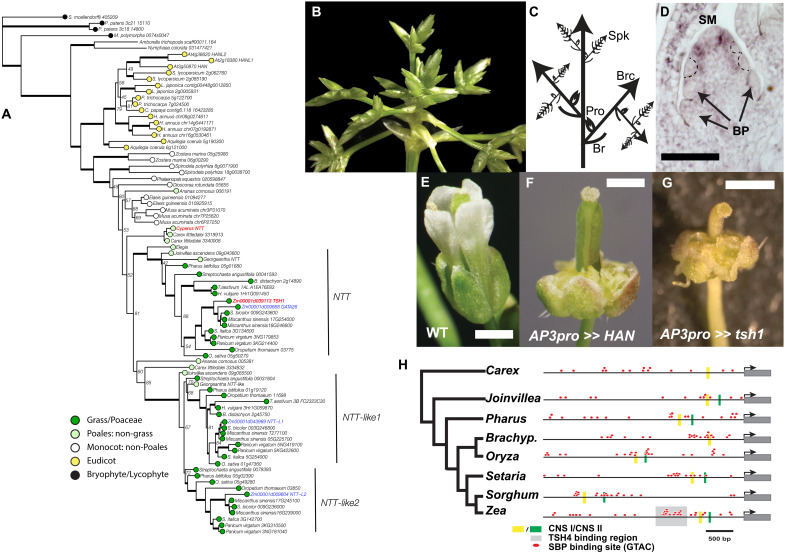
The NTT lineage in the grass family may result from neofunctionalization and maintains an ancestral boundary domain activity. (**A**) Phylogeny of the *HAN-NTT* gene family. (**B** and **C**) *Cyperus* inflorescence shows prominent bracts and prophylls associated with all inflorescence branching events. Br, bract; Brc, branch; Pro, prophyll; Spk, spikelet. (**D**) In situ localization of *Cyperus NTT* in inflorescence shows that *Cyperus NTT* expresses in the boundary domain separating the spikelet meristem from lateral bract primordia. (**E** to **G**) Phenotypes of arabidopsis florets with ectopic expression of *HAN* (F) or *Tsh1* (G) under the *AP3* promoter. (**H**) Distribution of putative SBP binding sites in 5′ promoters of *NTT* genes from grasses and close outgroups. CNS, conserved noncoding site; SM, spikelet meristem; BP, bract primordium. Dashed lines outline bract anlagen. Scale bars, 50 μm (D) and 1.0 mm (E to G).

In the monocots, we identified a well-supported clade of Poales *NTT* genes. Within this Poales clade, we identified a duplication resulting in two distinct clades: *NTT* and *NTT-like1/2*. Members of the *NTT-like* clade are found in all Poales lineages sampled including *Joinvillea* and *Carex* (Cyperaceae) and *Ananas* (Bromeliaceae). However, the *NTT* clade includes no representative from *Ananas* or Cyperaceae, which are sister to the larger *NTT/NTT-like* clade, although the placement of these Cyperaceae and *Ananas* paralogs is poorly supported. While the precise timing remains uncertain, the duplication that created the *NTT* and *NTT-like* clades predates the origin of the grass family and may correspond to the sigma duplication event early in the Poales (*61*). Before the diversification of the grass family, there was a second duplication event creating the *NTT-like1* and *NTT-like2* clades. The paralogous *NTT-like1* and *NTT-like2* genes are present in all sampled grasses, and the timing of this duplication is consistent with the well-documented rho whole-genome duplication event (*61*). While our phylogeny does not show support for *Ananas* or Cyperaceae paralogs in the *NTT* lineages, given the known history of whole-genome duplications at the base of the grasses and Poales, it is more likely that a single duplication created paralogs of *NTT* and *NTT-like* in all Poales including *Ananas* and Cyperaceae rather than a more complicated series of duplication and loss, consistent with the poorly supported topology we recovered.

While *tsh1* and orthologous *NTT* genes in the grass family have a conserved role in bract suppression, the duplication that created the *NTT* lineage clearly predates the origin of bracts, raising the question of what this clade of genes did before they were involved in bract suppression. To infer the likely ancestral expression of the *NTT* lineage, we performed in situ hybridization using the likely *NTT* ortholog from *Cyperus.* The *Cyperus* inflorescence has prominent bracts and prophylls associated with all inflorescence branching events (Fig. 5, B and C). *Cyperus NTT* RNA was present in a distinct boundary domain separating the spikelet meristem from lateral bract primordia (Fig. 5D) but was not in bracts or other lateral organs. This boundary domain expression is similar to that reported for *HAN* in arabidopsis (*60*) and suggests that suppressed bract expression of *NTT* genes in the grass family is a neofunctionalization that arose after the duplication event that created the *NTT* lineage.

Neofunctionalization can involve changes to gene expression domains as well as to protein function. While grass *NTT* genes likely evolved a novel expression domain in the suppressed bract, it is not clear whether the protein function also diverged. We reasoned that if both HAN and TSH1 proteins maintain an ancestral boundary domain function to suppress organ growth (*46*, *47*), ectopic expression of either protein in young lateral primordia would suppress their growth. Consequently, we ectopically expressed TSH1 and HAN in lateral organs of arabidopsis (Fig. 5, E to G). To avoid the deleterious effects of suppressing all leaf growth, we used the arabidopsis *AP3* promoter:LhG4 fusion (p*AP3*) to drive expression of 10-OP:*HAN* and 10-OP:*tsh1* complementary DNA (cDNA) fusions just in petal and stamen lateral primordia. Both p*AP3>>HAN* and p*AP3>>tsh1* flowers lacked petals and stamens, consistent with our hypothesis that HAN and TSH1 have a conserved boundary domain function of inhibiting organ growth. Intriguingly, the overexpression phenotype was not limited to petal and stamen suppression but included growth of unorganized callus-like tissue in the same position of stamens and petals. This result was unexpected and suggests that *HAN* and *tsh1* are sufficient not only to inhibit growth but also to promote dedifferentiation and callus formation, which may be a result of the strong expression driven by the *AP3* promoter combined with the apparent hormone-modifying activity of *HAN* (*19*–*21*) and *tsh1* (this study).

The shift in *NTT* expression from boundary regions in a grass outgroup to the suppressed bract in the grasses likely results from grass *NTT* genes coming under the regulation of novel upstream factors. Since *tsh4* in maize and other grasses maintains an ancestral expression pattern in lateral organs (*5*, *62*, *63*), one possibility is that TSH4 binding to the *tsh1* promoter recruited this gene to a novel domain of inflorescence bracts. We examined 5 kb of 5′ promoter regions of *tsh1* and *NTT* genes in grasses and close outgroups *Joinvillea* and *Carex* to look for potential evidence of changes in TSH4 binding (Fig. 5H). We identified two syntenous conserved noncoding sequences (CNSs) in all promoters, with the exception of *Carex*, which lacked one of the CNSs. We also mapped the distribution of the consensus SBP binding sites [GTAC; (*64*)], and found that they were distributed randomly throughout all promoters. In addition, we observed a marked cluster of potential SBP binding sites in some promoters. In maize *tsh1*, this cluster overlapped with the known binding site of TSH4. A similar cluster was identified in all the core grass *NTT* promoters, but reduced (*Pharus* and *Joinvillea*) or lacking (*Carex*) outside the core grasses. While the relevance of the apparent gain in TSH4 binding site in grass *NTT* genes to in vivo binding dynamics will require further confirmation, the pattern we see is consistent with recruitment of *tsh1* by *tsh4* early in the evolution of the grass family.

Together, these results are consistent with a model in which a gene duplication event created the *NTT* lineage, which maintained the ancestral boundary domain function and expression. Later, the *NTT* lineage was recruited, possibly by *tsh4*, to the bract where it maintained its ancestral boundary domain protein function leading to inhibition of bract growth (Fig. 6).

**Fig. 6.**
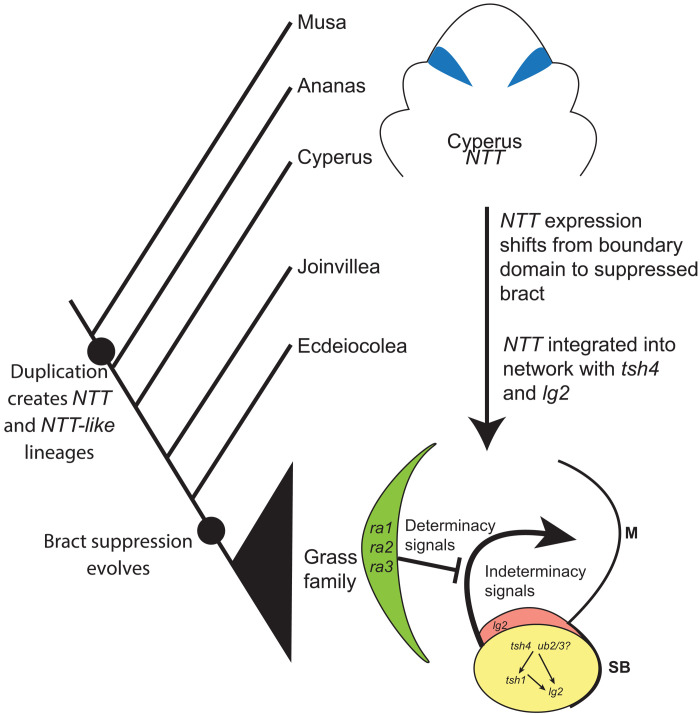
Proposed evolutionary origin and core network of bract suppression in the grass family. SB, suppressed bract; M, meristem.

## DISCUSSION

We identified a core network composed of *tsh1*, *tsh4*, and *lg2* that redundantly regulate bract suppression and branch meristem determinacy. This network is hierarchical with *tsh4* upstream of *tsh1*, and both *tsh4* and *tsh1* are upstream of *lg2* (Fig. 6). *tsh1* and orthologous *NTT* genes in the grass family likely neofunctionalized, shifting an ancestral boundary domain gene to the bracts of the grass inflorescence, where they inhibit bract growth and promote branch indeterminacy (Fig. 6). These results provide insights into the regulatory structure of the bract suppression network, its evolutionary origin, and possible roles for bract suppression in grass inflorescence architecture.

### Synergistic interactions of *tsh1*, *tsh4*, and *lg2* suggest redundant roles in a common bract suppression/branch determinacy network

Pairwise double mutant interactions of *tsh1*, *tsh4*, and *lg2* all show significant synergistic interactions that enhance bract growth and inhibit branch growth. While synergistic genetic interactions are common among duplicate transcription factors that act redundantly, *tsh1*, *tsh4*, and *lg2* are each representatives of unrelated transcription factor families. A reasonable explanation for these synergistic interactions among unrelated genes is that they are tightly integrated in a common network required for bract suppression and branch growth. In addition to the synergistic interactions, double mutant populations among these genes repeatedly show dosage effects despite the fact that each of these mutants is recessive on its own. This may indicate that a threshold level of *tsh1/tsh4/lg2* activity is required for normal inflorescence development, and below this level, any further reduction of these genes compromises signaling through their common network and contributes in a dosage-dependent fashion to bract and branching phenotypes. The structure and possible evolution of this network, which appears to be unique to the grasses, is discussed below.

### *tsh4* and *ub2*/*3* are key regulators of bract suppression associated with phase change

The transition from vegetative to reproductive development in grasses involves marked changes to plant development including a change in phyllotaxy, suppression of internode elongation, inhibition of leaf (bract) growth, and associated promotion of branch meristem growth. The reproductive transition is the final in a series of phase changes that are regulated by a developmental mechanism that appears to be largely conserved across the angiosperms. This mechanism involves competing sets of transcription factors, each, in turn, regulated by microRNAs. The adult and floral phases are promoted by miR172 regulation of its AP2 family targets, while the juvenile phase is promoted by miR156 regulation of its SPL targets (*65*). Of the many morphological changes that occur during the transition to flowering, the miR156 target *tsh4* and paralogs *ub2* and *ub3* regulate bract suppression, tassel branching, and meristem size (*7*). Thus, *SPL* genes are largely conserved in their phase transition roles, while their downstream targets can change in accordance with lineage-specific developmental differences involved in floral transition such as bract suppression. Our data suggest that *tsh1* and *lg2* are downstream targets of *tsh4* in maize, and possibly throughout the grass family. Given the residual expression of *tsh1* in *tsh4* mutants and the genetic redundancy of *ub2* and *ub3* with *tsh4* in bract suppression (*7*), *ub2* and *ub3* are strong candidates for promoting *tsh1* expression in parallel with *tsh4*. Our results are consistent with a model in which bract suppression in the grasses came under the control of *tsh4*/*ub2*/*ub3* as part of the reproductive transition placing *tsh4* at the top of a regulatory hierarchy of bract suppression and the associated promotion of inflorescence meristem indeterminacy (Fig. 6). This contrasts with the convergent suppression of bracts in arabidopsis, which is regulated by distinct genetic mechanisms with a large role played by the floral meristem identity gene *LFY*.

### *tsh1*/*NTT* genes in the grass family likely maintain boundary domain functions

Our data suggest that the novel function of *tsh1/NTT* genes in grass bract suppression evolved from an ancestral role in boundary domain promotion. Despite the evolution of a novel expression domain in the suppressed bract, TSH1 appears to have largely maintained the molecular activity of a boundary domain gene. While boundary domain genes include a diverse set of transcription factors, they share some molecular and morphogenetic properties including the ability to inhibit cell division and expansion in organ boundaries, direct growth of adjacent tissues, and regulate hormone homeostasis (*46*, *66*, *67*). Thus, boundary domains simultaneously function as growth repressors and nonautonomous signaling centers, roles that evolved convergently for boundary domains in animals (*68*). Transcript profiling of *tsh1* in maize and ectopic expression of TSH1 in arabidopsis are consistent with a model in which TSH1 maintains ancestral boundary domain activities, but transferred them to a lateral organ primordium (bract) suppressing its growth and simultaneously promoting growth in the adjacent branch meristem.

### Developmental regulation of ligules, bracts, and branch meristem determinacy is tightly correlated in the grasses

Previous work in maize has shown a recurring pleiotropy in which ligule mutants also have tassel branching defects (*48*, *49*). Here, we show that, at least for *lg2*, this pleiotropy extends to bract suppression as *lg2* interacts with both *tsh1* and *tsh4* to regulate both branch meristem determinacy and bract suppression. That *tsh1* expression is localized to the ligular boundary domain in both maize and rice (*51*, *52*) is notable in light of the *tsh1 lg2* interaction in inflorescence development, although no consistent functional role for *tsh1* in ligule or auricle development has yet emerged (however, see fig. S7C). It is not immediately clear why bract suppression and inflorescence branching would be under the control of the same genes that are necessary for ligule establishment. Insofar as the ligule can be understood as a boundary that separates the sheath and blade in grass leaves, the correlation of ligule development with bract growth and inflorescence branching further underscores the important role of boundary domain genes in these distinct developmental contexts. While the suppressed bract is a novel trait in the grass family, the origin of ligules is less clear (*69*). Future work exploring the intersection of ligule development and bract suppression in an expanded phylogenetic context may shed light on the molecular and evolutionary mechanisms by which these traits arose and became integrated during grass inflorescence branching.

### Bract suppression may be an indirect effect of creating a branch meristem indeterminacy–promoting region acting in opposition to *ramosa* genes

Inflorescence architecture is highly diverse across the angiosperms, and particularly in the grass family. Establishing this architecture requires regulation of meristem determinacy during ontogeny of the inflorescence. After initiation, lateral meristems can either continue growing and branching (indeterminacy) or form a limited number of floral primordia before the meristem is consumed (determinacy) (*26*).

The size and activity of the meristem is coordinated by complex interactions of nonautonomous factors that signal from multiple domains within and around the meristem. Meristem growth versus non-growth is not a simple switch, but a complex readout of competing signals that either promote or inhibit meristem size (*70*), including signals originating outside the meristem proper from adjacent lateral organs (*71*, *72*). While many aspects of the meristem growth network are likely common to all meristems in the plant, how these meristem dynamics are regulated in different developmental contexts to alter plant architecture is less clear. Maize inflorescence architecture mutants suggest that determinacy of branch meristems in the inflorescence involves additional regions of nonautonomous signaling specific to the grass family.

The *ramosa* (*ra*) genes, *ra1*, *ra2*, and *ra3*, are core regulators of branch meristem determinacy in maize. However, *ra* genes are not expressed in the meristem itself, but rather in a boundary domain adaxial to the meristem (*73*–*75*), suggesting that *ra* genes establish a determinacy signaling center adjacent to the meristem. Our work demonstrates that *tsh1*, *tsh4*, and *lg2* interact in a network necessary not only for bract suppression but also for meristem indeterminacy, thus functioning in opposition to *ramosa* genes. Supporting this, *tsh4* is epistatic to *ra* mutants with respect to inflorescence branch determinacy (*5*). Similarly, the *ra1* branch growth phenotype at the base of the tassel requires *lg2* (*73*). Thus, genetic evidence suggests that the indeterminacy-promoting effects of *tsh4* are negatively regulated by *ra* signaling. Furthermore, *tsh1*, *tsh4*, and *lg2* are not expressed directly in the meristem but act from an adjacent domain, analogous to *ra* genes but in the meristem subtending bract rather than adaxial to the meristem. Inflorescence meristem branching in maize thus appears to be under the control of antagonistic signaling centers loosely analogous to the interaction of signaling domains that internally regulate meristem size (*26*, *76*).

*Ra* mutants have increased branching throughout the inflorescence, while *tsh1*, *tsh4*, and *lg2* indeterminacy defects are largely confined to the basal long branch zone and reduced in the central spike. This suggests that a proximo-distal gradient or threshold along the inflorescence axis affects the meristem determinacy activity of *tsh1*, *tsh4*, and *lg2*. Since *tsh1*, *tsh4*, and *lg2* are expressed in the central spike, it is possible that other factors redundantly promote meristem determinacy in the central spike. Alternatively, the balance of *ra* and *tsh/lg2* signaling could change in response to other factors along the proximo-distal axis. A more careful examination of *tsh* and *ra* genetic interactions could shed light on these dynamics.

While the evidence presented here supports a signaling role for *tsh* genes in the promotion of branch indeterminacy, the nature of the nonautonomous signal originating in the bract is still uncertain. Mobile biomolecules including proteins, small peptides, RNA, hormones, or other small molecules are all possible. An intriguing possibility is that the extensive diversification of branching architecture in the grasses was facilitated by the integration of indeterminacy and determinacy signals emanating from the suppressed bract and *ramosa* genes, respectively, to create a grass-specific mechanism to regulate inflorescence branching. Future work to elucidate the maize bract indeterminacy signal and its interaction with antagonistic determinacy signals will provide a framework for understanding the developmental constraints regulating inflorescence architecture in this agronomically important species.

## MATERIALS AND METHODS

### Plant materials

Two new alleles of *tsh4* were isolated from distinct sources. *tsh4-rm* (originally *tsh2*) was identified in a *Mutator*-transposon active population and was introgressed over five times to the reference B73 background before all experiments described here. In a screen for genetic modifiers of *tsh1-2* (A619 background), a phenotypically weak allele, we identified several *enhancers of tasselsheath1* (*ent*) mutants including one we designated ent*-355, which was subsequently renamed tsh4-ent*-355 based on mapping and allelism with *tsh4-ref*. *lg2-R* was introgressed four times into B73 before generating *lg2; tsh1*-*ref* and *lg2; tsh4-rm* double mutant populations. B73, *tsh1-ref*, *tsh4-rm*, and *tsh1-ref tsh4-rm* mutants used for LM RNA-seq assays were grown in 5-gallon pots in a greenhouse at 24°C with supplemental lights for 16-hour light/8-hour dark period.

### Generating double mutants, genotyping, and phenotypic analysis

*tsh1*-*ref* (B73) was crossed as a female to *tsh4*-*rm* (B73) to generate a *tsh1*/*+*, *tsh4*/*+* segregating population. *lg2*-*R* (B73) was crossed as a female to *tsh1*-*ref* (B73) and *tsh4*-*rm* (B73) to generate *tsh1*/*+*, *lg2*/*+* and *tsh4*/*+*, *lg2*/*+* segregating populations, respectively. Each segregating population was grown at an irrigated field in Spanish Fork, Utah and genotyped by PCR using NEB OneTaq DNA polymerase (see table S13 for primer sequences and genotyping instructions). Mature tassels from individual plants were collected, and tassel-related phenotypes were inspected manually.

### Scanning electron microscopy

Dissected ear and tassel primordia were fixed overnight in FAA (4% formalin, 50% ethanol, 5% acetic acid, and 0.01% Triton X-100), dehydrated through an ethanol series, and transitioned to 100% acetone before drying using a 931.GL Supercritical Autosamdri critical point dryer (Tousimis, Maryland) according to the manufacturer’s protocol. Dried samples were mounted on stubs and sputter-coated with gold:palladium (80:20) with Quorum Q150TES (Quorum Technologies, East Sussex, England), before imaging on a XL30 FEI scanning electron microscope (TSS Microscopy, Hillsboro, OR, USA) with an acceleration voltage of 5 to 30 kV under high vacuum mode (<20 mbar) with a working distance of 10 to 20 mm.

### Laser microdissection and RNA-seq library preparation

LM-seq was performed largely as described in (*77*). Briefly, ear primordia were fixed overnight in 3.5% paraformaldehyde, dehydrated through an ethanol series, and transferred to Histoclear (National Diagnostics) before embedding in paraffin. Embedded samples were sectioned at 5 μm and mounted onto charged HistoBond slides (VWR International). The slides were then subjected to laser microdissection by using a PALM microbeam system (Zeiss). Three biological replicates were prepared per genotype (B73, *tsh1*, *tsh4*, and *tsh1 tsh4*). Approximately 750 μm of cells was harvested for each biological replicate. RNA was extracted from microdissected tissues with the PicoPure RNA Isolation Kit (Life Technologies, Carlsbad, CA) and in vitro amplified using TargetAmp 2-round aRNA Amplification Kit 2.0 (Epicentre, Madison, WI). RNA-seq libraries were constructed using the TruSeq Stranded mRNA Library Prep Kit and quantified on an Agilent bioanalyzer (Agilent), and single-end 125–base pair (bp) sequences were generated on Illumina HiSeq 2500.

### Differential expression analysis of RNA-seq data

Differential expression analysis was performed as previously described (*78*) with minor modifications. Twelve RNA-seq libraries were sequenced, and a total of ~958 million single-end raw reads were obtained with an average of 79.9 million reads per library. The overall quality of our sequencing data was assessed using FastQC, and the raw reads were filtered using Trimmomatic v.0.36 to trim and remove low-quality reads and adapter sequences. The filtered reads were mapped to the maize B73 reference genome version 3, release 31 (AGPv3.31) using STAR aligner v.2.6.0a with default parameter settings. Total mapped and uniquely mapped reads are summarized in table S14. A read count matrix including all samples was generated by aggregating the raw counts of mapped reads for a given gene in each sample using featureCounts with reference to 39,479 maize gene models in AGPv3.31. The read count matrix was subjected to differential gene expression analysis using Bioconductor R package edgeR v.3.22.5. Briefly, genes with ubiquitously low expression were filtered out from the read count matrix to improve differential expressed gene detection sensitivity, and only the genes that had count-per-million value of >0.25 in at least three libraries were retained. This resulted in a filtered read count matrix containing 20,168 expressed genes in the samples (table S1). The filtered read count matrix was normalized for compositional bias between libraries using a trimmed means of *M* values (TMM) method and then used to detect genes with differential expression between pairwise samples. Genes with an adjusted *P* value (*q* value) of ≤0.05 and an absolute value of log_2_ fold changes of ≥1 were considered as differentially expressed.

### Gene coexpression cluster analysis

Coexpression analysis was performed as previously described (*78*) with minor modifications. The 1389 genes that were differentially expressed between the wild type (B73) and the three *tsh* mutants (*tsh1*, *tsh4*, and *tsh1*; *tsh4*) were subjected to coexpression cluster analysis across all samples using Bioconductor R package coseq v1.5.2. The raw read count matrix of the 1389 genes in the 12 RNA-seq libraries was converted into an RPKM (reads per kilobase of transcript per million mapped reads) matrix (table S15) that was then used as an input in coseq for coexpression analysis. Briefly, log centered log ratio (log CLR) transformation and TMM normalization were applied to the gene expression matrix to normalize the expression of genes, and the *K*-means algorithm was used to identify the coexpressed clusters across all samples. A range of clusters from 2 to 20 was tested to identify the optimal number of clusters. The *K*-means algorithm embedded in the coseq() function was repeated for 40 iterations (counts, *K* = 2:20; transformation = “logclr”; norm = “TMM”; model = “kmeans”), and the resulting number of clusters in each run was recorded. The most frequently occurring number of clusters was selected as the optimal number of clusters, and genes that were assigned to these clusters were retained for cluster visualization and GO enrichment analysis.

### GO enrichment analysis

Statistically enriched (overrepresented with an adjusted *P* value of ≤0.05) GO terms for genes differentially expressed between pairwise samples or for genes assigned to certain coexpression clusters were identified using singular enrichment analysis in AgriGO v2.0 at http://systemsbiology.cpolar.cn/agriGOv2/ with default parameter settings. After collapsing and removing redundant or very high-level terms, the most statistically enriched GO terms were plotted in ggplot2 for visualization.

### TSH4 ChIP-PCR

Maize B73 plants were grown in the experimental field of the Plant Gene Expression Center, University of California Berkeley. Young ear primordia smaller than 5 mm were carefully dissected. About 1 g of tissue per biological replicate was fixed in 1% formaldehyde solution for 10 min under vacuum and quenched by adding glycine to a final concentration of 0.1 M. Nuclei extraction and ChIP using the TSH4 antibody were performed as described previously (*78*). Normal goat anti-rabbit IgG was used as a negative control. To validate the putative TSH4-binding targets, three biological replicates of immunoprecipitated DNA in ChIP were applied for each qPCR using respective primer pairs listed in table S13 with Fast Evagreen qPCR mix. Relative enrichment was calculated using the Δ*C*_t_ (threshold cycle) method, and significant difference was evaluated through *t* test between anti-TSH4 ChIPed samples and IgG control.

### LG2 antibody generation and immunolocalization

Full-length LG2 coding sequence was cloned into gateway vector pDEST17. N-terminal HIS-tagged full-length LG2 was expressed in rosetta cells and purified in 8 M urea. The antibodies were produced in guinea pigs (Cocalico Biologicals). Whole serum was tested for reactivity via dot blot and then purified first against HIS protein and then against the N terminus of LG2 (residues: 1 to 200, cloned into pDEST15, produced in rosetta cells) fused to glutathione *S*-transferase (GST) as described in (*5*). Specificity was tested using immunolocalization and Western blot in wild-type and *lg2* tissue. Immunolocalization used a protocol based on (*79*) and was as follows. Slides were deparaffinized using Histoclear and then rehydrated through an ethanol series to water. Samples were then boiled in 10 mM sodium citrate (pH 6) for 10 min to retrieve the antigens. Blocking was carried out in 1% bovine serum albumin (BSA)/phosphate-buffered saline (PBS)/0.3% Triton X-100 for 3 hours. Slides were incubated overnight in the primary antibody, before washing in PBS/0.3% Triton X-100. They were then incubated with secondary antibody (goat anti–guinea pig alkaline phosphatase conjugate; Bethyl, #A60-110AP) at room temperature for 2 hours. Slides were then were incubated in a 1:50 dilution of 5-bromo-4-chloro-3-indolyl phosphate/nitro blue tetrazolium (BCIP/NBT) (Roche, #11681451001) in 0.05 M MgCl_2_/tris-buffered saline (pH 9.5) until a dark precipitate was observed. These slides were then imaged on a Leica MZ16-F dissecting microscope with an attached canon EOS 250D camera in water. The LG2 antibody was used at a 1:300 dilution, and goat anti–guinea pig alkaline phosphatase was used at a 1:400 dilution in 1% BSA in PBS.

### Isolation of *NTT* orthologs from the Poales and phylogenetic analysis

Genomic DNA and/or total RNA were isolated from young inflorescences of *Hyparrhenia hirta*, *Streptochaeta angustifolia*, *Pharus latifolia*, *Joinvillea ascendens*, *Elegia tectorum*, *Georgeantha hexandra*, and *Cyperus papyrus.* cDNA was generated using the SuperScript III First-Strand Kit (Thermo Fisher Scientific) according to the manufacturer’s protocol with a modified polyT (polythymine) primer (table S13). A series of degenerate primers (table S13) designed for the HAN domain or the GATA domain were used in combination with a polyT primer to isolate the 3′ sequence using 3′ RACE (rapid amplification of cDNA ends), while primers designed to CNSs in the 5′ promoter with gene-specific reverse primers were used to isolate the 5′ end of genes where possible. These amplified sequences were aligned using CLUSTALX, and the resulting alignment was adjusted by hand using MacClade to create a preliminary alignment. This preliminary alignment was used as the prior to search the Gramene and Phytozome coding sequence databases using a hidden Markov model in HMMER v.3.1b2 to isolate *NTT/HAN* orthologs from *A. thaliana*, *Populus trichocarpa*, *Selaginella moellendorffii*, *Physcomitrella patens*, *M. polymorpha*, *Amborella trichopoda*, *Zea mays*, *Miscanthus sinensis*, *Sorghum bicolor*, *Setaria italica*, *Panicum virgatum*, *Brachypodium distachyon*, *Hordeum vulgare*, *Triticum aestivum*, *Oryza sativa*, *Musa acuminata*, *Dioscorea rotunda*, and *Ananas comosus*.

All identified *NTT/HAN* orthologs were aligned using MAFFT v.7.313, which was then filtered for homoplastic positions by Noisy v.1.5.12. Last, the alignment was tested for the best substitution model and used to infer a maximum-likelihood gene tree and 1000 bootstrap replicates using IQTree v.1.6.3. The best-fit model selected by IQTree was TVM+F+R3. The tree was visualized using R v.4.0.2., and a subclade containing the gene of interest (maize TSH1) out to the nearest outgroup clade (containing genes from *S. moellendorffii*, *P. patens*, and *M. polymorpha*) was selected for further refinement. The process described above was repeated but using only the genes included in the subclade as an input to MAFFT. Last, *tsh1* orthologous sequences identified from the recently published *Cyperus littledalei* genome (*80*) were manually aligned to the final alignment using Mesquite v.3.61, and this alignment was used to create the tree using IQTree as described above.

### In situ hybridization

An antisense T7 probe, labeled with dig-UTP (Roche), was synthesized for the full-length cDNA for *CyperusNTT* using the Invitrogen SuperScript III Kit according to the manufacturer’s protocol. Tissue preparation and in situ hybridization were performed as previously described (*3*).

### Transgenic Arabidopsis

Coding sequence for *tsh1* and *HAN* was amplified from cDNA using primers (table S13) with 5′ Xho I (5′) and 3′ Bam HI (3′) sites and cloned into the pBJ36 vector downstream of the 10-OP promoter. Not I fragments containing the 10-OP:*tsh1* and 10-OP:*HAN* gene promoter fusions were then subcloned from pBJ36 into the pMLBART27 binary vector and subsequently transformed into *Agrobacterium* and used to transform wild-type *A. thaliana* Col. Transgenic lines containing 10-OP:*tsh1* and 10-OP:*HAN* were crossed to the pAP3:Lhg4 driver line (*71*).

### Promoter analysis

Genomic sequence containing 5 kb of 5′ promoter region upstream of the start codon for *tsh1* (*Z. mays*), sorghum *NTT* (*S. bicolor*), setaria *NTT* (*S. italica*), *NL1* (*O. sativa*), brachypodium *NTT* (*B. distachyon*), *P. latifolia NTT*, *J. ascendens NTT*, and *Carex littledalei NTT* isolated the respective published genomes of each species. Pairwise alignments of all promoters were performed with blastn to identify significant stretches of nucleotide identity spanning at least 15 bp. After aligning all pairs of sequences, two regions of similarity from blastn alignments were identified, with only *Carex* lacking one of these. Since they were syntenously arranged in all promoters, we designated these region CNSs. CNS alignments and potential binding sites are provided in fig. S10.

# Supplementary material for: Boundary domain genes were recruited to suppress bract growth and promote branching in maize
**Source:** Sci Adv. 2022 Jun 15;8(24):eabm6835. doi: 10.1126/sciadv.abm6835
**Supplement:** Supplementary file 1 — Figs. S1 to S10 References

Supplementary Materials for  
**Boundary domain genes were recruited to suppress bract growth and  
promote branching in maize**

Yuguo Xiao *et al.*

*Sci. Adv.* **8**, eabm6835 (2022)  
DOI: 10.1126/sciadv.abm6835

**The PDF file includes:**

Figs. S1 to S10  
Legends for tables S1 to S16  
References

**Other Supplementary Material for this manuscript includes the following:**

Tables S1 to S16

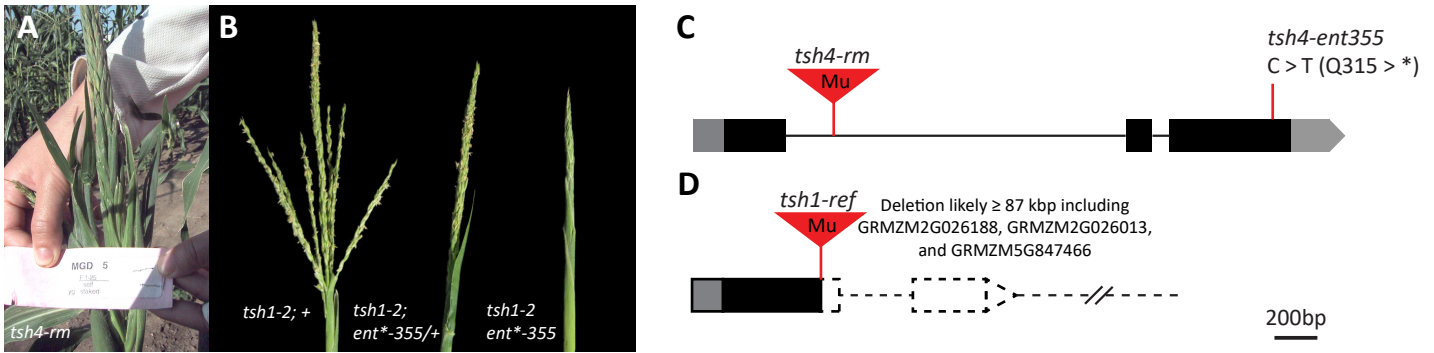

**Fig. S1. New alleles of *tsh1* and *tsh4*.** (A) Tassel phenotype of *tsh4-rm* (originally designated *tsh2-1*) in an undetermined *Mu* active background. (B) Tassel of weak *tsh1-2* allele (A619), left, used as the genetic background for screen for *tsh1* modifiers. The phenotype is limited to occasional bracts and slight reduction in branching. Right, increased bract formation and loss of branching in the homozygous *tsh1-2* ; *enhancer of tsh1*\*-355 (*ent*\*-355) double mutant. *ent*\*-355 is allelic to *tsh4* and was redesignated *tsh4-ent355*. Center, reduced branching phenotype of *tsh1-2* homozygote also heterozygous for *tsh4-ent355*/. (C) Lesions identified in new *tsh4* alleles *tsh4-rm* and *tsh4-ent355*. (D) Mutator insertion followed by large deletion identified in previously uncharacterized *tsh1-ref* allele.

In a previous screen for maize bract suppression mutants (3), we described five *tsh* loci (*tsh1-tsh5*), of which *tsh1* and *tsh4* have been cloned (3, 5). We focused next on the *tsh2-1* mutant, which was isolated in a screen of *Mutator* transposon active families (81). Our original attempts to map *tsh2* showed no linkage with *tsh1* or *tsh4* and complementation of *tsh3* and *tsh5* (Whipple et al., 2010). In contrast with these results, a subsequent bulked-segregant analysis followed by fine-mapping placed *tsh2* on chromosome 7 between SSR markers *bnlg434* and *umc1408*, a 10 Mbp region that contains *tsh4*. Sequencing of *tsh4* in our *tsh2-1* allele revealed a *Mutator* transposon in the first intron (A and C). F1 progeny of a cross with *tsh4-Ds* (5) confirmed that these alleles fail to complement, further supporting that *tsh2-1* is allelic with *tsh4*. Consequently we renamed *tsh2-1* as *tsh4-rm*.

In an EMS mutagenesis screen for modifiers of *tsh1* we identified a strong enhancer provisionally named *enhancer of tsh1*\*-355 (*ent*\*-355) (B). This enhancer segregated as a semi-dominant factor in the homozygous *tsh1-2* (A619) background. *tsh1-2/tsh1-2; ent*\*-355/+ plants showed a marked reduction in branching relative to *tsh1-2* alone, and double mutant *tsh1-2; ent*\*-355 plants had no branches and many more de-repressed bracts. Bulk-segregant analysis placed *ent*\*-355 on chromosome 7 near *tsh4*, and a cross with *tsh4* failed to complement, indicating that these mutants are also allelic. Sequencing revealed a C>T transition resulting in an early stop codon of *tsh4*, so we designated this mutant *tsh4-ent*\*355 (C).

The transposon insertion and associated deletion causing *tsh1-ref* was inferred by PCR amplification with MuTIR6 primers and *tsh1* specific 5' primers, as well as the inability to amplify *tsh1* sequence by PCR 3' of the *Mu* insertion. 

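The genes drawn in the deletion in fig. S1D are GRMZM5G847466, GRMZM2G026013, and GRMZM2G026188. No reads were counted on any of them in the 3 *tsh1* libraries or the 3 *tsh1 tsh4* libraries. The paper took the extent of the deletion from the expression of these genes in the same *tsh1* libraries. Their lack of reads in *tsh1* therefore gives no independent check of the deletion. In B73, GRMZM2G026013 had 769 to 2255 reads per library (16.0 ± 3.42 CPM, SD, n = 3), GRMZM5G847466 had 143 to 367 reads (2.78 ± 0.409 CPM), and GRMZM2G026188 had 19 to 89 reads (0.511 ± 0.241 CPM). Against the detection floor of 3 reads, expression in *tsh1* was at least 312-fold lower for GRMZM2G026013, 54.3-fold lower for GRMZM5G847466, and 9.97-fold lower for GRMZM2G026188. In *tsh4*, the 3 genes were at 11.7 ± 1.11, 2.18 ± 0.109, and 0.285 ± 0.0261 CPM, and none was a DEG there. The genes next to the deletion, in the gene order of the Zm-B73-REFERENCE-NAM-5.0 assembly, were GRMZM2G132929 and GRMZM2G114592. Their log2 fold changes in *tsh1* were 0.41 and 0.04, with adjusted p-values of 0.358 and 0.986 from limma with Benjamini-Hochberg adjustment. Only genes matched by identifier to that assembly could be ordered, so a gene between them can be missing.

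**Figure D3:**
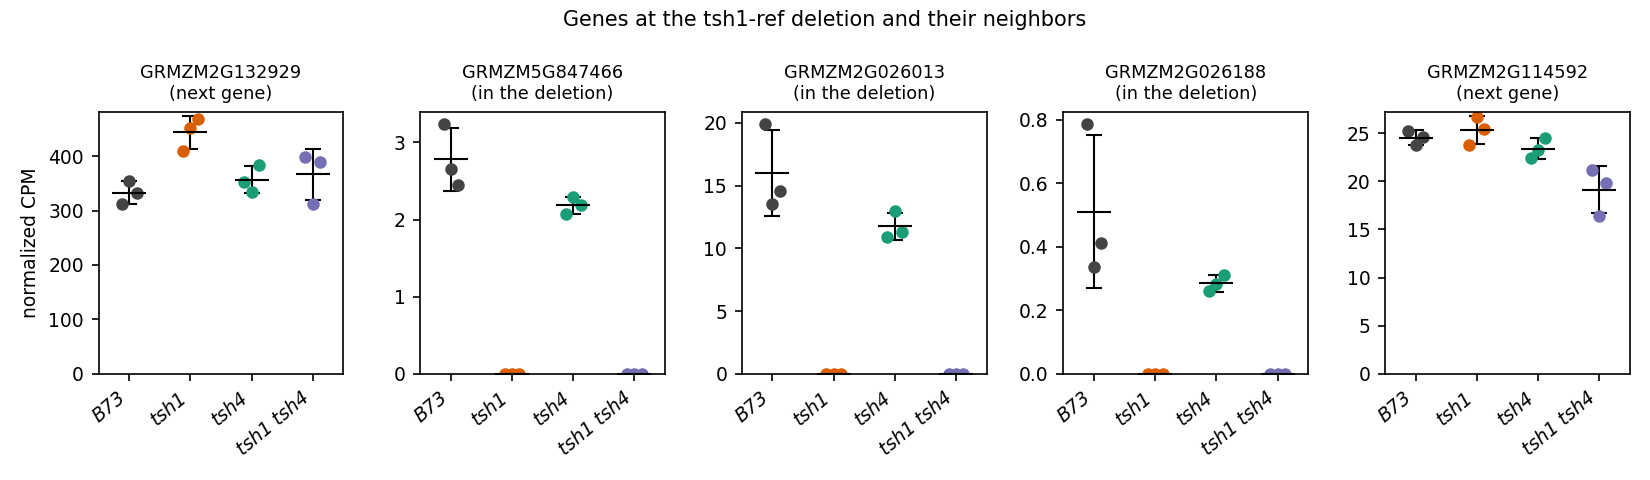
Normalized CPM (y axis) of the 3 genes in the *tsh1-ref* deletion and of the genes next to it, by genotype, with 1 point per library, the mean as a horizontal bar and the SD as error bars. The 3 genes in the deletion are at 0 CPM in *tsh1* and *tsh1 tsh4* and above 0 in every B73 and *tsh4* library.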

The extent of the deletion was determined by examining expression of neighboring genes from our *tsh1-ref* bract LM RNA-seq data-set showing three genes 3' to *tsh1* with no transcripts in *tsh1-ref* despite detectable expression in B73 (see table S16).

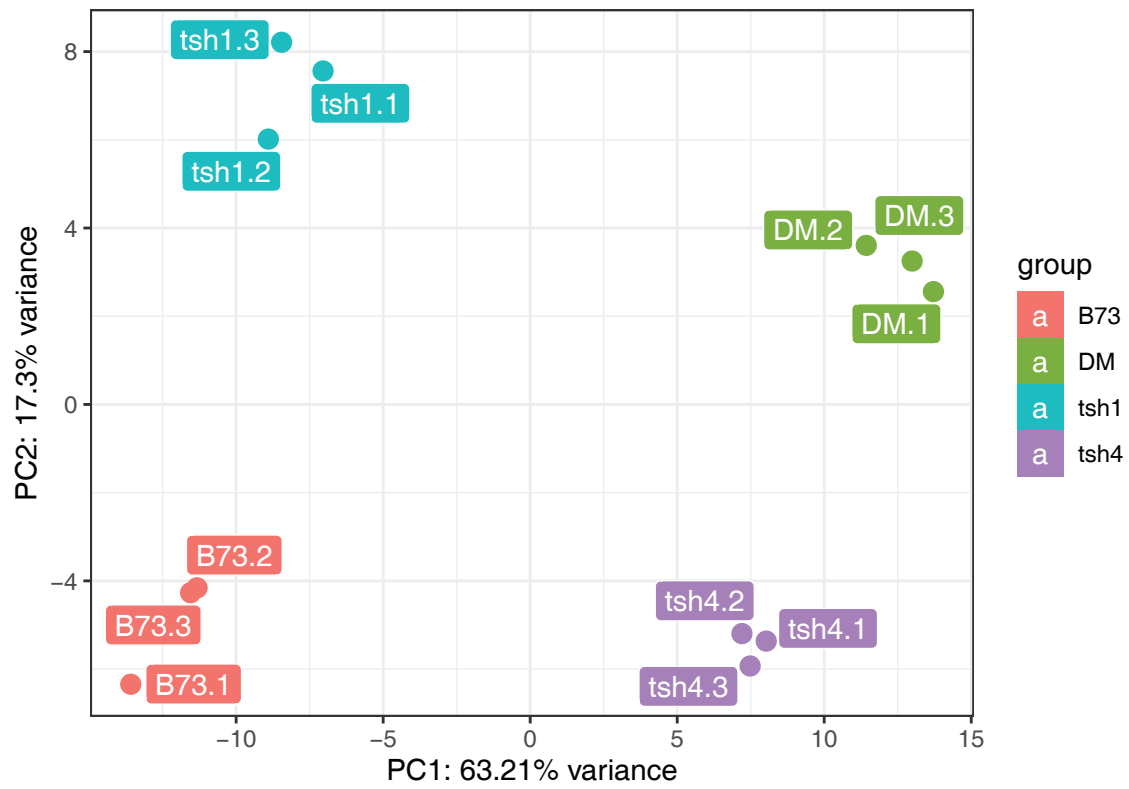

**Fig. S2. Principal component analysis of 12 RNAseq libraries made from laser-microdissected bract primordium of B73, *tsh1*, *tsh4* and *tsh1 tsh4* double mutant (DM).** Principal components (PC) 1 and PC2 are graphically visualized. Colored dots represent individual biological replicates. Each biological replicate was specified with the corresponding sample name followed by a dot symbol and a unique numeric number.

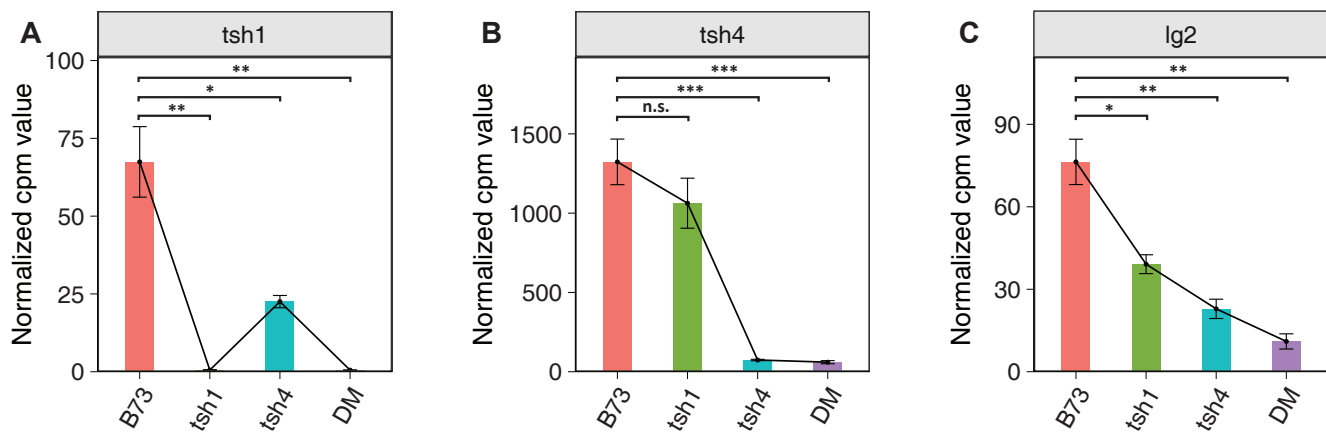

**Fig. S3. Expression of *tsh1*, *tsh4* and *lg2* in bracts of B73 and *tsh* mutants.** (A-C) Expression of *tsh1* (A), *tsh4* (B) and *lg2* (C) in bracts of B73 and *tsh* mutants. Samples are bract primordium of B73, *tsh1*, *tsh4* and *tsh1 tsh4* double mutant (DM). Data are normalized CPM (count-per-million) values based on edgeR output. Data are means  $\pm$  standard error of three biological replicates. n.s., not significant, \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ ; two-tailed Student's t-test.

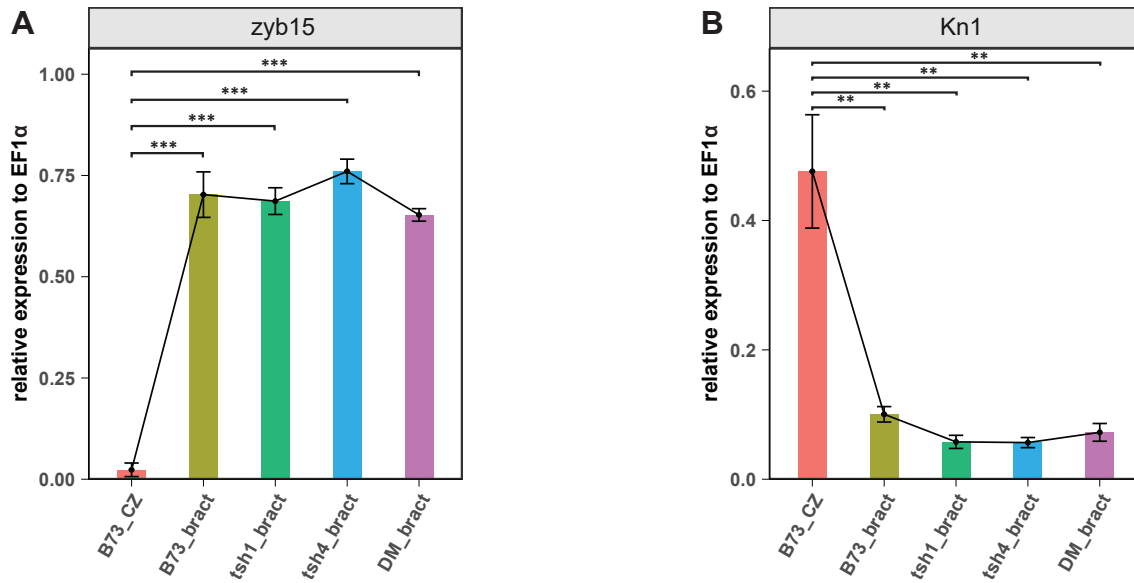

**Fig S4. Expression value of *zyb15* and *Kn1* in maize vegetative shoot apex and bracts. (A-B)** Relative expression value of *zyb15* (A) and *Kn1* (B) relative to a housekeeping gene *EF1α* in maize vegetative shoot apex and bracts. B73\_CZ, center zone of B73 shoot apex; B73\_bract, B73 bract; tsh1\_bract, *tsh1* bract; tsh4\_bract, *tsh4* bract; DM\_bract, bract of *tsh1*; *tsh4* double mutant. The expression value of *zyb15*, *Kn1* and *EF1α* in the center zone of B73 vegetative shoot apex was retrieved from Knauer et.al (82). *EF1α*, elongation factor 1-alpha. Data are means  $\pm$  standard error of three biological replicates. \*\* $p < 0.01$ , \*\*\* $p < 0.001$ ; two-tailed Student's t-test.

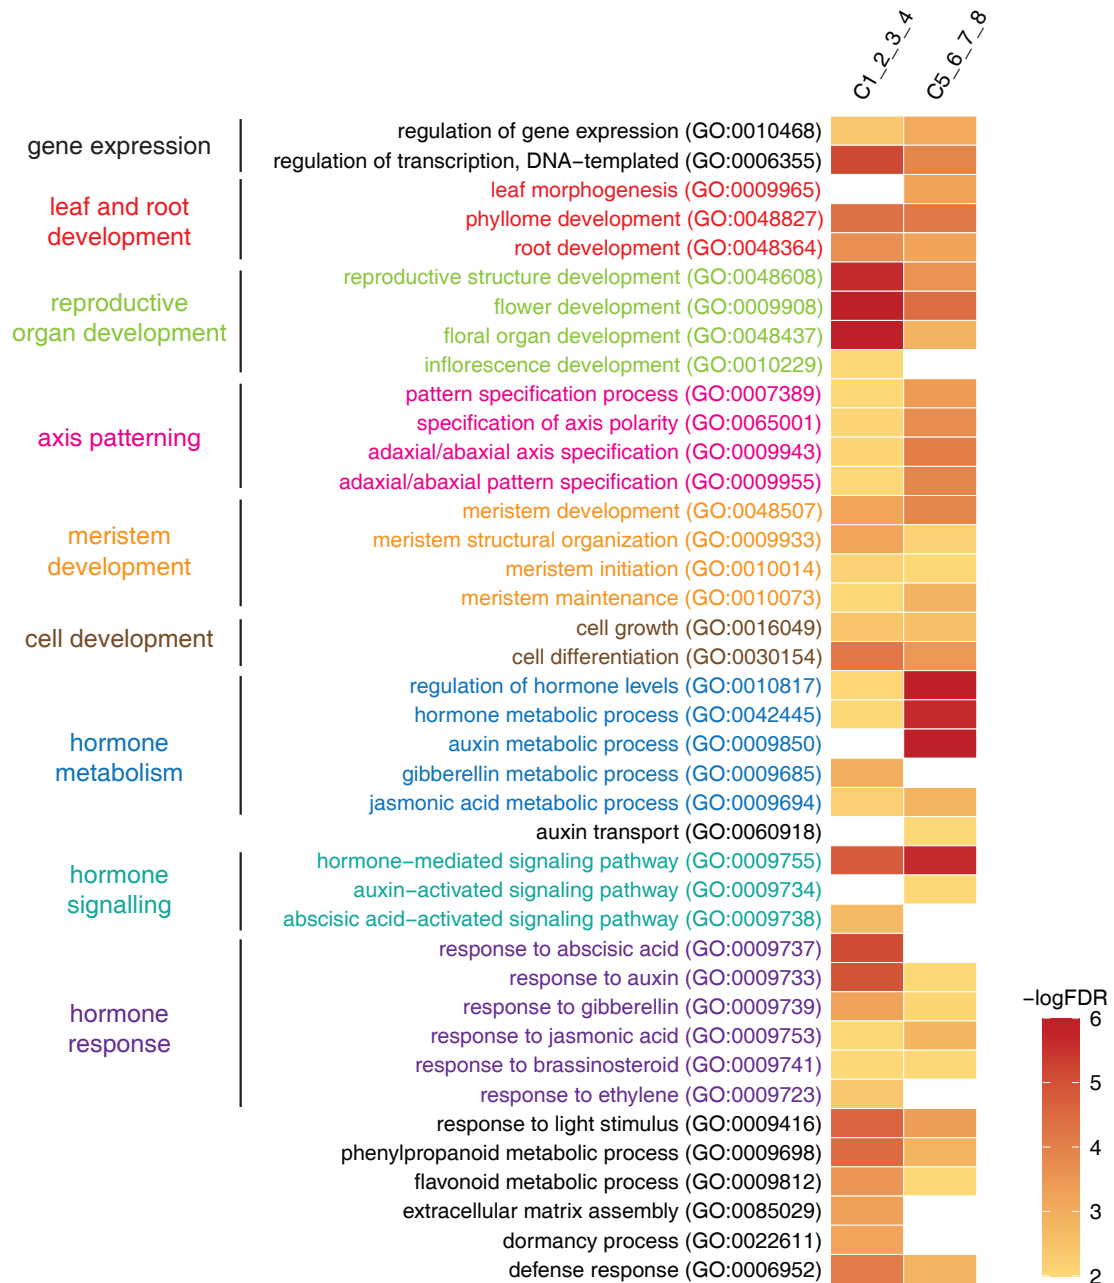

**Fig. S5. Over-represented gene ontology terms in the co-expression clusters in Fig. 2F.** Gene ontology (GO) enrichment analysis was performed with genes from clusters 1-4 (C1\_2\_3\_4) and 5-8 (C5\_6\_7\_8) in Figure 2F. Statistically enriched GO terms were identified using Singular Enrichment Analysis in AgriGO v2.0 at <http://systemsbiology.cau.edu.cn/agriGOv2/> with default parameter settings. GO terms with false discovery rate (FDR)  $\leq 0.01$  ( $-\log\text{FDR} \geq 2$ ) were considered as significantly enriched. After collapsing and removing redundant or very high-level terms, the most statistically enriched GO terms were plotted.

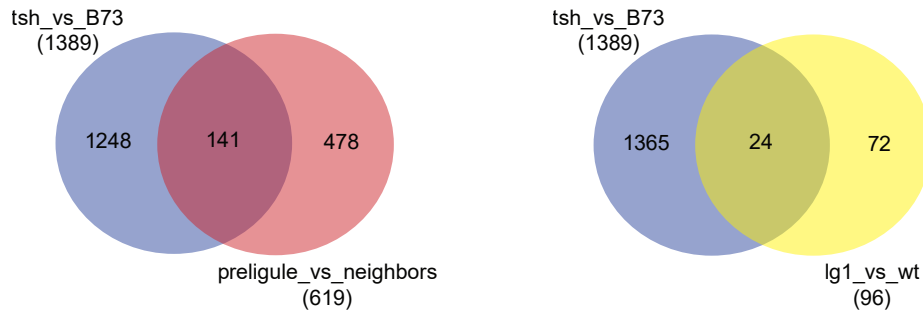

**Fig.S6. Venn diagrams showing common and uniquely differentially expressed genes in *tsh* mutants, *lg1* mutant and the preligule region of wildtype.** tsh\_vs\_B73 stands for the 1389 genes differentially expressed in the bracts of *tsh* mutants (*tsh1*, *tsh4* and *tsh1 tsh4* double mutants) compared to that in the wildtype (B73). preligule\_vs\_neighbors represents the 619 genes differentially expressed in the preligule region compared to that in the neighboring regions (blade and sheath) of wildtype maize developing leaf. lg1\_vs\_wt represents the 96 genes differentially expressed in the leaf primordium of *lg1* mutant compared to that in the wildtype. Genes differentially expressed in the preligule region or in the *lg1* were retrieved from Johnston et al. (52).

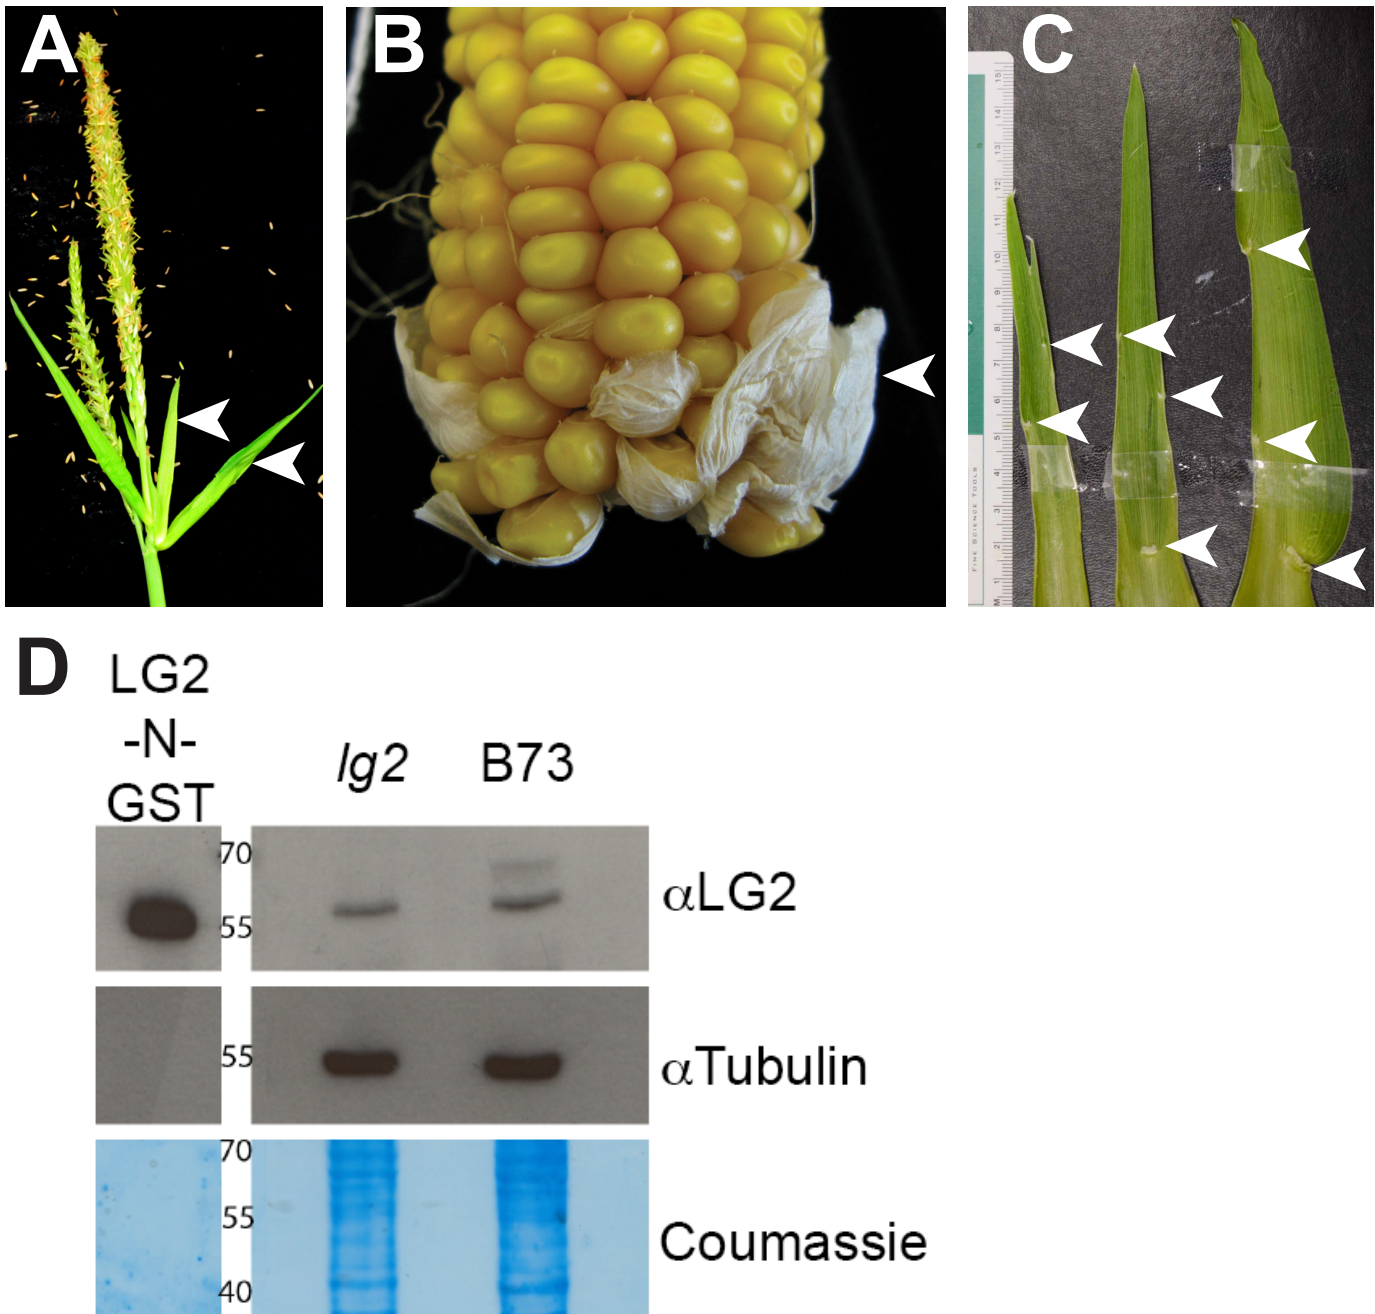

**Fig. S7. *lg2* bract phenotype, *tsh1* ligule phenotype and specificity of LG2 antibody.** (A) Tassel and (B) ear inflorescence phenotype of occasional *lg2* mutant showing ectopic bract growth (arrowheads). (C) Displaced ligule/auricle tissue of flag leaves of *tsh1-2* mutants. (D) Western blot of crude protein extract from *lg2* (reference allele, which is not a protein null allele) and B73 2-week-old shoot apices. Each sample represents protein extract from a pool of 4 individuals. The N terminus of LG2 fused to GST (LG-N-GST) was used to produce the antibody and was used as a positive control in the western blot. The LG2 protein has a predicated size of 57KDa, the upper band in the B73 sample suggests that LG2 is post-translationally modified. Anti-TUBULIN was used as a protein load control. All images are of blots taken from the same gel.

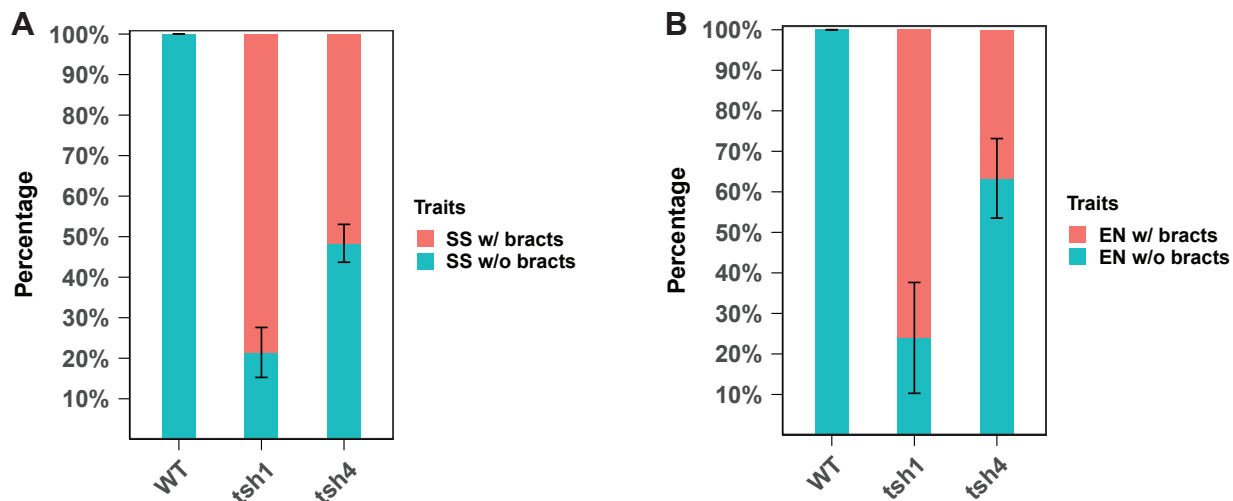

**Fig. S8. Percentage of empty nodes and solitary spikelets with or without subtending bracts in wildtype, *tsh1* and *tsh4* mutants.** (A-B) Percentage of solitary spikelets (A) and empty nodes (B) with or without subtending bracts. Six to eight individual plants per genotype were manually inspected. WT, wildtype. SS w/ bracts, solitary spikelets with subtending bracts; SS w/o bracts, solitary spikelets without subtending bracts; EN w/ bracts, empty nodes with subtending bracts; EN w/o bracts, empty nodes without subtending bracts.

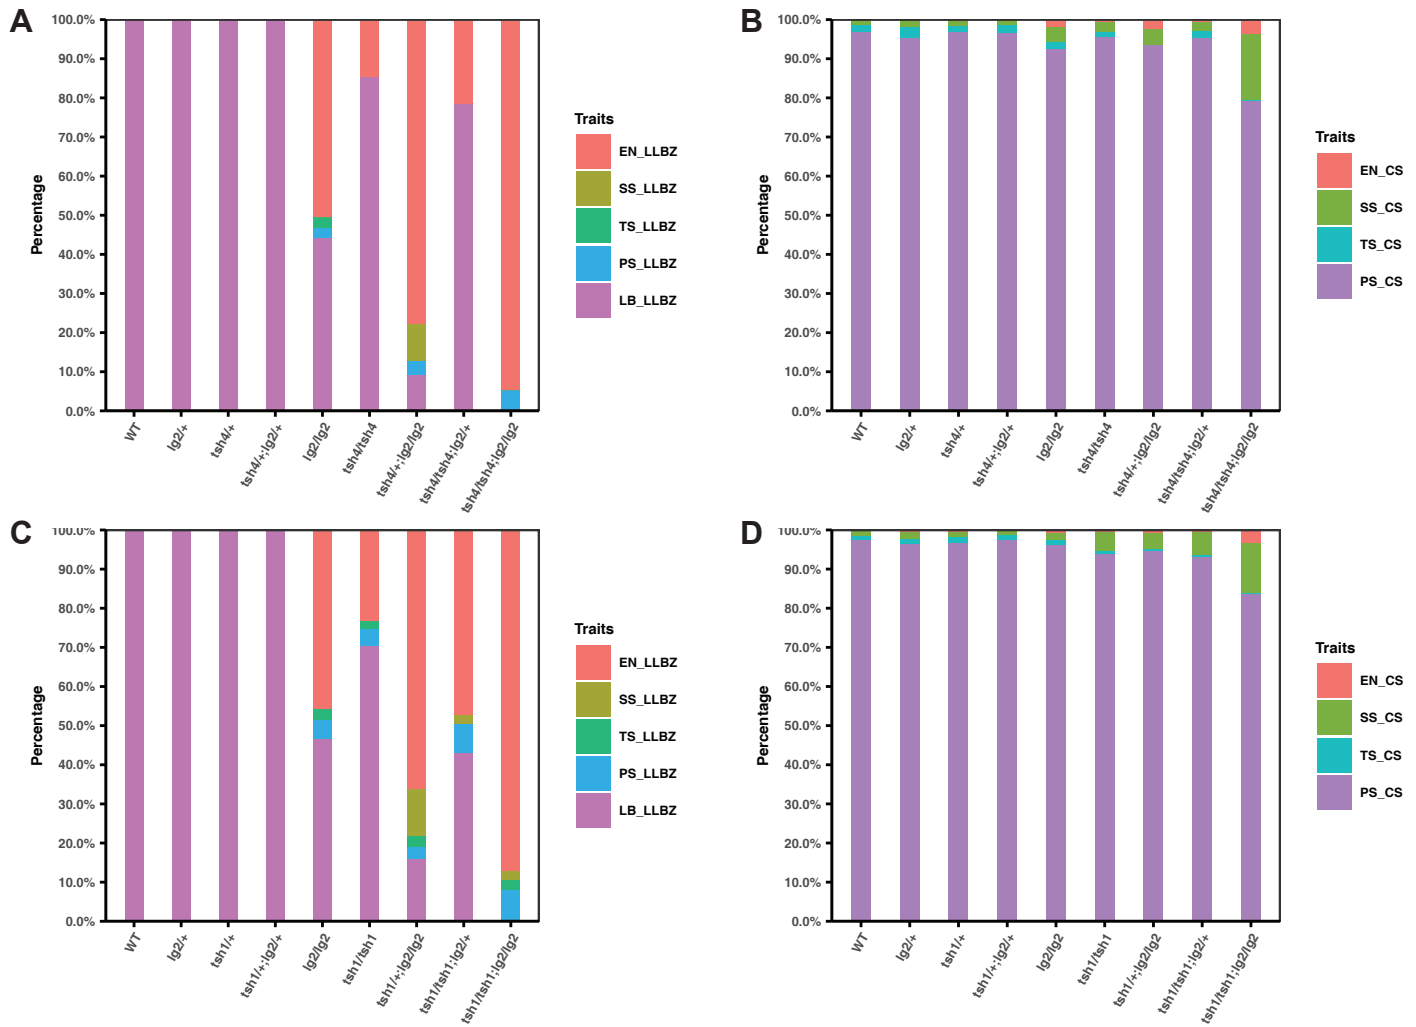

**Fig. S9. Proximo-distal determinacy defects in *tsh4 lg2* and *tsh1 lg2* segregating populations.** (A to D) Percentage of long tassel branch, paired spikelet, triple spikelet, solitary spikelet and empty node in the long lateral branch zone (A and C) and central spike above the long lateral branch zone (B and D) in *tsh4 lg2* (A and B) and *tsh1 lg2* (C and D) segregating populations. EN, empty node; SS, solitary spikelet; TS, triple spikelet; PS, paired spikelet; LB, long tassel branch; LLBZ, long lateral branch zone; CS, central spike above the long lateral branch zone.

## Conserved Non-coding Sequence (CNS) I

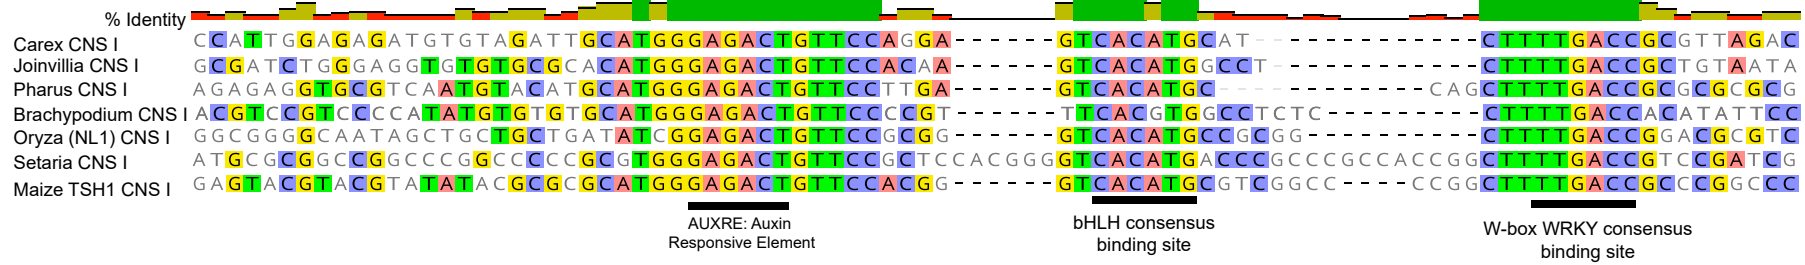

## Conserved Non-coding Sequence (CNS) II

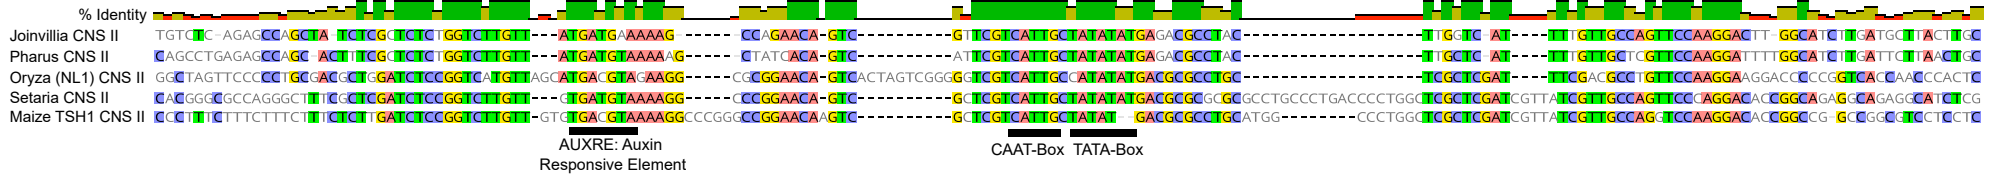

**Fig. S10. Conserved non-coding sequences in the promoters of *NTT* orthologs in the grasses and close outgroups.**

Alignments of Conserved Non-coding Sequences (CNSs) as indicated in Fig. 5H. Potential binding sites of TCP and bHLH transcription factors are indicated for CNS I, while binding sites typical of a core promoter element (CAAT-box and TATA-box) as well as an auxin responsive element are indicated for CNS II. Neither CNS overlapped with consensus SBP binding sites, nor published-DAP-seq peaks.

### Supplementary table legends

**Table S1.** Genes expressed in bracts of B73, *tsh1*, *tsh4* and *tsh1 tsh4* double mutant.

**Table S2.** Genes differentially expressed between *tsh1* and B73.

**Table S3.** Genes differentially expressed between *tsh4* and B73.

**Table S4.** Genes differentially expressed between *tsh1 tsh4* double mutant and B73.

**Table S5.** Genes differentially expressed between B73 and at least one of the *tsh* mutants.

**Table S6a.** Number of genes grouped into individual clusters by gene co-expression analysis.

**Table S6b.** Gene co-expression analysis on genes differentially expressed in at least one *tsh* mutant.

**Table S6c.** Genes co-expressed in cluster 1, 2, 3 and 4.

**Table S6d.** Genes co-expressed in cluster 5, 6, 7 and 8.

**Table S6e.** Genes co-expressed in cluster 9 and 10.

**Table S7.** Shared differentially expressed genes in preligule region and *tsh* mutants.

**Table S8.** Shared differentially expressed genes in *lg1* and *tsh* mutants.

**Table S9.** Phenotypic characterization of *tsh1/+*; *lg2/+* segregating population.

**Table S10.** Phenotypic characterization of *tsh4/+*; *lg2/+* segregating population.

**Table S11.** Bract phenotype characterization of *tsh1/+*; *lg2/+* segregating population.

**Table S12.** Bract phenotype characterization of *tsh4/+*; *lg2/+* segregating population.

**Table S13.** PCR primers used in this study.

**Table S14.** Summary statistics for RNA-sequencing and mapping.

**Table S15.** Gene expression matrix on genes differentially expressed between B73 and *tsh* mutants.

**Table S16.** Expression of *tsh1* neighboring genes in bracts of B73 and *tsh1-ref*.

### Other Supplementary Materials for this manuscript include the following:

**Table S1 to S16** (a separate .xlsx file)

## REFERENCES AND NOTES

1. F. Weberling, *Morphology of Flowers and Inflorescences* (Cambridge Univ. Press, 1989).
2. M. K. Ritter, C. M. Padilla, R. J. Schmidt, The maize mutant barren stalk1 is defective in axillary meristem development. *Am. J. Bot.* **89**, 203–210 (2002).
3. C. J. Whipple, D. H. Hall, S. DeBlasio, F. Taguchi-Shiobara, R. J. Schmidt, D. P. Jackson, A conserved mechanism of bract suppression in the grass family. *Plant Cell* **22**, 565–578 (2010).
4. I. A. Al-Shehbaz, M. A. Beilstein, E. A. Kellogg, Systematics and phylogeny of the Brassicaceae (Cruciferae): An overview. *Plant Syst. Evol.* **259**, 89–120 (2006).
5. G. Chuck, C. Whipple, D. Jackson, S. Hake, The maize SBP-box transcription factor encoded by tasselsheath4 regulates bract development and the establishment of meristem boundaries. *Development* **137**, 1243–1250 (2010).
6. G. Chuck, A. M. Cigan, K. Saeteurn, S. Hake, The heterochronic maize mutant Corngrass1 results from overexpression of a tandem microRNA. *Nat. Genet.* **39**, 544–549 (2007).
7. G. S. Chuck, P. J. Brown, R. Meeley, S. Hake, Maize SBP-box transcription factors unbranched2 and unbranched3 affect yield traits by regulating the rate of lateral primordia initiation. *Proc. Natl. Acad. Sci. U.S.A.* **111**, 18775–18780 (2014).
8. D. Weigel, J. Alvarez, D. R. Smyth, M. F. Yanofsky, E. M. Meyerowitz, *LEAFY* controls floral meristem identity in Arabidopsis. *Cell* **69**, 843–859 (1992).
9. S. R. Hepworth, Y. Zhang, S. McKim, X. Li, G. W. Haughn, BLADE-ON-PETIOLE–dependent signaling controls leaf and floral patterning in Arabidopsis. *Plant Cell* **17**, 1434–1448 (2005).
10. M. Norberg, M. Holmlund, O. Nilsson, The BLADE ON PETIOLE genes act redundantly to control the growth and development of lateral organs. *Development* **132**, 2203–2213 (2005).
11. K. D. Allen, I. M. Sussex, *Falsiflora* and *anantha* control early stages of floral meristem development in tomato (*Lycopersicon esculentum* Mill.). *Planta* **200**, 254–264 (1996).

12. N. Molinero-Rosales, M. Jamilena, S. Zurita, P. Gómez, J. Capel, R. Lozano, FALSIFLORA, the tomato orthologue of FLORICAULA and LEAFY, controls flowering time and floral meristem identity. *Plant J.* **20**, 685–693 (1999).
13. J. Hofer, L. Turner, R. Hellens, M. Ambrose, P. Matthews, A. Michael, N. Ellis, UNIFOLIATA regulates leaf and flower morphogenesis in pea. *Curr. Biol.* **7**, 581–587 (1997).
14. K. Ikeda-Kawakatsu, M. Maekawa, T. Izawa, J.-I. Itoh, Y. Nagato, ABERRANT PANICLE ORGANIZATION 2/RFL, the rice ortholog of Arabidopsis LEAFY, suppresses the transition from inflorescence meristem to floral meristem through interaction with APO1. *Plant J.* **69**, 168–180 (2012).
15. K. Bomblies, R.-L. Wang, B. A. Ambrose, R. J. Schmidt, R. B. Meeley, J. Doebley, Duplicate FLORICAULA/LEAFY homologs *zfl1* and *zfl2* control inflorescence architecture and flower patterning in maize. *Development* **130**, 2385–2395 (2003).
16. Z. Dong, W. Li, E. Unger-Wallace, J. Yang, E. Vollbrecht, G. Chuck, Ideal crop plant architecture is mediated by *tassels replace upper ears1*, a BTB/POZ ankyrin repeat gene directly targeted by TEOSINTE BRANCHED1. *Proc. Natl. Acad. Sci. U.S.A.* **114**, E8656–E8664 (2017).
17. M. Xu, T. Hu, J. Zhao, M.-Y. Park, K. W. Earley, G. Wu, L. Yang, R. S. Poethig, Developmental functions of miR156-regulated *SQUAMOSA PROMOTER BINDING PROTEIN-LIKE (SPL)* genes in *Arabidopsis thaliana*. *PLOS Genet.* **12**, e1006263 (2016).
18. S. Schwarz, A. V. Grande, N. Bujdosó, H. Saedler, P. Huijser, The microRNA regulated SBP-box genes *SPL9* and *SPL15* control shoot maturation in Arabidopsis. *Plant Mol. Biol.* **67**, 183–195 (2008).
19. T. Nawy, M. Bayer, J. Mravec, J. Friml, K. D. Birnbaum, W. Lukowitz, The GATA factor *HANABA TARANU* is required to position the proembryo boundary in the early *Arabidopsis* embryo. *Dev. Cell* **19**, 103–113 (2010).
20. L. Ding, S. Yan, L. Jiang, W. Zhao, K. Ning, J. Zhao, X. Liu, J. Zhang, Q. Wang, X. Zhang, *HANABA TARANU (HAN)* bridges meristem and organ primordia boundaries through *PINHEAD*,

*JAGGED*, *BLADE-ON-PETIOLE2* and *CYTOKININ OXIDASE 3* during flower development in *Arabidopsis*. *PLOS Genet.* **11**, e1005479 (2015).

21. X. Zhang, Y. Zhou, L. Ding, Z. Wu, R. Liu, E. M. Meyerowitz, Transcription repressor HANABA TARANU controls flower development by integrating the actions of multiple hormones, floral organ specification genes, and GATA3 family genes in *Arabidopsis*. *Plant Cell* **25**, 83–101 (2013).
22. E. S. Coen, J. M. Nugent, Evolution of flowers and inflorescences. *Development* **1994**, 107–116 (1994).
23. G. Chuck, E. Bortiri, The unique relationship between *tsh4* and *ra2* in patterning floral phytomers. *Plant Signal. Behav.* **5**, 979–981 (2010).
24. J. W. Chandler, Floral meristem initiation and emergence in plants. *Cell. Mol. Life Sci.* **69**, 3807–3818 (2012).
25. D. A. Baum, C. D. Day, Cryptic bracts exposed: Insights into the regulation of leaf expansion. *Dev. Cell* **6**, 318–319 (2004).
26. C. J. Whipple, Grass inflorescence architecture and evolution: The origin of novel signaling centers. *New Phytol.* **216**, 367–372 (2017).
27. D. Jackson, B. Veit, S. Hake, Expression of maize KNOTTED1 related homeobox genes in the shoot apical meristem predicts patterns of morphogenesis in the vegetative shoot. *Development* **120**, 405–413 (1994).
28. J. Strable, J. G. Wallace, E. Unger-Wallace, S. Briggs, P. J. Bradbury, E. S. Buckler, E. Vollbrecht, Maize *YABBY* genes *drooping leaf1* and *drooping leaf2* regulate plant architecture. *Plant Cell* **29**, 1622–1641 (2017).
29. R. Sarojam, P. G. Sappl, A. Goldshmidt, I. Efroni, S. K. Floyd, Y. Eshed, J. L. Bowman, Differentiating *Arabidopsis* shoots from leaves by combined *YABBY* activities. *Plant Cell* **22**, 2113–2130 (2010).

30. J. A. Aguilar-Martínez, N. Sinha, Analysis of the role of Arabidopsis class I TCP genes AtTCP7, AtTCP8, AtTCP22, and AtTCP23 in leaf development. *Front. Plant Sci.* **4**, 406 (2013).
31. J. F. Palatnik, E. Allen, X. Wu, C. Schommer, R. Schwab, J. C. Carrington, D. Weigel, Control of leaf morphogenesis by microRNAs. *Nature* **425**, 257–263 (2003).
32. P. Ballester, M. Navarrete-Gómez, P. Carbonero, L. Oñate-Sánchez, C. Ferrándiz, Leaf expansion in Arabidopsis is controlled by a TCP-NGA regulatory module likely conserved in distantly related species. *Physiol. Plant.* **155**, 21–32 (2015).
33. J. H. Kim, D. Choi, H. Kende, The AtGRF family of putative transcription factors is involved in leaf and cotyledon growth in Arabidopsis. *Plant J.* **36**, 94–104 (2003).
34. H. Nelissen, D. Eeckhout, K. Demuynck, G. Persiau, A. Walton, M. van Bel, M. Vervoort, J. Candaele, J. De Block, S. Aesaert, M. Van Lijsebettens, S. Goormachtig, K. Vandepoele, J. Van Leene, M. Muszynski, K. Gevaert, D. Inzé, G. De Jaeger, Dynamic changes in ANGUSTIFOLIA3 complex composition reveal a growth regulatory mechanism in the Maize leaf. *Plant Cell* **27**, 1605–1619 (2015).
35. A. Gallavotti, Q. Zhao, J. Kyojuka, R. B. Meeley, M. K. Ritter, J. F. Doebley, M. E. Pè, R. J. Schmidt, The role of barren stalk1 in the architecture of maize. *Nature* **432**, 630–635 (2004).
36. A. Gallavotti, S. Malcomber, C. Gaines, S. Stanfield, C. Whipple, E. Kellogg, R. J. Schmidt, BARREN STALK FASTIGIATE1 is an AT-hook protein required for the formation of maize ears. *Plant Cell* **23**, 1756–1771 (2011).
37. M. P. Joseph, C. Papdi, L. Kozma-Bognár, I. Nagy, M. López-Carbonell, G. Rigó, C. Koncz, L. Szabados, The Arabidopsis ZINC FINGER PROTEIN3 interferes with abscisic acid and light signaling in seed germination and plant development. *Plant Physiol.* **165**, 1203–1220 (2014).
38. Y. Hu, X. Han, M. Yang, M. Zhang, J. Pan, D. Yu, The transcription factor INDUCER OF CBF EXPRESSION1 interacts with ABSCISIC ACID INSENSITIVE5 and DELLA proteins to fine-tune abscisic acid signaling during seed germination in Arabidopsis. *Plant Cell* **31**, 1520–1538 (2019).

39. K. Chen, G.-J. Li, R. A. Bressan, C.-P. Song, J.-K. Zhu, Y. Zhao, Absciscic acid dynamics, signaling, and functions in plants. *J. Integr. Plant Biol.* **62**, 25–54 (2020).
40. M. G. Heisler, M. E. Byrne, Progress in understanding the role of auxin in lateral organ development in plants. *Curr. Opin. Plant Biol.* **53**, 73–79 (2020).
41. Y. Hu, Q. Xie, N.-H. Chua, The Arabidopsis auxin-inducible gene ARGOS controls lateral organ size. *Plant Cell* **15**, 1951–1961 (2003).
42. P. Hedden, V. Sponsel, A century of gibberellin research. *J. Plant Growth Regul.* **34**, 740–760 (2015).
43. J. Park, K. T. Nguyen, E. Park, J.-S. Jeon, G. Choi, DELLA proteins and their interacting RING finger proteins repress gibberellin responses by binding to the promoters of a subset of gibberellin-responsive genes in Arabidopsis. *Plant Cell* **25**, 927–943 (2013).
44. S. Gazzarrini, Y. Tsuchiya, S. Lumba, M. Okamoto, P. McCourt, The transcription factor FUSCA3 controls developmental timing in Arabidopsis through the hormones gibberellin and abscisic acid. *Dev. Cell* **7**, 373–385 (2004).
45. Z.-L. Zhang, M. Ogawa, C. M. Fleet, R. Zentella, J. Hu, J.-O. Heo, J. Lim, Y. Kamiya, S. Yamaguchi, T.-p. Sun, Scarecrow-like 3 promotes gibberellin signaling by antagonizing master growth repressor DELLA in Arabidopsis. *Proc. Natl. Acad. Sci. U.S.A.* **108**, 2160–2165 (2011).
46. S. R. Hepworth, V. A. Pautot, Beyond the divide: Boundaries for patterning and stem cell regulation in plants. *Front. Plant Sci.* **6**, 1052 (2015).
47. A. E. Richardson, S. Hake, Drawing a line: Grasses and boundaries. *Plants* **8**, 4 (2018).
48. J. Walsh, M. Freeling, The *liguleless2* gene of maize functions during the transition from the vegetative to the reproductive shoot apex. *Plant J.* **19**, 489–495 (1999).
49. J. Moon, H. Candela, S. Hake, The *Liguleless narrow* mutation affects proximal-distal signaling and leaf growth. *Development* **140**, 405–412 (2013).

50. M. W. Lewis, N. Bolduc, K. Hake, Y. Htike, A. Hay, H. Candela, S. Hake, Gene regulatory interactions at lateral organ boundaries in maize. *Development* **141**, 4590–4597 (2014).
51. L. Wang, H. Yin, Q. Qian, J. Yang, C. Huang, X. Hu, D. Luo, NECK LEAF 1, a GATA type transcription factor, modulates organogenesis by regulating the expression of multiple regulatory genes during reproductive development in rice. *Cell Res.* **19**, 598–611 (2009).
52. R. Johnston, M. Wang, Q. Sun, A. W. Sylvester, S. Hake, M. J. Scanlon, Transcriptomic analyses indicate that maize ligule development recapitulates gene expression patterns that occur during lateral organ initiation. *Plant Cell* **26**, 4718–4732 (2014).
53. K.-i. Hibara, M. R. Karim, S. Takada, K.-i. Taoka, M. Furutani, M. Aida, M. Tasaka, Arabidopsis CUP-SHAPED COTYLEDON3 regulates postembryonic shoot meristem and organ boundary formation. *Plant Cell* **18**, 2946–2957 (2006).
54. D.-K. Lee, M. Geisler, P. S. Springer, LATERAL ORGAN FUSION1 and LATERAL ORGAN FUSION2 function in lateral organ separation and axillary meristem formation in Arabidopsis. *Development* **136**, 2423–2432 (2009).
55. C. Gómez-Mena, R. Sablowski, ARABIDOPSIS THALIANA HOMEODOMAIN GENE1 establishes the basal boundaries of shoot organs and controls stem growth. *Plant Cell* **20**, 2059–2072 (2008).
56. M. A. Moreno, L. C. Harper, R. W. Krueger, S. L. Dellaporta, M. Freeling, liguleless1 encodes a nuclear-localized protein required for induction of ligules and auricles during maize leaf organogenesis. *Genes Dev.* **11**, 616–628 (1997).
57. W. A. Ricci, Z. Lu, L. Ji, A. P. Marand, C. L. Ethridge, N. G. Murphy, J. M. Noshay, M. Galli, M. K. Mejía-Guerra, M. Colomé-Tatché, F. Johannes, M. J. Rowley, V. G. Corces, J. Zhai, M. J. Scanlon, E. S. Buckler, A. Gallavotti, N. M. Springer, R. J. Schmitz, X. Zhang, Widespread long-range cis-regulatory elements in the maize genome. *Nat. Plants* **5**, 1237–1249 (2019).
58. J. Walsh, C. A. Waters, M. Freeling, The maize gene liguleless2 encodes a basic leucine zipper protein involved in the establishment of the leaf blade-sheath boundary. *Genes Dev.* **12**, 208–218 (1998).

59. K. Houston, A. Druka, N. Bonar, M. Macaulay, U. Lundqvist, J. Franckowiak, M. Morgante, N. Stein, R. Waugh, Analysis of the barley bract suppression gene *Trd1*. *Theor. Appl. Genet.* **125**, 33–45 (2012).
60. Y. Zhao, L. Medrano, K. Ohashi, J. C. Fletcher, H. Yu, H. Sakai, E. M. Meyerowitz, HANABA TARANU is a GATA transcription factor that regulates shoot apical meristem and flower development in *Arabidopsis*. *Plant Cell* **16**, 2586–2600 (2004).
61. M. R. McKain, H. Tang, J. R. McNeal, S. Ayyampalayam, J. I. Davis, C. W. de Pamphilis, T. J. Givnish, J. C. Pires, D. W. Stevenson, J. H. Leebens-Mack, A phylogenomic assessment of ancient polyploidy and genome evolution across the poales. *Genome Biol. Evol.* **8**, 1150–1164 (2016).
62. J.-W. Wang, R. Schwab, B. Czech, E. Mica, D. Weigel, Dual effects of miR156-targeted *SPL* genes and *CYP78A5/KLUH* on plastochron length and organ size in *Arabidopsis thaliana*. *Plant Cell* **20**, 1231–1243 (2008).
63. K. Miura, M. Ikeda, A. Matsubara, X.-J. Song, M. Ito, K. Asano, M. Matsuoka, H. Kitano, M. Ashikari, OsSPL14 promotes panicle branching and higher grain productivity in rice. *Nat. Genet.* **42**, 545–549 (2010).
64. X. Liang, T. J. Nazareus, J. M. Stone, Identification of a consensus DNA-binding site for the *Arabidopsis thaliana* SBP domain transcription factor, AtSPL14, and binding kinetics by surface plasmon resonance. *Biochemistry* **47**, 3645–3653 (2008).
65. C. Li, B. Zhang, MicroRNAs in control of plant development. *J. Cell. Physiol.* **231**, 303–313 (2016).
66. Q. Wang, A. Hasson, S. Rossmann, K. Theres, Divide et impera: Boundaries shape the plant body and initiate new meristems. *New Phytol.* **209**, 485–498 (2016).
67. A. Maugarny-Calès, M. Cortizo, B. Adroher, N. Borrega, B. Gonçalves, G. Brunoud, T. Vernoux, N. Arnaud, P. Laufs, Dissecting the pathways coordinating patterning and growth by plant boundary domains. *PLOS Genet.* **15**, e1007913 (2019).

68. C. Kiecker, A. Lumsden, Compartments and their boundaries in vertebrate brain development. *Nat. Rev. Neurosci.* **6**, 553–564 (2005).
69. P. A. Conklin, J. Strable, S. Li, M. J. Scanlon, On the mechanisms of development in monocot and eudicot leaves. *New Phytol.* **221**, 706–724 (2019).
70. H. Han, X. Liu, Y. Zhou, Transcriptional circuits in control of shoot stem cell homeostasis. *Curr. Opin. Plant Biol.* **53**, 50–56 (2020).
71. A. Goldshmidt, J. P. Alvarez, J. L. Bowman, Y. Eshed, Signals derived from *YABBY* gene activities in organ primordia regulate growth and partitioning of *Arabidopsis* shoot apical meristems. *Plant Cell* **20**, 1217–1230 (2008).
72. B. I. Je, J. Gruel, Y. K. Lee, P. Bommert, E. D. Arevalo, A. L. Eveland, Q. Wu, A. Goldshmidt, R. Meeley, M. Bartlett, M. Komatsu, H. Sakai, H. Jönsson, D. Jackson, Signaling from maize organ primordia via FASCIATED EAR3 regulates stem cell proliferation and yield traits. *Nat. Genet.* **48**, 785–791 (2016).
73. E. Vollbrecht, P. S. Springer, L. Goh, E. S. Buckler IV, R. Martienssen, Architecture of floral branch systems in maize and related grasses. *Nature* **436**, 1119–1126 (2005).
74. E. Bortiri, G. Chuck, E. Vollbrecht, T. Rocheford, R. Martienssen, S. Hake, *ramosa2* encodes a LATERAL ORGAN BOUNDARY domain protein that determines the fate of stem cells in branch meristems of maize. *Plant Cell* **18**, 574–585 (2006).
75. N. Satoh-Nagasawa, N. Nagasawa, S. Malcomber, H. Sakai, D. Jackson, A trehalose metabolic enzyme controls inflorescence architecture in maize. *Nature* **441**, 227–230 (2006).
76. P. Bommert, C. Whipple, Grass inflorescence architecture and meristem determinacy. *Semin. Cell Dev. Biol.* **79**, 37–47 (2018).
77. M. J. Scanlon, K. Ohtsu, M. C. P. Timmermans, P. S. Schnable, Laser microdissection-mediated isolation and in vitro transcriptional amplification of plant RNA. *Curr. Protoc. Mol. Biol.* **87**, 25A.3.1–25A.3.15 (2009).

78. Z. Dong, Y. Xiao, R. Govindarajulu, R. Feil, M. L. Siddoway, T. Nielsen, J. E. Lunn, J. Hawkins, C. Whipple, G. Chuck, The regulatory landscape of a core maize domestication module controlling bud dormancy and growth repression. *Nat. Commun.* **10**, 3810 (2019).
79. L. Conti, D. Bradley, TERMINAL FLOWER1 is a mobile signal controlling Arabidopsis architecture. *Plant Cell* **19**, 767–778 (2007).
80. M. Can, W. Wei, H. Zi, M. Bai, Y. Liu, D. Gao, D. Tu, Y. Bao, L. Wang, S. Chen, X. Zhao, G. Qu, Genome sequence of Kobresia littledalei, the first chromosome-level genome in the family Cyperaceae. *Sci. Data* **7**, 175 (2020).
81. J. Fernandes, Q. Dong, B. Schneider, D. J. Morrow, G.-L. Nan, V. Brendel, V. Walbot, Genome-wide mutagenesis of Zea mays L. using RescueMu transposons. *Genome Biol.* **5**, R82 (2004).
82. S. Knauer, M. Javelle, L. Li, X. Li, X. Ma, K. Wimalanathan, S. Kumari, R. Johnston, S. Leiboff, R. Meeley, P. S. Schnable, D. Ware, C. Lawrence-Dill, J. Yu, G. J. Muehlbauer, M. J. Scanlon, M. C. P. Timmermans, A high-resolution gene expression atlas links dedicated meristem genes to key architectural traits. *Genome Res.* **29**, 1962–1973 (2019).

How the deposited data were processed for this re-analysis (not part of the article)

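RNA from laser-microdissected bract primordia of B73 and of *tsh1*, *tsh4*, and *tsh1 tsh4* mutants was sequenced by the authors in 12 libraries, with 3 biological replicates of each of the 4 genotypes. The authors trimmed reads with Trimmomatic 0.36, aligned them with STAR 2.6.0a, counted them on genes with featureCounts, and computed TMM-normalized CPM, read counts scaled to library size, with edgeR 3.22.5. The text of the paper does not name the strand setting of the counting step. The deposited values are a signal per gene and library in normalized CPM, which the authors rounded to 3 decimals. Genes that the authors had filtered out, with CPM of 0.25 or less in all but at most 2 libraries, are not in the table. Among the 20168 genes listed, 20134 exceed 0.25 normalized CPM in at least 3 libraries and 34 do not. The sums of the 12 columns run from 914220 to 1073140 because the TMM factors are included.

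The number of reads behind each value was recovered from the step between low values of a library. Within rounding, all values in all libraries were whole multiples of it. The recovered totals run from 49481413 to 110703826 reads on genes per library. The deposited values were used for the main comparisons, and the recovered reads were used only to state depth and in the count models tried as alternatives. Raw reads were not analyzed, so alignment, counting, and filtering by the authors are included in every value.

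Genotype and replicate number were taken from the sample titles and from the column names, which the legend of Table S1 explains. The replicate number is the only link between libraries of different genotypes, and the paper does not describe libraries with the same number as pairs. The comparisons did not use it, and a fit with the number as a block was an alternative.

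Differential expression was tested with limma 3.58.1 (lmFit and eBayes with an intensity trend) in R 4.3.3 on log2(CPM + 0.1), in 1 fit to the 12 libraries with all 20168 genes. The contrasts were each mutant against B73 and the interaction, which is the change in *tsh1 tsh4* minus the sum of the changes in *tsh1* and *tsh4*. P-values were adjusted by the Benjamini-Hochberg method over all genes of a contrast. DEGs had an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1. For the interaction, only the adjusted p was used. For single genes of interest, 2-sided exact permutation tests of 3 against 3 libraries were added, for which the smallest possible p is 0.1. The limma fit was tested on simulated data with 12 libraries, in which 168 of 200 genes changed in *tsh4* were recovered with 5 false calls. Each gene was simulated independently. In the real libraries, a single axis across genes held 44.7% of the variance within genotypes. The simulation lacks such shared variation, so its false calls do not give an error rate for these data.

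Principal components were computed from the 500 most variable genes on the log2(CPM + 0.1) scale, centered and not scaled. Clusters were computed by K-means with 10 clusters and 50 starts in scikit-learn 1.9.0. A gene counted as detected in a library above 3 reads. For a genotype at or under that floor in all libraries, the fold was computed against the floor and is a lower bound, and log2 fold changes from limma for such genes are set by the pseudocount. The alternatives were pseudocounts of 0.01 and 1, a filter at a mean of 1 CPM, fits with only the genotypes compared, eBayes without trend, the replicate number as a block, equal library totals, centering on the median, the quasi-likelihood and exact tests of edgeR 4.0.16 and DESeq2 1.42.0 on recovered reads, other thresholds, and fits that each left out 1 library.

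The genes named are every gene that Fig. 2G or fig. S1D pairs with an identifier, every other gene that the paper names in or beside its RNA-seq results and whose identifier a given table pairs with its name, and for each comparison the 2 largest rises and the 2 largest falls. These largest changes were taken among DEGs with a mean of at least 1 CPM and no overlap between the genotypes. Gene names and the order of genes along chromosomes came from a gene table of the Zm-B73-REFERENCE-NAM-5.0 assembly, to which 14380 of the 20168 identifiers (71.3%) could be matched. The rows of *tsh1* and *tsh4* were identified from the means in fig. S3 within a tolerance of 15%. No identifier was found for *ra2*, and *lg1* is not among the listed genes. The ChIP, gene ontology, ligule, and genetic results of the paper were not analyzed here, nor were its mapping statistics.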

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

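Among the tests in this part, those chosen only after the result was seen were the relabeling of the libraries, equal library totals and edgeR for the count of genes with an interaction, the test of *drl1*, the tests of *kn1*, and both tests of the 3 genes changed in a single genotype.

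The response of *tsh1 tsh4* departed from the sum of the responses of *tsh1* and *tsh4* for 58 genes, at an adjusted p of at most 0.05 for the interaction in limma with Benjamini-Hochberg adjustment. The paper does not report such a test. In 100 relabelings of the 12 libraries within replicate numbers, the real one included, 4 gave at least 58 genes. In 100 permutations of the residuals of the additive model within replicate numbers, 11 gave at least 58 genes, up to 3076. With every library scaled to the same total the count was 55, and with the edgeR quasi-likelihood test on recovered reads it was 42, of which 40 were among the 58. Normalization therefore does not account for the count by itself. The edgeR test leaves the depth of the libraries as it is, so it does not exclude depth. DESeq2 on the same reads gave 157 genes. The residual permutation leaves open that the count arises from chance alignment of the variation between libraries, so that the number of genes with an interaction cannot be told apart from that explanation.

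The gene *drl2* rose in *tsh1 tsh4* and not in either single mutant, which gave a departure from additivity of 2.63 on the log2 scale (SE 0.46, limma adjusted p = 0.0183). The 3 *tsh1 tsh4* libraries were above the other 9 libraries. The paralog *drl1* departed by −0.0367, so reads shared with *drl1* do not account for the departure. With equal library totals the adjusted p of *drl2* was 0.0114, and with edgeR on recovered reads it was 0.0383, within a range of 8.66e-05 to 0.0498 over 9 alternatives. Of the 12 fits that each left out a library, 7 kept an adjusted p of at most 0.05, and over these 12 fits the departure ranged from 2.36 to 3.00 and the adjusted p from 0.00334 to 0.0748. No single library produces the departure, but whether its adjusted p passes 0.05 depends on which libraries are included. A response of *drl2* that needs the loss of both genes may be proposed as a hypothesis.

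Among the genes with the largest changes, 3 changed in a single genotype. GRMZM2G456853 was at 28.5 to 58.8 CPM in *tsh1* and listed at 0 in the other 9 libraries, a departure from additivity of −8.62. GRMZM2G120833 had 948 to 1448 reads in *tsh1* and at most 5 in the other libraries, a departure of −7.51. GRMZM2G065757 was at 188 to 296 CPM in the other 9 libraries and had 13 to 18 reads in *tsh1 tsh4*, a departure of −9.23. The first 2 of these genes were at or under 3 reads in all B73 libraries, so the size of their departures is set by the pseudocount. The departures kept their sign and an adjusted p of at most 0.05 in 36 of 36 fits of a gene without 1 library, which goes against a single library as the source. Among 9 alternatives, an adjusted p of at most 0.05 was kept in 9 for GRMZM2G120833 and GRMZM2G065757 and in 8 for GRMZM2G456853. For GRMZM2G456853, the adjusted p ranged from 3.89e-09 to 1.00, the latter with the quasi-likelihood test of edgeR on recovered reads. An allele of the stock that differs from the reference is a candidate explanation. By the floor of 3 reads, 6 genes were on or off in a single genotype, but of the 3 genes only GRMZM2G456853 is among them. The genotypes of the stocks at these genes are not in the table, and a response to the mutations cannot be told apart from it.

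The gene *ra1*, which is in the paper's Tables S3 and S4 but whose change in the mutants its text does not discuss, rose in *tsh4* by a log2 fold change of 2.48 (limma adjusted p = 0.000807) and in *tsh1 tsh4* by 3.03 (limma adjusted p = 6.45e-05). It was at 0.15 ± 0.0928 CPM (SD, n = 3) in B73, from 6 to 15 reads per library, and at 1.95 ± 0.693 CPM in *tsh1 tsh4*. All 3 *tsh1 tsh4* libraries and all 3 *tsh4* libraries were above the B73 libraries. In *tsh1 tsh4*, the adjusted p was 8.06e-05 with equal library totals and 0.000144 with edgeR on recovered reads. It ranged from 7.23e-12 to 0.000476 over 10 alternatives, which goes against normalization as the source of the rise. The edgeR test does not change the depth of the libraries, so depth is not excluded. More meristem cells in the captured tissue are a further candidate explanation. The paper's meristem marker *kn1* changed by −0.10 in *tsh1 tsh4* (limma adjusted p = 0.919), and it ranged from −0.35 to 0.24 over the fits without 1 library, while *ra1* ranged from 2.83 to 3.34. In *tsh4*, *kn1* changed by −0.70. *kn1* therefore did not rise with *ra1*. However, *kn1* was at 179 CPM in B73 against 0.15 CPM for *ra1*. A small gain of meristem tissue would not show in *kn1*, so such a gain is not excluded. The paper places the expression of *ra* genes in a boundary next to the meristem. The rise cannot be told apart from a difference in captured boundary tissue, which *kn1* does not track.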

How the results depend on the processing

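The thresholds and alternatives in this part were chosen before the data were examined, except for a quasi-likelihood fit of edgeR with the replicate number as a block, which was chosen after seeing the data. Over the 11 alternative fits, *tsh1* in *tsh4* and *lg2* in *tsh4* kept their direction and passed the thresholds, with log2 fold changes from −1.58 to −1.51 and from −1.77 to −1.71. Neither *tsh4* in *tsh1*, from −0.40 to −0.30, nor *lg2* in *tsh1*, from −1.03 to −0.93, passed them in any of these fits. The same held in the 12 fits that each left out a library.

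With a pseudocount of 1, there were 150 DEGs in *tsh1*, 414 in *tsh4*, 650 in *tsh1 tsh4*, and 791 in at least 1 mutant, and 285 only in *tsh1 tsh4*. A larger pseudocount shrinks the changes of weakly expressed genes. Restricted to genes with a mean of at least 1 CPM, there were 763 DEGs in *tsh1 tsh4* and 935 in at least 1 mutant, with 309 only in *tsh1 tsh4*. The 2 tests on recovered reads other than quasi-likelihood called more genes in *tsh1*, 384 with the edgeR exact test and 370 with DESeq2, and the share of *tsh4* DEGs found in *tsh1* was 17.9% and 17.6%. DESeq2 gave 157 genes with an interaction. Without a threshold on the fold change, there were 1625 DEGs in *tsh1 tsh4* and 1935 in at least 1 mutant, with 777 only in *tsh1 tsh4*, the largest of these counts over the alternatives. An adjusted p of at most 0.01 gave 135 DEGs in *tsh1*, 511 in *tsh4*, and 31 genes with an interaction. With only the genotypes compared in the fit, 69.5% of *tsh4* DEGs were also DEGs in *tsh1 tsh4*. For the count models and the separate fits, the cause was not tested.

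The number of DEGs ranged over the 12 fits that each left out a library from 156 to 289 in *tsh1*, from 575 to 834 in *tsh4*, from 952 to 1212 in *tsh1 tsh4*, and from 1158 to 1571 in at least 1 mutant. The number of genes with an interaction ranged from 34 to 84, the share of *tsh4* DEGs that were DEGs in *tsh1 tsh4* from 68.2% to 84.2%, and the share found in *tsh1* from 9.43% to 14.4%. In the same fits, the first principal component explained 58.6% to 64.1% of the variance and PC2 16.3% to 20.9%. PC1 explained 33.5% over all genes, 63.1% with a pseudocount of 1, and 50.6% over 2000 genes, and PC2 explained 22.0% over all genes and 17.0% with a pseudocount of 1. Clusters below B73 in all mutants held 47.6% of the genes in the paper's Tables S2 to S4, and clusters above B73 held 42.2% of the DEGs when 12 clusters were used. The cause was not tested.

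With the replicate number as a block, there were 193 DEGs in *tsh1*, 740 in *tsh4*, and 1112 in *tsh1 tsh4*, of which 188, 716, and 1097 were shared with the fit without the block. The union was 1342 genes, 44 genes had an interaction, and the adjusted p from limma was 0.00180 for *tsh1* in *tsh4* (6.86e-08 to 0.00379 over the alternatives) and 0.00327 for *lg2* in *tsh4* (3.38e-07 to 0.00571). The fit of edgeR with the block gave 182 DEGs in *tsh1*, 723 in *tsh4*, 1089 in *tsh1 tsh4*, and 1303 in at least 1 mutant, and 31 genes with an interaction. Deviations from the genotype mean correlated across genes with a mean r of 0.089 over 18 pairs of libraries with the same number and −0.042 over 36 pairs with different numbers.

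Scaling the libraries to equal totals moved the median log2 fold change of all genes by −0.07 in *tsh1*, −0.02 in *tsh4*, and −0.02 in *tsh1 tsh4*, and centering moved it by at most 0.03. The share of up-regulated genes among DEGs in *tsh1* was 38.0%, 31.6% with equal totals, and 41.5% with centering.

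For the 96 results of single genes, 1008 of 1038 values under the alternatives kept their direction and their side of the threshold, 19 no longer passed it, 11 newly passed it, and none reversed. Of 1152 values from fits without a library, 1091 were the same, 42 no longer passed, 14 newly passed, and 5 reversed. The reversals were in genes that passed no threshold in *tsh1 tsh4*. Without a library, *kn1* ranged from −0.35 to 0.24, *ub2* from −0.00293 to 0.63, and *ub3* from −0.18 to 0.49, with another negative value of −0.06 for *ub3*. The cause was not tested. For genes under 1 CPM, fold changes depend on the pseudocount, and whether depth limits them was not tested.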

Differences from the paper's values

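No test in this part was chosen only after the result was seen. The genes expressed, percent of annotated genes, came to 51.1% of the 39479 gene models that the paper names, against the paper's 31.8%. The number of genes listed, 20168, is the same as the paper's, so the 2 shares have different denominators. The paper does not give the number of annotated genes behind its share. None of the alternatives set before the data were examined bears on this share.

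Counts and shares were taken to differ from the paper's when 1 was more than 1.5 times the other, and log2 fold changes when the gap exceeded the SE. By these limits, no other count or share differed, although several were not equal to the paper's. Of the 75 log2 fold changes compared, 14 differed. Not every gene was compared in every mutant, and values outside the 75 can exceed the limit too. In *tsh4*, *yab4* was at 1.69 (SE 0.42) against the paper's 3.29, and *ZmTCP5* at 2.57 (SE 0.46) against the paper's 3.24. Every one of the 14 came within the SE of the paper's value in each of the count models on recovered reads, which were the quasi-likelihood and exact tests of edgeR and DESeq2. All were among the alternatives set before the data were examined. Over the log2 fold changes compared, the largest gap to the paper's values was 5e-05 with the quasi-likelihood fit of edgeR on recovered reads. The 14 gaps therefore arise from the log2(CPM + 0.1) scale and model used here and are no disagreement in the reads. With the pseudocount of 0.1, the log2 fold changes in *tsh1 tsh4* were 1.43 for *yab4* against the paper's 2.95, −3.41 for *ZmLOG7* against the paper's −5.00, 3.13 for *ZmTCP5* against the paper's 3.80, −2.41 for *ZmPYL5* against the paper's −2.87, −3.57 for *ZmPUB18* against the paper's −4.26, 1.63 for *ZmSCL3* against the paper's 2.14, 3.03 for *ra1* against the paper's 3.74, −6.73 for *tsh1* against the paper's −7.02, −9.67 for GRMZM2G065757 against the paper's −10.20, and 7.33 for GRMZM2G007969 against the paper's 7.99. In *tsh4*, they were 2.48 for *ra1* against the paper's 3.18 and 6.72 for GRMZM2G130149 against the paper's 7.26. A pseudocount of 0.01 also closed the gap for each of these 12 values, and equal library totals did so for *tsh1* in *tsh1 tsh4*. Leaving out a library closed it for *ZmTCP5* (B73 replicate 3 or *tsh1 tsh4* replicate 2), *ZmPYL5* (B73 replicate 3 or *tsh1 tsh4* replicate 3), *ZmPUB18* (B73 replicate 2 or *tsh1 tsh4* replicate 3), and *ZmSCL3* (B73 replicates 1 or 3, or *tsh1 tsh4* replicate 2). It also did for *ra1* in *tsh1 tsh4* (*tsh1 tsh4* replicate 3) and in *tsh4* (B73 replicate 3 or *tsh4* replicate 1), *tsh1* in *tsh1 tsh4* (B73 replicates 2 or 3, or *tsh1 tsh4* replicate 3), GRMZM2G130149 (*tsh4* replicate 1), and GRMZM2G007969 (B73 replicate 2 or *tsh1 tsh4* replicate 2).

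In *tsh4*, the log2 fold change was −7.07 for GRMZM2G000264 against the paper's −5.01, and a pseudocount of 1 closed this gap in addition to the count models. In *tsh1 tsh4*, the log2 fold change was 1.21 for *ZmIAA5* against the paper's 2.94, and the count models were the only alternatives that closed this gap.

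For 9 further genes compared with the paper's tables, a genotype had at most 3 reads in every library. The log2 fold changes of these genes here are set by the pseudocount of 0.1 and are not estimates to compare with the paper's. The folds computed against the floor are lower bounds that stay below the paper's values. In *tsh1 tsh4*, *ZmIAA16* was at least 17.8-fold higher than in B73 (the paper's log2 value 8.72), *ZmIAA22* at least 46.3-fold higher (the paper's 10.10), and *ZmGID1C* at least 7.31-fold higher (the paper's 7.46). In *tsh1*, GRMZM2G026188 was at least 9.97-fold lower (the paper's −8.15), GRMZM2G026013 at least 312-fold lower (the paper's −13.09), GRMZM5G847466 at least 54.3-fold lower (the paper's −10.57), GRMZM2G456853 at least 943-fold higher (the paper's 14.45), and GRMZM2G120833 at least 439-fold higher (the paper's 10.82). In *tsh4*, GRMZM2G430526 was at least 226-fold higher (the paper's 10.64).

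The text of the paper states that *lg2* falls in *tsh1*, but *lg2* is not in the paper's Table S2. The paper's other evidence is a Student's t-test between genotypes in fig. S3 and immunolocalization, which found less or no LG2 protein in *tsh1* bracts. Here the log2 fold change of *lg2* in *tsh1* was −0.96, with an adjusted p of 0.16 from limma with Benjamini-Hochberg adjustment. No setting that was run called *lg2* in *tsh1*. Without adjustment over genes, the limma p was 0.00489, and the *tsh1* libraries did not overlap those of B73. The fall is therefore not excluded. The paper counts *yab1* among genes that rise, and its log2 fold change in *tsh1 tsh4* was 1.2 with an adjusted p of 0.0635 from limma. The settings that called *yab1* in *tsh1 tsh4* were equal library totals, the edgeR exact test, and the fits without B73 replicate 2, without *tsh1* replicate 2, and without *tsh1 tsh4* replicate 1. The paper counts *ZmARR6* among genes that fall, and its log2 fold change in *tsh1 tsh4* was −1.03 with an adjusted p of 0.135 from limma. It was called only in the fit without *tsh1 tsh4* replicate 1. Neither *yab1* nor *ZmARR6* is in the paper's Tables S2 to S4.

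*ZmYUC8* is in the paper's table for *tsh4* and was not called here, with an adjusted p of 0.0936 from limma. It had at most 2 reads in each B73 library and was at least 4.78-fold higher in *tsh4*, against the paper's log2 value of 4.3. It was called with a pseudocount of 0.01, with only the genotypes compared, in the 3 count models, and in the fit without *tsh1 tsh4* replicate 1. *ZmIAA5* is in the paper's table for *tsh1 tsh4* and had an adjusted p of 0.217 from limma. It was called in the 3 count models and in the fit without *tsh1 tsh4* replicate 2. *ZmIAA22* is in the paper's table for *tsh4*, where it was at least 5.52-fold higher than in B73, against the paper's log2 value of 7.00, and its adjusted p was 0.0713 from limma. It was called with a pseudocount of 0.01, in the 3 count models, and in the fit without *tsh4* replicate 2. Of all the genes in the paper's tables, 18 in *tsh1*, 39 in *tsh4*, and 35 in *tsh1 tsh4* were not called. The quasi-likelihood test of edgeR called 17, 38, and 33 of these, its exact test 18, 39, and 35, DESeq2 18, 37, and 32, and a pseudocount of 0.01 called 8, 23, and 13. The other fits called at most 5 of them in *tsh1*, 10 in *tsh4*, and 8 in *tsh1 tsh4*.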

Other observations

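Among the tests in this part, those chosen only after the result was seen were all the splits of the libraries, the tests of the axis of variation, the test of *kn1* for *ba1* and *baf1*, and the test of genes on or off with the *tsh1* mutation.

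The DEG counts were set against other splits of the same libraries. The 6 libraries of a comparison can be split into 3 and 3 in 10 ways, of which 4 part all libraries with the same replicate number and 6 part a single such pair. The real split was the only 1 of these 4 with as many DEGs, for *tsh1*, for *tsh4*, and for *tsh1 tsh4* alike, and the other splits of the 10 gave at most 1 DEG in each comparison. With 4 splits, chance cannot be excluded at a share of 0.05. In 100 relabelings of the 12 libraries within replicate numbers, the real one included, 1 gave as many as 1430 DEGs in at least 1 mutant, and the next largest count was 833. Chance relabeling therefore does not account for the number of DEGs in at least 1 mutant.

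The mutations were introgressed into B73, so that a chromosome segment of the donor may remain around each locus. Among the genes that could be placed on a chromosome, 18 of 140 (12.9%) near the *tsh1-ref* deletion were DEGs in *tsh1*, against 141 of 14085 elsewhere (1.00%, 1-sided Fisher's exact test, p = 1.85e-14). The window held up to 100 placed genes on each side. Near *tsh4*, 14 of 200 genes (7.0%) were DEGs in *tsh4*, against 3.61% elsewhere (exact p = 0.0155). In *tsh1 tsh4*, 20 of 140 genes (14.3%) near the deletion were DEGs, against 5.64% elsewhere (exact p = 0.000137). Near *tsh4*, 15 of 200 genes (7.5%) were DEGs in *tsh1 tsh4*, against 5.71% elsewhere (exact p = 0.175). The reverse comparisons gave 0 of 200 DEGs of *tsh1* near *tsh4* (exact p = 1) and 6 of 140 DEGs of *tsh4* near the deletion (exact p = 0.409). Windows of 25, 50, 200, and 400 genes were also run. For *tsh4*, the exact p ranged from 0.110 with 25 genes to 1.47e-10 with 400 genes, where 67 of 800 genes (8.38%) were DEGs. However, only 69.2% of the DEGs in *tsh1* and 68.0% of those in *tsh4* could be placed, less than the 80% set for the comparison to stand for all DEGs. The values hold for placed genes alone, and a linked segment cannot be told apart from an effect of the mutations in the whole set of DEGs. Next to *tsh4* in the order of placed genes, GRMZM2G419739 fell in *tsh4* from a mean of 10.5 to 1.03 CPM (log2 fold change −3.40), and GRMZM2G038051 rose from 0.149 to 8.62 CPM (log2 fold change 5.19). These 2 genes were chosen after their values were seen.

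After the genotype means were subtracted, a single axis held 44.7% of the remaining variance of 17272 genes. The position of the 12 libraries on it did not follow the log2 number of reads (Pearson r = 0.22, permutation p = 0.477, Spearman rho = 0.16, permutation p = 0.62, and r = 0.18 without the 2 libraries farthest from the median). It did not follow the share of reads on the 10 most highly expressed genes either (r = −0.46, permutation p = 0.128, rho = −0.38, permutation p = 0.219, and r = −0.49 without 2 libraries). These were the 2 relations computed, and 12 libraries leave moderate relations undetected. Over 18 pairs of libraries with the same replicate number, the correlation across genes ran from −0.41 to 0.73, with a mean of 0.089. Over 36 pairs with different numbers it ran from −0.59 to 0.61, with a mean of −0.042. Genes are not independent replicates. Some pairs of either kind deviated together, so the mean does not exclude a batch given by the replicate number. The source of the axis is not known, and no biological explanation was tested.

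In 36 genes, at least 1 genotype had a mean of at least 1 CPM with all libraries above the floor of 3 reads, and at least 1 had all libraries at or under the floor. Against B73, 6 of these genes were switched in *tsh1*, of which 4 had the same state in *tsh1 tsh4* and 2 were in the B73 state. Of these 4 genes, GRMZM5G847466 and GRMZM2G026013 lie in the *tsh1-ref* deletion, which the paper inferred from their missing transcripts in *tsh1*, so their state was fixed in advance. In *tsh4*, 11 were switched, of which 8 had the same state in *tsh1 tsh4*, 2 were in the B73 state, and 1 was between these states. For the 2 genes of each mutant in the B73 state, it did not follow the mutation alone.

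The fall of *ba1* and *baf1* in *tsh1 tsh4* may reflect fewer meristem cells in the captured tissue. The meristem marker *kn1* changed by −0.10 in *tsh1 tsh4* and was at an adjusted p of 0.919 from limma, while *ba1* changed by −1.49 and *baf1* by −1.95. Over the fits without 1 library, *kn1* ranged from −0.35 to 0.24, *ba1* from −1.66 to −1.34, and *baf1* from −2.09 to −1.81. *kn1* therefore changed less than *ba1* and *baf1*. Its ratio to *EF1α*, however, was 0.100 ± 0.0207 in B73 and 0.0725 ± 0.0237 in *tsh1 tsh4*. With a single marker, a loss of meristem tissue is not excluded. The paper places both genes in a boundary next to the meristem that may have been captured with the bracts. The fall cannot be told apart from a loss of such tissue, which *kn1* does not track. In *tsh4*, *kn1* changed by −0.70 (limma adjusted p = 0.258) with no overlap between its libraries and those of B73, *ba1* by −0.61, and *baf1* by −1.19, so that in *tsh4* a change of *ba1* or *baf1* cannot be told apart from a loss of meristem tissue.

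The paper names other regulators without discussing their expression in these libraries. In *tsh1 tsh4*, *ra3* changed by −0.95 (limma adjusted p = 0.0064, all with Benjamini-Hochberg adjustment), *ub2* by 0.27 (adjusted p = 0.716), and *ub3* by 0.12 (adjusted p = 0.896). None of these was a DEG in *tsh1 tsh4*.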
